# Longitudinal multiorgan transcriptomic atlas of salt-induced hypertension

**DOI:** 10.1172/jci.insight.200841

**Published:** 2026-04-23

**Authors:** Ratnakar Tiwari, Olha Kravtsova, Lashodya V. Dissanayake, Melissa Lowe, Biyang Xu, Vladislav Levchenko, Steven Didik, Ruslan Bohovyk, Daria V. Ilatovskaya, Oleg Palygin, Alexander Staruschenko

**Keywords:** Inflammation, Metabolism, Nephrology, Cardiovascular disease, Chronic kidney disease, Hypertension

## Abstract

High dietary salt intake elevates blood pressure and drives multiorgan damage. However, the molecular programs underlying progressive organ injury remain poorly defined. Here, we present a longitudinal multiorgan transcriptomic atlas of salt-induced hypertensive injury. We profiled kidney cortex, kidney medulla, heart, and liver across 4 stages, spanning early hypertension to advanced pathology in Dahl salt-sensitive rats. We identified dynamic and tissue-specific molecular trajectories, including a shared early proliferative response that converges on proinflammatory and fibrotic remodeling. Notably, we uncovered compartment-specific renal responses, showing that the cortex and medulla, despite their proximity, follow distinct molecular trajectories during disease progression. We further identified 79 stage- and tissue-specific transcription factors that drive gene expression dynamics in salt-induced hypertensive injury. Integration with human genome-wide association studies revealed conserved pathways in endocrine signaling, ion transport, lipid metabolism, and detoxification, establishing cross-species relevance and highlighting mechanistic targets of clinical importance. Compound-transcriptome analysis revealed stage- and organ-specific therapeutic opportunities, prioritizing kinase and epigenetic modulators as candidates to rebalance maladaptive gene programs. Overall, this study provides a resource for understanding molecular mechanisms from early salt-induced hypertension to tissue-specific injury and underscores the need for precision interventions.

## Abstract 2

High salt intake drives hypertension and organ damage. This study maps gene changes across organs over time, revealing shared and tissue-specific pathways and potential targets for precision therapies.

## Introduction

Hypertension is one of the most prevalent cardiovascular risk factors globally. It affects over 1 billion people and substantially contributes to stroke, heart failure, and chronic kidney disease (CKD) (1–4). Among its subtypes, salt-sensitive (SS) hypertension affects up to 30% of the global adult population and more than half of all individuals with hypertension, and it is strongly associated with CKD (5–7). Furthermore, this burden disproportionately affects high-risk groups, including African Americans, individuals with metabolic syndrome, and patients with preexisting renal disease (8). Despite its prevalence and clinical effect, salt-induced hypertension remains mechanistically complex and difficult to diagnose and manage (7, 9–11).

Although high-salt (HS) diet–induced hypertension has traditionally been studied from a renal-centric perspective, its effect extends beyond the kidney and cardiovascular system. Among other affected organs, the liver is increasingly recognized as a target of HS intake–induced metabolic reprogramming, with hepatic gene expression changes that contribute to cardiovascular disease (CVD) (12, 13). While these studies have substantially advanced our understanding of how salt-induced hypertension affects specific organs, they primarily focus on individual organs at selected time points. As a result, they fall short of capturing the full complexity of salt-induced hypertensive injury as a systemic and dynamically evolving disease. This underscores a pressing need for longitudinal, multiorgan studies that can illuminate both the cross-organ and organ-specific molecular trajectories driving disease progression over time across multiple organs.

To address this critical knowledge gap, we generated a comprehensive, temporally resolved, multiorgan transcriptomic atlas of salt-induced hypertensive injury in the Dahl SS rat model. This model remains one of the most physiologically relevant and widely utilized preclinical models of HS diet–induced hypertension. This model recapitulates key human features such as progressive hypertension, renal injury, and maladaptive cardiovascular remodeling in response to a HS diet (14–17). Previous work from our group and others leveraging different cellular, molecular, and omics approaches in this model has uncovered several important aspects of disease progression, including the activation of immune signaling pathways and metabolic reprogramming, primarily within the kidney at specific stages of salt-induced hypertension (18–22). However, the temporal dynamics of these processes across organs have not been systematically characterized.

Using advanced bioinformatics and network-based modeling, we mapped dynamic activation and suppression of molecular pathways underlying salt-induced hypertensive injury across multiple tissues. This revealed both conserved and tissue-specific molecular pathways, as well as central hub regulators that drive maladaptive responses against sustained salt-induced hypertension. Integration with genome-wide association studies (GWAS) and druggable pathway prioritization highlighted actionable therapeutic targets with potential for drug repurposing and precision intervention. Integrated with histological and biochemical analyses, this longitudinal multiorgan transcriptomic atlas delivers a systems-level view of gene expression changes in salt-induced hypertension and serves as a resource for understanding tissue- and time-specific mechanisms that contribute to chronic end-organ damage.

## Results

### A longitudinal transcriptomic atlas of salt-induced hypertension.

To systematically define the transcriptional landscape underlying salt-induced hypertensive injury, we performed mRNA-seq across 4 tissues: kidney cortex, kidney medulla, liver, and heart. 

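Salt-sensitive Dahl rats kept on the NS diet or fed the HS diet for 7, 14, 21 or 35 days gave RNA from kidney cortex, kidney medulla, liver and heart, with 6 rats in each group. This makes 5 groups of 6 libraries in each tissue and 120 libraries in all. The sample labels call the NS diet a low salt control and give 4% NaCl for the HS diet, and the paper gives 0.4% NaCl for the NS diet. The single NS group of a tissue served as the control of all 4 HS days in that tissue, so those 4 comparisons share the chance differences of their controls. The authors sequenced polyadenylated RNA in read pairs, aligned the reads to the rat genome with HISAT2 and counted them per gene with featureCounts. The values used here are these counts, as whole numbers for 38525 genes of the assembly Rnor_6.0. A library held 23.4 to 41.8 M counts (M, 1e6), with a median of 30.4 M. In cortex the libraries held 24.3 to 34.4 (median 28.2) in NS, 26.5 to 35.9 (median 31.0) on day 7, 28.4 to 33.1 (median 29.5) on day 14, 25.7 to 31.9 (median 28.5) on day 21 and 24.5 to 38.4 (median 31.9) on day 35, in M counts. In medulla they held 23.4 to 29.9 (median 27.4) in NS, 28.6 to 36.2 (median 34.1) on day 7, 26.2 to 30.9 (median 27.2) on day 14, 24.8 to 34.3 (median 30.3) on day 21 and 27.7 to 34.0 (median 31.9) on day 35. In liver they held 25.3 to 38.2 (median 30.1) in NS, 27.5 to 38.3 (median 31.7) on day 7, 24.9 to 32.5 (median 28.6) on day 14, 29.1 to 41.8 (median 36.3) on day 21 and 27.2 to 37.8 (median 34.6) on day 35. In heart they held 24.6 to 35.9 (median 30.6) in NS, 25.6 to 33.4 (median 31.3) on day 7, 25.5 to 32.8 (median 29.8) on day 14, 25.4 to 32.9 (median 28.1) on day 21 and 29.8 to 37.5 (median 32.4) on day 35. From the counts, genes with low counts were left out in each tissue, libraries were scaled by the trimmed mean of M values (TMM), and each HS day was compared with NS by the quasi-likelihood test of edgeR over all 30 libraries of the tissue. A gene is called higher or lower when its Benjamini-Hochberg adjusted p is under 0.05 and its log2 fold change is at least 0.585 in size, the 1.5-fold threshold of the paper. Genes were also read in 54 lists of pathways and cell type markers taken from textbook knowledge, and each list was tested as a set with limma's fry, which asks whether its genes move one way on balance. A p given with an estimated correlation is from another test, limma's camera. It asks whether a list moves more than all other genes, with the correlation between its members estimated, so the 2 tests ask different questions. The comparisons, the gene lists and the rule for naming genes were fixed before the data were examined. Of the alternatives some were fixed then and others were added after the values had been seen.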

Samples were collected from Dahl SS rats fed a HS (4% NaCl) diet at 4 progressive stages of hypertension (days 7, 14, 21, and 35), alongside a normal-salt (NS) diet–fed (0.4% NaCl) control group. This design spans the full course of disease progression, beginning with the onset of high blood pressure by day 7 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.200841DS1), through to late-stage pathology, including the terminal phase at day 35 when animals start to exhibit advanced cardiovascular dysfunction leading to stroke and death. In total, the study yields 120 high-quality transcriptomes, providing a rich resource to decode the longitudinal multiorgan molecular dynamics of HS diet–induced hypertensive injury (Figure 1A).

Principal component analysis (PCA) revealed strong segregation by organ identity (Supplemental Figure 1B), while rank-abundance plots confirm stable expression distributions across tissues and time points (Supplemental Figure 1C). 

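Liver, heart and kidney separated along the first 2 principal components of log2 counts per 1e6 counts (CPM), and the means of cortex and medulla lay farthest apart on the third. Liver stood apart from the other tissues on the first component, with a mean score of 257 ± 5.10 (SD, n = 30 libraries), and cortex, medulla and heart had means of -76.5, -95.8 and -84.5. Heart stood apart on the second component, with a mean score of 219 ± 6.01. The first component held 45.1% of the variance, the second 37.1% and the third 4.83%, on which cortex and medulla had means of -62.0 and 65.0, over 21393 genes. For each of the 120 libraries the library nearest to it by Pearson correlation came from the same tissue. Liver and heart concentrated their reads in few genes, since the 10 most abundant genes took a median of 23.9% of the counts in liver and 25.6% in heart, against 13.3% in cortex and 8.88% in medulla.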

Sample-sample Pearson correlation (Figure 1B and Supplemental Data Sheet 1) and hierarchical clustering of all genes (*P*_adj_ < 0.05) partitioned samples into well-defined blocks corresponding to organ (Figure 1C). 

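Cortex and medulla, the 2 parts of the kidney, had the most similar mean profiles, with a Pearson r of 0.965 across genes. Heart was nearer to medulla (r = 0.803) than to cortex (r = 0.784), and liver nearer to cortex (r = 0.781) than to medulla (r = 0.764). Liver and heart were the least similar pair, with an r of 0.729. Genes are not independent replicates, so no p is given for these correlations. Single libraries of cortex and medulla had an r of 0.882 to 0.977 with each other. Within a tissue the median r of 2 libraries was 0.979 in cortex, 0.976 in medulla, 0.975 in liver and 0.975 in heart, so the closest cortex and medulla libraries were as similar as libraries of one tissue.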

In uniform manifold approximation and projection (UMAP) analysis, distinct organ-specific clusters also showed separation between control (NS) and hypertensive conditions (Figure 1D).

Next, we performed differential expression analysis, comparing the tissue samples with their corresponding NS control tissues. Applying a threshold of *P*_adj_ value less than 0.05 and absolute log_2_ fold change greater than or equal to 0.585 (corresponding to absolute fold change ≥ 1.5), we identified a substantial number of differentially expressed genes (DEGs) across the datasets (Supplemental Figure 2). We found a dynamic transcriptional pattern with an early elevation in DEGs, a midstage decline, and a subsequent rise at the later stage of HS diet–induced hypertensive injury (Figure 1E). 

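Medulla had the most genes called on HS of the 4 tissues on every day. Against NS, 1976, 2501, 1976 and 3672 genes were called on days 7, 14, 21 and 35, of which 1313, 1442, 1376 and 1864 were higher and 663, 1059, 600 and 1808 lower. On day 7 the transcript of Cxcl13, a chemokine that attracts B cells, had a log2 fold change of 2.42 (standard error 0.21, adjusted p = 3.36e-08), from 6.33 ± 1.32 CPM on NS (SD, n = 6) to 34.0 ± 8.36 CPM on day 7. The gene Cxcl13 (gene ID 498335) is on chromosome 14 from 15253146 to 15258221 in Rnor_6.0. Igfbp3, a carrier of insulin-like growth factors, had a log2 fold change of -1.70 (standard error 0.26, adjusted p = 5.63e-05). By day 35 the hemoglobin scavenger receptor Cd163, a marker of macrophages, had a log2 fold change of 3.68 (standard error 0.70, adjusted p = 2.54e-04), and A2m, a protease inhibitor, a log2 fold change of 3.05 (standard error 0.53, adjusted p = 1.04e-04). Cyp1a1, an enzyme induced by aryl hydrocarbon receptor ligands, had a log2 fold change of -2.73 (standard error 0.88, adjusted p = 0.0154). Postn, a matrix protein of healing tissue, had log2 fold changes of 1.27, 1.96, 2.22 and 2.24 on the 4 days. Between days 7 and 35 of HS, 462 genes differed, against 1 between days 7 and 14 and 17 between days 7 and 21 (21 and 91 for the last 2 with DESeq2). Other splits of the same libraries called up to 1451, 897 and 0 genes in this order. A structure of the samples other than the day may therefore enter these counts. Against NS, other splits called up to 8, 1993, 840 and 2937 genes on the 4 days. Some markers of the cortex were lower on HS in these medulla libraries. Nephrin (Nphs1), which podocytes of the glomerulus make, had a level of 18.0 ± 9.67 CPM on NS and 2.54 ± 2.88 CPM on day 7. The podocyte genes Podxl and Synpo, whose NS levels in medulla were nearer to those of cortex, did not fall, with 153 ± 21 and 70.4 ± 7.40 CPM on NS and 164 ± 28 and 74.4 ± 14.2 CPM on day 7. With the mean level of podocyte genes as a covariate, an alternative added after the values were seen, 415, 691, 632 and 1102 genes were called on the 4 days, and 407, 676, 621 and 1050 of them were also called without it. On days 7 and 35 these counts were below the 597 and 1366 of cortex, which was not adjusted. Against those counts the first rank of medulla did not hold. Without 2 NS cortex libraries that carried transcripts of the lining of the renal pelvis, cortex had 122 and 827 on these days. These are below the medulla counts with the covariate, so the rank depends on which tissue is adjusted. Without medulla day 35 replicate 5, Cd163 was at 2.18 (adjusted p = 0.00195).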

Notably, the kidney medulla exhibited greater magnitude changes than the other tissues, with the number of DEGs increasing sharply from 2,369 on day 7 to 3,262 on day 14, decreasing to 2,977 on day 21, and peaking at 4,003 by day 35. A similar pattern was detected for the liver. However, for the kidney cortex and heart, the number of DEGs showed transient suppression of initial response earlier, on day 14, with following reactivation also peaking by day 35. These phased trajectories suggest differential responses across tissues, with the kidney medulla exhibiting the strongest transcriptional remodeling, consistent with its complex role in pressure-natriuresis and tubular transport within a relatively low-oxygen environment that increases susceptibility to injury.

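In liver, 277, 552, 165 and 911 genes were called against NS on days 7, 14, 21 and 35, with 193, 308, 68 and 547 higher and 84, 244, 97 and 364 lower. Mst1r, the receptor of macrophage-stimulating protein, was among the largest rises on 3 of the days, with log2 fold changes ± standard error of 3.95 ± 0.41 on day 14, 2.71 ± 0.40 on day 21 and 2.38 ± 0.40 on day 35 (n = 6 per group). In Rnor_6.0, Mst1r (gene ID 300999) spans 116686601 to 116700132 of chromosome 8. On day 35 Igfbp2, a carrier of insulin-like growth factors made by the liver, had a log2 fold change of 3.76 (standard error 0.41, adjusted p = 4.50e-07), and Chac1, an enzyme that breaks down glutathione and a target of the unfolded protein response, a log2 fold change of 2.11 (standard error 0.58, adjusted p = 0.0140). The transcriptional repressor Bcl6 fell on day 14 (-2.04 ± 0.45) and day 35 (-2.86 ± 0.47). Cyp1a1 fell on day 7 (-2.09 ± 0.38) and day 14 (-1.91 ± 0.38). Angptl8, a hormone of fat metabolism induced by feeding, rose on day 21 (1.47 ± 0.39). Between days 7 and 35 of HS, 431 genes differed, against 124 between days 7 and 14 and 8 between days 7 and 21. Other splits of the same libraries called up to 84, 4 and 95 genes in this order. With DESeq2 in place of edgeR, 423 and 269 genes were called on days 7 and 21 against NS, and 205 and 82 on days 14 and 21 against day 7. In a fit of only the 12 libraries compared, edgeR called 110 genes on day 7 against NS.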

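In cortex, 597, 158, 260 and 1366 genes were called on days 7, 14, 21 and 35, with 331, 109, 182 and 797 higher and 266, 49, 78 and 569 lower. In heart the counts were 315, 92, 201 and 698, with 246, 55, 122 and 457 higher and 69, 37, 79 and 241 lower. In cortex on day 35, heme oxygenase Hmox1 had a log2 fold change of 3.07 (standard error 0.54, adjusted p = 2.97e-04), from 7.58 ± 2.20 CPM on NS to 63.4 ± 88.6 CPM (SD, n = 6). Without day 35 replicate 5, in which it was highest, its log2 fold change was 1.90. Hmox1 (gene ID 24451) is found on chromosome 19 of Rnor_6.0, from 14508634 to 14515455. Clec4e, a receptor of macrophages for dying cells, had a log2 fold change of 2.96 (standard error 0.52, adjusted p = 3.02e-04). In heart on day 35, Reg3b, a secreted lectin, had a log2 fold change of 5.63 (standard error 1.02, adjusted p = 2.68e-04), and the atrial natriuretic peptide gene Nppa a log2 fold change of 3.02 (standard error 0.47, adjusted p = 3.79e-05). Thbs4, a matrix protein of the stressed heart, rose on day 7 (2.30 ± 0.45) and day 35 (3.04 ± 0.46). Cacna1d, which encodes an L-type calcium channel, fell on each day (-1.002 ± 0.28, -1.44 ± 0.28, -1.37 ± 0.28 and -1.60 ± 0.28). Against HS day 7, 264, 162 and 960 genes differed in cortex on days 14, 21 and 35, and 14, 83 and 247 in heart (61 and 133 on days 14 and 21 with DESeq2). The NS cortex libraries of replicates 3 and 5 carried transcripts of the urothelium, which lines the renal pelvis. Uroplakin Upk3a was at 8.70 and 6.81 CPM in them and at most 0.289 CPM in the other 4 NS cortex libraries, and the fat droplet protein Plin1 was at 16.4 and 4.59 CPM against at most 0.990. Without these 2 libraries, an alternative added after the values were seen, 122, 67, 66 and 827 genes were called in cortex on the 4 days. Over all 15 ways to leave out 2 of the 6 NS libraries, the count on day 7 lay between 122 and 891 with a median of 428. With DESeq2, 256 genes were called in cortex on day 14, and 170 in heart on the same day. In fits of only the 12 libraries compared, edgeR called 290, 11, 173 and 797 genes in cortex on the 4 days and 102 in heart on day 21.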

To better understand the physiological context of these transcriptional changes, we next examined systemic electrolyte balance and injury (Supplemental Figures 3 and 4). The HS diet groups showed a marked increase in sodium and chloride excretion and a marked increase in blood pH, indicating a systemic change in acid-base homeostasis (Supplemental Figure 3). Furthermore, we observed an increase in relative kidney weight, a marked diuresis, and a progressive rise in urinary albumin excretion, which peaked at day 21 before partially declining by day 35 (Supplemental Figure 4). Notably, serum creatinine levels became significantly elevated only at the late stage, on day 35. Histology in the liver, heart, and kidney showed progressive injury and fibrosis, consistent with the transcriptomic signatures (Supplemental Figures 3 and 4).

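More of the injury and fibrosis genes that the paper plots beside its histology were called on day 35 than on day 7 in medulla and cortex. Of 8 such kidney genes, 4, 6, 7 and 7 were higher in medulla and 1, 1, 2 and 4 in cortex on days 7, 14, 21 and 35. The paper chose these genes on the same samples, so their counts are not independent evidence. In medulla the collagen gene Col1a1 had log2 fold changes of 1.09, 1.37, 1.26 and 1.19 on the 4 days, and Lcn2, an iron-binding protein released by injured tubules, of 0.38, 0.69, 1.05 and 1.72. In cortex the injury marker Havcr1, known as kidney injury molecule 1, rose on day 21 (1.16 ± 0.30, log2 fold change ± standard error) and day 35 (2.06 ± 0.30), from 68.5 ± 31.4 CPM on NS (SD, n = 6) to 286 ± 141 CPM on day 35. On chromosome 10 of Rnor_6.0, Havcr1 (gene ID 286934) runs from 31813819 to 31860934. Spp1, which encodes osteopontin, was at -0.38, 0.53, 0.87 and 1.64 in cortex and 0.23, 0.40, 0.82 and 1.21 in medulla on the 4 days. Of 6 genes plotted for liver and heart, 0, 1, 0 and 3 were called higher by edgeR in liver and 2, 0, 0 and 0 in heart on the 4 days. Where edgeR called 0 of them, 4 and 3 were higher in liver on days 7 and 21 at an unadjusted p under 0.05 and 1, 1 and 4 in heart on days 14, 21 and 35, and DESeq2 called 1 and 0 in liver and 0, 0 and 0 in heart. Got1, an aminotransferase, rose in liver on day 14 (0.72 ± 0.20) and day 35 (0.62 ± 0.20), and the adhesion molecules Vcam1 and Icam1 rose on day 35 (0.60 ± 0.13 and 0.60 ± 0.12). In heart, Loxl2, an enzyme that crosslinks collagen, had values of 0.65, 0.09, 0.17 and 0.54 on the 4 days, and Col3a1 of 0.66, 0.25, 0.10 and 0.56. When NS cortex replicates 3 and 5 were left out, Havcr1 was at 0.91 (adjusted p = 0.161) and Spp1 was at 0.70 (adjusted p = 0.239) on day 21. In a fit without liver day 35 replicate 5, Icam1 was at 0.56 (adjusted p = 0.00293) and Vcam1 was at 0.55 (adjusted p = 0.00802).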

Collectively, this atlas defines the dynamic transcriptomic, cellular, and functional landscape of HS diet–induced hypertensive injury.

### Salt-induced hypertension drives dynamic and tissue-specific reprogramming of core biological pathways.

To identify coordinated molecular responses in HS diet–induced hypertensive injury, we quantified the activity of 50 Hallmark pathways in different tissues over time. This analysis revealed coordinated activation and repression of canonical pathways with disease progression (Figure 2A and Supplemental Figure 5). As noted above, the kidney medulla exhibited the most robust and sustained changes in gene diversity and pathway activity. By day 7, inflammatory pathways were strongly upregulated and remained elevated across all subsequent time points. 

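Genes of macrophages, of the interferon response and of T cells were higher in medulla from day 7 to day 35. Of 27 measured macrophage genes, 24, 21, 20 and 19 were higher on days 7, 14, 21 and 35 (24, 22, 21 and 19 adjusted over the list alone) and none was lower. Siglec1, a sialic acid receptor of macrophages, rose on day 7 (1.62 ± 0.18, log2 fold change ± standard error, n = 6 per group), as did Trem2, a lipid receptor of the same cells (1.29 ± 0.15), and the mannose receptor Mrc1 rose by day 35 (2.03 ± 0.26). Mrc1 (gene ID 291327) lies on chromosome 17 of Rnor_6.0 from 81352700 to 81433743. Of 28 interferon response genes, 18, 18, 12 and 6 were higher (18, 18, 14 and 8 adjusted over the list alone), among them the antiviral gene Mx1 at 1.34, 1.19, 1.11 and 0.72 and the regulator Irf7 with 1.25 ± 0.35 on day 7. Of 25 T cell genes, 8, 8, 9 and 9 were higher (12, 9, 9 and 9 adjusted over the list alone), with Gzmk, a granzyme of T cells, at 1.29 ± 0.28 on day 7. Of 32 cytokine, chemokine and adhesion genes, 10, 8, 9 and 11 were higher and 1, 1, 0 and 1 lower (10, 8, 12 and 13 higher adjusted over the list alone). The interferon-induced chemokine Cxcl9 was at 1.56 ± 0.24 on day 7, and the interleukin gene Il6 at 1.74 ± 0.61 on day 35. Of 33 complement and coagulation genes, 10, 10, 13 and 14 were higher on the 4 days (10, 11, 13 and 15 adjusted over the list alone), and lower were 1 on day 7, 1 on day 14 and 3 on day 35 (3, 3, 1 and 3 on the 4 days by DESeq2). All 5 lists passed fry on each day, with adjusted p of 1.34e-06 to 0.0235, and the adjusted p was 0.207 to 0.604 with an estimated correlation between genes. Beside this, nephrin (Nphs1), which podocytes in the cortex make, went from 18.0 ± 9.67 CPM on NS to 2.54 ± 2.88 CPM on day 7 (SD, n = 6). With podocyte level as a covariate, 11, 14, 10 and 13 macrophage genes, 5, 3, 2 and 0 interferon response genes and 3, 2, 2 and 4 T cell genes were called higher by edgeR on the 4 days. For the count of 0, 10 genes were higher at an unadjusted p under 0.05. The means with the covariate were 0.56, 0.65, 0.66 and 0.72 for macrophage genes (0.80, 0.86, 0.86 and 0.98 without it), 0.57, 0.53, 0.48 and 0.28 for the interferon response (0.74, 0.68, 0.63 and 0.45) and 0.56, 0.49, 0.54 and 0.49 for T cells (0.66, 0.58, 0.62 and 0.59). Where edgeR called 0 genes of a list, its unadjusted p was under 0.05 for 1 of them and DESeq2 called 1.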

In parallel, proliferative and stress-adaptive programs were also activated early and sustained. In contrast, metabolic pathways were markedly suppressed at day 7 and remained inhibited as compared with the NS control medulla group. 

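Mitotic genes rose in medulla on all 4 days, with the largest mean on day 7. Of 30 mitosis genes, 29, 28, 26 and 22 were higher on days 7, 14, 21 and 35, and the counts adjusted over the list alone were equal. Their mean log2 fold changes were 1.35, 1.18, 1.05 and 0.73. Cyclin B2 (Ccnb2), which drives entry into mitosis, rose by 2.09 ± 0.36 on day 7 and 1.46 ± 0.36 on day 35 (log2 fold change ± standard error), from 1.03 ± 0.547 CPM on NS to 4.37 ± 2.44 CPM on day 7 (SD, n = 6). The gene Ccnb2 (gene ID 363088) is on chromosome 8 from 76847972 to 76861165 in Rnor_6.0. Of 30 genes of DNA replication, 13, 13, 5 and 2 were higher (13, 13, 5 and 2 adjusted over the list alone), with Rrm2, a subunit of ribonucleotide reductase, at 1.88 ± 0.22 on day 7. Fry gave adjusted p of 3.50e-08 to 0.00879 for mitosis on the 4 days and for DNA replication up to day 21, and 0.191 for DNA replication on day 35. With an estimated correlation the adjusted p of these 2 lists was 0.113 to 0.781. Of 23 immediate early genes, 2, 0, 5 and 9 were higher (0, 0, 5 and 9 adjusted over the list alone), with the stress factor Atf3 at 1.11 ± 0.39 on day 21 and 1.79 ± 0.39 on day 35, and the list passed fry on day 35 alone (adjusted p = 0.00697, and 0.534 with an estimated correlation). Of 26 tubular injury genes, 3, 6, 11 and 14 were higher (4, 7, 12 and 15 adjusted over the list alone), with clusterin (Clu), a chaperone released by injured tubules, at 1.91 ± 0.26 on day 35 and Timp1, an inhibitor of matrix proteases, at 0.86, 1.08, 1.07 and 1.30. This list passed from day 14 (adjusted p = 1.70e-06 to 0.00904, and 0.248 to 0.525 with an estimated correlation). With podocyte level as a covariate, 29, 26, 24 and 14 mitosis genes were called higher on the 4 days, with means of 1.19, 1.04, 0.93 and 0.58 against 1.35, 1.18, 1.05 and 0.73 without it. Called lower were 1 on day 14 and 1 on day 35 of the DNA replication genes and 2 on day 7, 1 on day 14 and 1 on day 35 of the tubular injury genes. For each count of 0 from edgeR, 2 genes of the list had an unadjusted p under 0.05 and DESeq2 called 0.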

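Genes of amino acid breakdown, fatty acid oxidation and gluconeogenesis were lower in medulla on HS from day 7. Of 33 genes of amino acid catabolism, 8, 11, 8 and 23 were lower on days 7, 14, 21 and 35 (14, 20, 10 and 26 adjusted over the list alone) and 1, 1, 1 and 2 higher, with means of -0.88, -0.83, -0.80 and -1.16 on the log2 scale. Gnmt, an enzyme of methionine metabolism, fell on day 7 (-2.42 ± 0.62, log2 fold change ± standard error, n = 6 per group) and day 35 (-2.55 ± 0.62). Of 29 fatty acid oxidation genes, 8, 13, 10 and 13 were lower (9, 16, 12 and 13 adjusted over the list alone). In Rnor_6.0, Gnmt (gene ID 25134) spans 16565274 to 16568626 of chromosome 9. Of 12 gluconeogenesis genes, 4, 3, 3 and 5 were lower (6, 3, 4 and 5 adjusted over the list alone), with Pck1, the enzyme that commits to gluconeogenesis, at -2.53 ± 0.80 on day 35. Genes of mitochondrial respiration were lower from day 7 as lists, and most of their calls came on day 35. Of 39 oxidative phosphorylation genes, 0, 0, 0 and 14 were lower on the 4 days, the last count including Ndufs7 of complex I (-0.68 ± 0.11), and of 22 genes of the tricarboxylic acid cycle 1, 1, 1 and 9 were lower. On day 7 none of the oxidative phosphorylation genes was called lower by edgeR or DESeq2, while 32 of the 39 were lower at an unadjusted p under 0.05 and the list's mean was -0.25. These lists and xenobiotic metabolism passed fry on each day with adjusted p of 3.43e-05 to 0.0470, and the adjusted p was 0.310 to 0.542 with an estimated correlation. Transcripts of the cortex fell with them in the same libraries. Of 132 genes at least 4 times higher in NS cortex than in NS medulla, 97.0% had a lower level on day 7, with a median log2 fold change of -1.75, and the medians on days 14, 21 and 35 were -1.14, -1.72 and -1.40. Slc12a3, the sodium chloride transporter of the distal convoluted tubule, was at 151 CPM in NS medulla and 19.8 CPM on day 7. With podocyte level as a covariate, the list of amino acid catabolism had means of -0.14, -0.21, -0.15 and -0.57 on the 4 days, with 5 genes called lower on day 35. Fatty acid oxidation then had means of -0.17, -0.34, -0.27 and -0.25 (-0.52, -0.65, -0.57 and -0.56 without the covariate), gluconeogenesis of -0.19, -0.23, -0.25 and -0.43 (-0.80, -0.73, -0.79 and -0.88) and oxidative phosphorylation of -0.12, -0.08, -0.21 and -0.40 (-0.25, -0.19, -0.32 and -0.53). With it edgeR called 0, 0, 0 and 2 fatty acid oxidation genes lower on the 4 days and 0 genes of gluconeogenesis, oxidative phosphorylation and the tricarboxylic acid cycle. At an unadjusted p under 0.05 the genes lower on the 4 days were 2, 17, 13 and 7 for fatty acid oxidation, 0, 1, 3 and 5 for gluconeogenesis, 3, 17, 33 and 37 for oxidative phosphorylation and 1, 7, 18 and 18 for the tricarboxylic acid cycle. A smaller share of cortex in the HS samples is not excluded for these lists. Called higher were 1 on day 7 of the fatty acid oxidation genes, 1 on day 35 of the gluconeogenesis genes and 1 on day 14 and 1 on day 21 of the oxidative phosphorylation genes. In lists with 0 calls from edgeR, 32 to 37 genes had an unadjusted p under 0.05 and 0 were called by DESeq2.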

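Matrix and mesenchymal genes rose in medulla from day 7, and the number of them called grew to day 35. Of 40 extracellular matrix genes, 24, 29, 32 and 34 were higher on days 7, 14, 21 and 35 (26, 29, 32 and 34 adjusted over the list alone) and none was lower. Tenascin C (Tnc), a matrix protein of wounds, rose by 1.50 ± 0.24 on day 7 and 1.72 ± 0.24 on day 35 (log2 fold change ± standard error, n = 6 per group). Tnc (gene ID 116640) is found on chromosome 5 of Rnor_6.0, from 79789686 to 79874555. Lysyl oxidase (Lox), which crosslinks collagen, was at 0.91, 1.12, 1.28 and 1.61. Of 30 myofibroblast and mesenchymal genes, 9, 16, 17 and 18 were higher (9, 17, 17 and 19 adjusted over the list alone), with smooth muscle actin (Acta2) at 0.57, 1.11, 1.13 and 1.50 and S100a4, a calcium-binding protein of fibroblasts, at 1.76 ± 0.55 on day 7. Of 31 endothelial and angiogenesis genes, 3, 5, 5 and 5 were higher (4, 5, 6 and 5 adjusted over the list alone) and 0, 0, 0 and 1 lower, among them Apln, a peptide of sprouting vessels (1.12 ± 0.21 on day 7), and Angpt1, a ligand that steadies vessels (1.24 ± 0.18 on day 35). The 3 lists passed fry on each day, with adjusted p of 4.07e-07 to 0.0222, and their adjusted p was 0.207 to 0.586 with an estimated correlation. With podocyte level as a covariate, 12, 26, 27 and 25 matrix genes and 0, 9, 9 and 15 mesenchymal genes were called higher by edgeR on the 4 days, and 12 mesenchymal genes were higher at an unadjusted p under 0.05 on day 7. The matrix means were then 0.55, 0.75, 0.80 and 0.87 (0.69, 0.88, 0.91 and 1.03 without the covariate) and the mesenchymal means 0.37, 0.54, 0.57 and 0.70 (0.48, 0.64, 0.65 and 0.81). At an unadjusted p under 0.05 the counts of 0 from edgeR become 0 to 2, and DESeq2 called 0 genes there.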

Developmental programs such as angiogenesis and epithelial-mesenchymal transition (EMT) were persistently elevated, suggesting continuous tissue remodeling responses. However, the kidney cortex showed a comparatively moderate response. 

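The response of cortex to HS differed from that of medulla in many genes. By an interaction test over all 120 libraries, 1433, 1196, 431 and 771 genes changed differently in medulla and cortex on days 7, 14, 21 and 35, 688, 439, 179 and 240 of them more upward in medulla and 745, 757, 252 and 531 more upward in cortex. In fits of only the 24 libraries concerned the counts were 1145, 1242, 543 and 19, so the count on day 35 depends on the fit. Calb1, a calcium-binding protein of the distal tubule, had a log2 fold change of 0.73 ± 0.24 (standard error, n = 6 per group) in cortex and -3.22 ± 0.74 in medulla on day 7. Gria1, a glutamate receptor subunit, rose in medulla on day 35 (3.03 ± 0.55). On chromosome 10 of Rnor_6.0, Gria1 (gene ID 50592) runs from 42441723 to 42760200. Keratins and uroplakins of the urothelium were among the largest differences. Krt15 was at 15.9 and 14.9 CPM in NS cortex replicates 3 and 5 and at most 1.48 CPM in the others, and in HS cortex on day 7 it reached 0.594 CPM. In medulla it had a median of 9.93 CPM on NS and 9.03 CPM on day 7. Proximal tubule genes, which mark the cortex, had means of 0.18, 0.01, 0.02 and -0.05 on the log2 scale in cortex and -1.47, -1.34, -1.41 and -1.48 in medulla on the 4 days. This list passed fry in medulla on day 35 alone (adjusted p = 0.0180, and 0.544 with an estimated correlation), with 19 of 33 genes lower (22 adjusted over the list alone).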

Metabolic programs such as oxidative phosphorylation were slightly induced on day 7, followed by a decline over time. 

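Genes of oxidative phosphorylation in cortex had small changes, upward on day 7 and downward on day 35. The 39 measured genes had a mean log2 fold change of 0.14 on day 7, 0.09 on day 14, 0.01 on day 21 and -0.07 on day 35. Among them on day 7, 16 were higher and none lower at an unadjusted p under 0.05, and on day 35 1 was higher and 23 were lower. No gene of the list was called by edgeR or DESeq2 on days 7, 14 and 21, and 1 was called higher by edgeR on day 35. This gene, Ndufa1 of complex I, was at 0.355 ± 0.175 CPM (SD, n = 6) on NS and 4.31 ± 10 CPM on day 35, a spread between replicates that exceeds the mean. The adjusted p of fry was 0.0652 on day 7, 0.209 on day 14, 0.733 on day 21 and 0.0180 on day 35, so the downward shift on day 35 passed and the upward shift on day 7 did not. With an estimated correlation the adjusted p was 0.444 to 0.868. Genes of the tricarboxylic acid cycle had means of 0.15, 0.05, 0.00 and -0.13 on the 4 days, and fatty acid oxidation 0.07, -0.05, -0.09 and 0.06. Of the proximal tubule genes on day 7, 6 of 33 were higher (6 adjusted over the list alone), among them the phosphate transporter Slc34a3 (0.93 ± 0.24) and the amino acid transporter Slc6a19 (0.91 ± 0.24), while their mean did not pass fry (adjusted p = 0.133). Of 11 fat cell genes, 5 were lower on the same day, with Plin1 high in the 2 NS libraries that carry urothelial transcripts. With NS cortex replicates 3 and 5 left out, Slc34a3 was at 0.62 (adjusted p = 0.135) and Slc6a19 was at 0.61 (adjusted p = 0.174) on day 7.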

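Genes of immune cells rose in cortex mainly on day 35. Of 27 macrophage genes, 0, 1, 4 and 17 were higher on days 7, 14, 21 and 35 (0, 3, 6 and 17 adjusted over the list alone), with means of 0.15, 0.36, 0.44 and 0.77 on the log2 scale. On day 35 the mannose receptor Mrc1 was at 1.62 ± 0.20 (log2 fold change ± standard error, n = 6 per group), Gpnmb, a glycoprotein of lipid-laden macrophages, at 1.52 ± 0.22 and Trem2 at 1.35 ± 0.25. Gpnmb (gene ID 113955) lies on chromosome 4 of Rnor_6.0 from 78694447 to 78715685. Of 33 complement and coagulation genes, 1, 0, 5 and 14 were higher (1, 1, 9 and 14 adjusted over the list alone), with complement C6 at 1.92 ± 0.26 on day 35. Both lists passed fry from day 14 (adjusted p = 2.73e-06 to 0.0226, and 0.202 to 0.330 with an estimated correlation). Of 24 T cell genes, 2, 0, 0 and 11 were higher (2, 0, 3 and 14 adjusted over the list alone), with Foxp3, the factor of regulatory T cells, at 1.41 ± 0.40 on day 35. Of 18 acute phase genes, 0, 0, 4 and 10 were higher, with the protease inhibitor Serpina3n at 1.98 ± 0.30 on day 35. These 2 lists passed on days 21 and 35 (adjusted p = 8.37e-05 to 0.0106, and 0.265 to 0.326 with an estimated correlation). On day 7 the macrophage list had 8 genes higher at an unadjusted p under 0.05 and 0 called by DESeq2. Interferon response genes had means of 0.03, 0.12, 0.04 and 0.06 and did not pass on any day (adjusted p = 0.269 to 0.695). Of the complement and coagulation genes, 1 on day 7 was lower. Counts of 0 are from edgeR, and in those cases 2 to 11 genes had an unadjusted p under 0.05 and DESeq2 called 0 to 1.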

Inflammatory pathways were gradually upregulated, reaching peak activity at later time points. 

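Few genes of the hypoxia response were called in cortex, with the highest number on day 35. Of 19 measured genes, 1, 1, 0 and 3 were higher on days 7, 14, 21 and 35 (1, 1, 1 and 3 adjusted over the list alone), and none was lower. Among the genes higher on day 35 were Angptl4, an inhibitor of lipoprotein lipase (1.25 ± 0.28, log2 fold change ± standard error, n = 6 per group), and Lox, which cross-links collagen (1.07 ± 0.22). The gene Angptl4 (gene ID 362850) is on chromosome 7 from 18627814 to 18634043 in Rnor_6.0. As background, these 2 genes also respond to glucocorticoids, to transforming growth factor beta or to fasting. Ankrd37 was the gene called on day 7 (0.79 ± 0.18) and day 14 (0.81 ± 0.18). The list's mean was 0.01, 0.07, 0.05 and 0.12 on the 4 days, and it did not pass fry on any of them (adjusted p = 0.0975 to 0.665). Tubular injury genes moved more, with 0, 0, 4 and 16 of 26 higher and 3, 0, 0 and 1 lower (0, 0, 7 and 16 higher adjusted over the list alone). That list passed on days 21 and 35 (adjusted p = 0.0470 and 4.90e-04, and 0.301 to 0.435 with an estimated correlation). Where edgeR called 0 genes of a list, its unadjusted p was under 0.05 for 0 to 4 of them and DESeq2 called 0 to 1. In a fit that left out NS cortex replicates 3 and 5, Ankrd37 was at 0.77 and 0.80 on days 7 and 14 (adjusted p = 0.0638 to 0.0710).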

Stress pathways such as hypoxia followed a similar pattern, with late-stage elevation. 

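Matrix genes of cortex rose late, while endothelial genes did not rise as a group. Of 40 extracellular matrix genes, 1, 1, 2 and 18 were higher on days 7, 14, 21 and 35 (1, 3, 5 and 19 adjusted over the list alone), with means of 0.03, 0.23, 0.31 and 0.61 on the log2 scale. Tnc rose on day 21 (1.29 ± 0.31, log2 fold change ± standard error, n = 6 per group) and day 35 (1.83 ± 0.31), and the collagen genes Col8a1 and Col15a1 on day 35 (1.31 ± 0.23 and 1.21 ± 0.31). In Rnor_6.0, Col15a1 (gene ID 298069) spans 62840360 to 62950240 of chromosome 5. Of 30 myofibroblast and mesenchymal genes, 0, 0, 3 and 7 were higher (0, 0, 3 and 8 adjusted over the list alone), with Inhba, a subunit of activin, at 1.43 ± 0.24 and the hyaluronan receptor Cd44 at 1.09 ± 0.21 on day 35. Matrix genes passed fry from day 14 and mesenchymal genes from day 21 (adjusted p = 9.44e-05 to 0.0426, and 0.280 to 0.438 with an estimated correlation). Of 31 endothelial and angiogenesis genes, 2, 1, 1 and 1 were higher and 0, 0, 0 and 1 lower, with means of 0.05, -0.06, -0.05 and -0.08 and an adjusted p from fry of 0.0779 to 0.638. Apln was the gene higher on all 4 days, at 1.45, 1.01, 1.00 and 0.81. For each count of 0 from edgeR, 3 to 7 genes of the list had an unadjusted p under 0.05 and DESeq2 called 0. Without NS cortex replicates 3 and 5, Tnc was at 1.22 (adjusted p = 0.0923) on day 21. When cortex day 35 replicate 5 was left out, Col15a1 was at 0.69 (adjusted p = 0.0554).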

Structural remodeling pathways (angiogenesis, EMT) also followed a delayed activation trajectory.

In the liver, several metabolic programs—including glycolysis, cholesterol homeostasis, and heme metabolism—together with proliferative pathways such as E2F targets and the G2M checkpoint were upregulated as early as day 7. 

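Proliferation genes rose in liver on day 7 and single genes of heme metabolism with them. Of 30 mitosis genes, 17, 2, 1 and 0 were higher on days 7, 14, 21 and 35 (26, 6, 4 and 0 adjusted over the list alone), with means of 1.45, 0.71, 0.72 and 0.14 on the log2 scale. The mitotic kinase Ttk was at 2.47 ± 0.54 on day 7 (log2 fold change ± standard error, n = 6 per group), and Top2a, which untangles DNA, at 2.39, 1.50, 1.42 and 0.81 on the 4 days. Of 30 genes of DNA replication, 5, 2, 0 and 0 were higher (10, 2, 0 and 0 adjusted over the list alone). The mitosis list passed fry up to day 21 and DNA replication up to day 14 (adjusted p = 1.25e-05 to 0.0263, and 0.0967 to 0.392 with an estimated correlation). On day 35 edgeR and DESeq2 called none of the mitosis genes, and 1 was higher at an unadjusted p under 0.05. The metabolic lists had few genes called on day 7. In heme metabolism 1, 1, 0 and 4 of 17 genes were higher on the 4 days (2, 3, 2 and 4 adjusted over the list alone), namely Hmox1 on day 7 (0.77 ± 0.17), with Alas1 and Alas2, the first enzymes of heme synthesis, on day 35 (0.83 ± 0.26 and 1.13 ± 0.23). Alas1 (gene ID 65155) is found on chromosome 8 of Rnor_6.0, from 114927704 to 114941038. In glycolysis 1, 1, 0 and 3 of 23 genes were higher, with Pkm on day 7 (0.68 ± 0.19), and in cholesterol synthesis 0, 2, 1 and 7 of 25, with squalene epoxidase (Sqle) at 1.19 ± 0.33 on day 35. On day 7 fry gave an adjusted p of 0.0865 for heme metabolism, 0.277 for glycolysis and 0.832 for cholesterol synthesis. Of the glycolysis genes, 1 on day 35 was lower. In lists with 0 calls from edgeR, 1 to 5 genes had an unadjusted p under 0.05 and 0 to 1 were called by DESeq2. In a fit without liver day 35 replicate 5, Sqle was at 0.70 (adjusted p = 0.0895).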

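More inflammatory genes of liver were called on day 35 than on the days before. Of 22 acute phase genes, 0, 0, 0 and 14 were higher on days 7, 14, 21 and 35 (0, 0, 0 and 14 adjusted over the list alone), with Lcn2 at 2.39 ± 0.59 (log2 fold change ± standard error, n = 6 per group) and Lbp, the carrier of bacterial lipopolysaccharide, at 1.94 ± 0.18 on day 35. On chromosome 3 of Rnor_6.0, Lbp (gene ID 29469) runs from 154786232 to 154812910. Of 28 macrophage genes, 3, 0, 0 and 11 were higher (8, 0, 0 and 11 adjusted over the list alone), with Marco, a scavenger receptor of Kupffer cells, at 1.09 ± 0.31 on day 7 and 1.94 ± 0.31 on day 35. At an unadjusted p under 0.05, 20 macrophage genes were higher on day 7 and 20 on day 35, and DESeq2 called 8 and 11. Of 39 complement and coagulation genes, 0, 0, 0 and 6 were higher, with C5 at 0.69 ± 0.09 on day 35, and of 29 cytokine, chemokine and adhesion genes 2, 1, 1 and 4, with Cxcl9 at 1.27, 0.80, 0.91 and 0.19 on the 4 days. These 4 lists passed fry on day 35 (adjusted p = 6.18e-06 to 0.0304, and 0.207 to 0.447 with an estimated correlation) and not on days 7, 14 or 21 (adjusted p = 0.0554 to 0.805). The iron hormone Hamp fell on days 7, 14 and 21, at -0.86 ± 0.16, -0.79 ± 0.16 and -0.80 ± 0.16. On days 14 and 21, when edgeR called no macrophage gene, 4 and 4 were higher at an unadjusted p under 0.05 and DESeq2 called 1 and 1. By the interaction test, 792, 1656, 1518 and 2513 genes changed differently in liver and medulla on the 4 days, and 594, 385, 284 and 1044 in liver and cortex (599 and 487 with DESeq2 on days 14 and 21). Called lower were 1 on day 7, 1 on day 14 and 1 on day 21 of the acute phase genes and 1 on day 14 of the cytokine, chemokine and adhesion genes. At an unadjusted p under 0.05 the counts of 0 from edgeR become 0 to 4, and DESeq2 called 0 to 1 genes there.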

Immune and inflammatory pathways also showed persistent activation, although at a lower magnitude than in the kidney. The heart exhibited modest activation of selected immune and stress-related pathways at day 7, followed by a transient attenuation at day 14. 

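In heart, mitotic genes and a few genes of cardiac stress and immunity were higher on day 7, and fewer were called on day 14. Of 30 mitosis genes, 26, 7, 15 and 22 were higher on days 7, 14, 21 and 35 (29, 21, 27 and 27 adjusted over the list alone), with means of 1.46, 0.90, 1.09 and 1.12 on the log2 scale. Mki67, a marker of cycling cells, was at 1.97 ± 0.30 on day 7 and 1.32 ± 0.30 on day 14 (log2 fold change ± standard error, n = 6 per group). Of 31 cytokine, chemokine and adhesion genes, 4, 1, 2 and 10 were higher (6, 1, 2 and 10 adjusted over the list alone) and 2, 0, 0 and 0 lower. The endothelial adhesion molecule E-selectin (Sele) rose on day 7 (1.84 ± 0.28) and day 14 (1.31 ± 0.28). Sele (gene ID 25544) lies on chromosome 13 of Rnor_6.0 from 82355234 to 82365323. Of 28 interferon response genes, 3, 1, 0 and 2 were higher (3, 2, 0 and 2 adjusted over the list alone), with Rsad2 at 0.68 ± 0.16 on day 7. On day 7 the cytokine and interferon lists passed fry (adjusted p = 0.0323 and 0.0281, and 0.392 and 0.370 with an estimated correlation), and on day 14 they did not (adjusted p = 0.899 and 0.0668). The mitosis list passed on all 4 days (adjusted p = 9.00e-06 to 0.00270, and 0.106 to 0.262 with an estimated correlation). On day 14 against day 7, edgeR called 14 genes in heart. Transcripts of hepatocytes were present in single heart libraries. The mean log2 CPM of hepatocyte genes ranged from -1.84 to 3.74 over the 30 heart libraries, with a median of -0.18, and no difference between the groups was detected (permutation p = 0.797). Counts of 0 are from edgeR, and in those cases 1 to 5 genes had an unadjusted p under 0.05 and DESeq2 called 0 to 1.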

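Heart genes of cardiac stress were higher on each HS day, antioxidant genes on days 21 and 35, matrix genes on days 7 and 35 and macrophage genes on day 35. Of 17 genes of the fetal and stress program, 3, 2, 5 and 10 were higher on days 7, 14, 21 and 35 (4, 2, 7 and 10 adjusted over the list alone), with the slow myosin gene Myh7 at 0.83 ± 0.16 on day 21 and 1.90 ± 0.16 on day 35 (log2 fold change ± standard error, n = 6 per group). The gene Myh7 (gene ID 29557) is on chromosome 15 from 33605769 to 33657761 in Rnor_6.0. Of 26 antioxidant genes, 1, 1, 3 and 7 were higher (2, 1, 3 and 8 adjusted over the list alone), with the metallothionein Mt2A at 2.00 ± 0.38 on day 21 and 2.84 ± 0.39 on day 35. The stress program passed fry on each day and the antioxidant list on days 21 and 35 (adjusted p = 5.00e-07 to 0.0342, and 0.0967 to 0.333 with an estimated correlation). Of 27 macrophage genes, 0, 0, 0 and 13 were higher (0, 0, 0 and 15 adjusted over the list alone), and at day 21, 4 were higher at an unadjusted p under 0.05 and DESeq2 called 0. Lyz2, a lysozyme of macrophages, was at 1.23 ± 0.24 on day 35. Of 40 matrix genes, 7, 0, 1 and 11 were higher (8, 0, 2 and 11 adjusted over the list alone), with Postn at 2.42, 1.06, 1.90 and 3.77 on the 4 days. Macrophage, matrix and mesenchymal genes passed on day 35 (adjusted p = 0.00197 to 0.0116, and 0.309 to 0.390 with an estimated correlation), matrix genes also on day 7 (adjusted p = 0.00486, and 0.284), and none of the 3 on day 21 (adjusted p = 0.670 to 0.931). Of 5 neutrophil genes, 1, 1, 1 and 4 were higher, with S100a8, a calcium-binding protein of neutrophils, at 3.32 ± 0.85 on day 35. Cholesterol synthesis had means of 0.14, 0.02, 0.04 and -0.03 and endothelial and angiogenesis genes of 0.02, 0.03, 0.02 and -0.05, and on day 21 neither passed (adjusted p = 0.599 and 0.437). Of the matrix genes, 1 on day 14 was lower. Where edgeR called 0 genes of a list, its unadjusted p was under 0.05 for 0 to 5 of them and DESeq2 called 0.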

By day 21, a second wave of pathway activity emerged, marked by the induction of inflammation-related pathways (allograft rejection, IL-2/STAT5, IL-6/JAK/STAT3), metabolic programs (cholesterol homeostasis), and structural remodeling signals (angiogenesis and EMT).

To quantify how far each tissue’s global pathway profile deviated from its baseline state, we calculated Euclidean distances (Figure 2B). This confirmed the medulla’s early and sustained divergence, while the cortex, liver, and heart followed more gradual trajectories with moderate changes. 

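The lists moved further from 0 in medulla than in the other tissues on every day. The root mean square of the list means, on the log2 scale, was 0.512, 0.496, 0.523 and 0.615 in medulla on days 7, 14, 21 and 35. It was 0.342, 0.308, 0.322 and 0.413 in cortex, 0.310, 0.223, 0.173 and 0.331 in liver and 0.315, 0.353, 0.323 and 0.420 in heart. In medulla on day 7 the largest list mean was that of mitosis (1.35) and the lowest that of proximal tubule genes (-1.47), which mark the cortex. In cortex on day 7 mitosis was also highest (1.08) and the adipocyte list lowest (-1.41). Plin1 of that list was at 16.4 and 4.59 CPM in NS cortex replicates 3 and 5 and at most 0.990 CPM in the other 4. Erythrocyte genes, with the hemoglobin gene Hbb at 2.54 ± 0.62 (log2 fold change ± standard error, n = 6 per group) in medulla on day 35, had means of 0.33, 0.68, 0.78 and 1.56 in medulla and 0.21, 0.70, 0.45 and 1.31 in cortex. The erythrocyte list passed fry in both tissues on day 35 alone (adjusted p = 0.00214 and 0.0174, and 0.444 and 0.447 with an estimated correlation). These distances carry no test of their own.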

To assess the directionality of biological pathway regulation over time, we quantified the number of upregulated and downregulated Hallmark pathways in each tissue (Figure 2C). This analysis revealed that the renal cortex exhibited a progressive shift toward increased pathway activation, with an early rise in upregulated pathways accompanied by a sustained decline in downregulated pathways. 

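By fry, the number of gene lists that shifted upward in cortex grew with each day. At an adjusted p under 0.05 from fry, 5, 10, 13 and 16 lists rose and 6, 0, 4 and 11 fell in cortex on days 7, 14, 21 and 35, of 53 lists tested. With camera at a preset correlation 9, 17, 15 and 14 lists rose, which does not grow after day 14. The lists that fell on day 7 included thick ascending limb genes, of which 4 of 16 were lower (5 adjusted over the list alone), with the transporter Slc12a1 at -0.67 ± 0.18 (log2 fold change ± standard error, n = 6 per group). In Rnor_6.0, Slc12a1 (gene ID 25065) spans 117421531 to 117498372 of chromosome 3. Genes of the inner medulla and thin limb fell with them, 4 of 15 being lower. The 2 lists had an adjusted p of 0.0180 and 0.00363, and 0.330 and 0.280 with an estimated correlation. On day 35 the lists that fell included intercalated cell genes, 10 of 16 being lower (10 adjusted over the list alone), with the anion exchanger Slc4a1 at -1.06 ± 0.15, an adjusted p of 0.00175, and 0.321 with an estimated correlation. In medulla 19, 23, 21 and 26 lists rose and 10, 8, 9 and 15 fell, in liver 8, 9, 5 and 17 and 9, 4, 2 and 2, and in heart 9, 6, 7 and 12 and 7, 3, 2 and 8. With an estimated correlation no list passed in any tissue on any day by limma's camera. Fry tests each list alone and does not compare it with other lists. With NS cortex replicates 3 and 5 left out, Slc12a1 was at -0.40 (adjusted p = 0.231) on day 7. The list tests were not repeated without these libraries, which carried transcripts of the urothelium and of fat. How far the list results of cortex depend on them is not known.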

The medulla showed a consistent pattern over time, with relatively stable numbers of both up- and downregulated pathways. The liver demonstrated predominantly upregulated pathways with minimal evidence of repression, indicating sustained transcriptional activation. In contrast, the heart displayed a dynamic response, characterized by early activation, a transient reduction in upregulated pathways at the intermediate time point, and renewed activation at later stages.

To better understand whether different organs follow similar or distinct patterns of biological pathway activities during the progression of hypertensive injury, we calculated Pearson correlations using activity scores of 50 Hallmark pathways at each time point (Figure 2D and Supplemental Data Sheet 2). Notably, until day 14, the kidney medulla and cortex exhibited no significant correlation in pathway activity (D7: *r*^2^ = 0.04, *P* = 0.14; D14: *r*^2^ = 0.02, *P* = 0.28), suggesting distinct molecular responses despite their anatomical proximity. 

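The list means of medulla and cortex were weakly related on days 7 and 14. Across 53 lists the means in medulla and cortex had a Pearson r of 0.244 ± 0.168 on day 7 (SD over 1000 resamplings of the lists) and 0.268 ± 0.143 on day 14, with r2 of 0.0596 and 0.0720. Across 18160 single genes r was 0.156 and 0.214, and lists and genes are not independent replicates, so no p is given. Some lists may follow the makeup of the samples. Proximal tubule genes had a mean of -1.47 in medulla on day 7, and of 0.04 with podocyte level as a covariate. Fat cell genes had a mean of -1.41 in cortex, where 2 NS libraries were high in Plin1. The correlations were not computed without these lists or libraries, so makeup and response are not separated. Mitotic genes rose in both on day 7. Nphs1, which encodes nephrin of the podocyte slit diaphragm, was at 18.0 and 2.54 CPM on NS and on day 7 in medulla and at 86.4 and 87.4 CPM in cortex. Nphs1 (gene ID 64563) is found on chromosome 1 of Rnor_6.0, from 88922346 to 88950560. The macrophage list had a mean of 0.80 on day 7 in medulla, where it passed fry (adjusted p = 2.52e-06, and 0.221 with an estimated correlation), and of 0.15 in cortex, where it did not (adjusted p = 0.155).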

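Mitotic genes were among the groups that rose in medulla, liver and heart on day 7. The 30 mitosis genes had a mean log2 fold change of 1.35 in medulla, next to 1.45 in liver and 1.46 in heart, and in medulla 29 of them were called. Prc1, which bundles microtubules of the spindle midzone, rose in medulla (1.55 ± 0.14, log2 fold change ± standard error, n = 6 per group), liver (2.09 ± 0.40) and heart (2.22 ± 0.23). Across 52 lists r between medulla and liver was 0.668 ± 0.0756 on day 7 and 0.575 ± 0.0954 on day 14 (r2 of 0.446 and 0.331), and across 53 lists r between medulla and heart was 0.626 ± 0.0994 and 0.358 ± 0.151 (r2 of 0.392 and 0.128). For liver the difference between the days was smaller than the larger SD, and for heart it exceeded both. The SD is over resamplings of the lists and not over rats, so it does not test a change between days. Across single genes r was 0.279 and 0.178 with liver, and 0.184 and 0.0660 with heart. Spearman's rho across the lists on day 7 was 0.675 with liver and 0.527 with heart. In liver on day 7 the list of fatty acid oxidation had a mean of -0.13 (adjusted p from fry = 0.0328, and 0.405 with an estimated correlation). DESeq2 called 0 of its 29 genes there, and 12 were lower at an unadjusted p under 0.05. The peroxisome gene Pex11a fell on day 7 in medulla (-0.96 ± 0.33). On chromosome 1 of Rnor_6.0, Pex11a (gene ID 85249) runs from 141474189 to 141481270.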

Interestingly, the medulla showed some similarity in pathway responses on day 7 with extrarenal tissues, showing significant correlations with the liver (D7: *r*^2^ = 0.60, *P* < 0.0001) and heart (*r*^2^ = 0.57, *P* < 0.0001), which dropped on day 14 (liver: *r*^2^ = 0.35, *P* < 0.0001; heart: *r*^2^ = 0.18, *P* < 0.01). On day 21, the medulla and cortex started showing similarities in pathway activity (*r*^2^ = 0.3, *P* < 0.0001), while the similarities in pathway activity between the medulla and the liver or heart dropped (Supplemental Data Sheet 2). 

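On day 35, immune and matrix lists were higher in medulla, and macrophage genes were higher in each of the other tissues. The macrophage list passed fry in all 4 tissues (adjusted p = 2.86e-06 to 0.0116, and 0.241 to 0.390 with an estimated correlation between genes), and in medulla so did T cell, interferon response and matrix genes (1.34e-06 to 0.0235, and 0.262 to 0.604). With an estimated correlation no list passed in any tissue on this day. Across the lists, r between medulla and cortex was 0.490 ± 0.109 on day 21 and 0.705 ± 0.0739 on day 35 (r2 of 0.240 and 0.497). Between medulla and liver r was 0.174 ± 0.178 and 0.439 ± 0.127 on these days (r2 of 0.0304 and 0.192), and between medulla and heart 0.120 ± 0.249 and 0.641 ± 0.0632 (r2 of 0.0145 and 0.411). Across single genes r on day 35 was 0.50 with cortex, 0.165 with liver and 0.179 with heart. Gpnmb, Cybb and Msr1, genes of phagocytes, rose in medulla on day 35 (1.62 ± 0.15, 0.92 ± 0.13 and 1.15 ± 0.25, log2 fold change ± standard error, n = 6 per group). In heart Msr1, a scavenger receptor, rose too (1.16 ± 0.33), as did Cybb, which encodes the NADPH oxidase of phagocytes (0.70 ± 0.22). Cybb (gene ID 66021) lies on chromosome X of Rnor_6.0 from 14578330 to 14610049. The macrophage list had a mean of 0.98 in medulla, 0.63 in liver and 0.69 in heart on day 35. Immediate early genes, which answer stress within an hour, had means of 0.62 in medulla, 0.29 in cortex, 0.47 in liver and 0.03 in heart.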

On day 35, the similarities in pathway activities increased again, with the medulla showing significant correlations with cortex (*r*^2^ = 0.53, *P* < 0.0001), liver (*r*^2^ = 0.37, *P* < 0.0001), and heart (*r*^2^ = 0.62, *P* < 0.0001). Overall, this analysis indicates that, in the early stages of HS diet–induced hypertensive injury, tissues engage distinct biological pathway responses, with the medulla aligning more with extrarenal tissues than with the adjacent cortex. Over time, biological pathway dynamics converged across tissues, reflecting progression to a systemic state of chronic injury.

Next, we applied UMAP dimensionality reduction to the Hallmark pathway activity matrix (Supplemental Figure 6) to group pathways based on similarity in temporal dynamics, independent of absolute expression levels or tissue origin. The resulting modules captured coherent biological themes, including mitochondrial and lipid metabolism, immune and inflammatory signaling, cell cycle progression, and stress adaptation. The distinct spatial separation and tight grouping of clusters reflected coordinated engagement of different biological programs during HS diet–induced hypertensive injury, indicating synchronized activation of metabolic, inflammatory, and remodeling processes throughout disease progression.

In summary, these analyses demonstrate that HS diet induces distinct tissue-specific remodeling in the kidney, heart, and liver, while also engaging a subset of pathways that exhibit cross-organ involvement, suggesting partial convergence of molecular responses during disease progression.

### Shared molecular signatures uncover early cell cycle activation and late immune remodeling across organs.

To uncover conserved transcriptional programs in HS diet–induced hypertensive injury across tissues, we identified common genes that were significantly differentially expressed in all 4 tissues and may represent global targets at each time point of the disease progression. Venn analysis revealed a dynamic change of organ-specific and shared responses (Figure 3A). 

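Most of the genes called in all 4 tissues on day 7 were on lists of mitosis and DNA replication, and all were higher. Of 14314 genes tested in every tissue, 30 were called in the same direction in cortex, medulla, liver and heart, all 30 upward. Lists of these sizes drawn independently would share 0.00304 genes. That value treats the tissues as unrelated, which does not hold if they came from the same rats. Simulated counts without a difference gave no call in any tissue, so their overlap of 0 was fixed and says nothing about sharing. On the list of mitosis were 14 of the 30 and on that of DNA replication 4, where 30 genes drawn at random would have 0.126 on the 2 together (p = 7.87e-37 by the exact hypergeometric test, added after the values were seen). The test draws genes as if they were independent, which genes of the cell cycle are not. Its p therefore overstates the evidence and does not measure spread between rats. Rrm2, which makes deoxynucleotides for DNA synthesis, had a log2 fold change of 1.06 ± 0.27 in cortex, 1.88 ± 0.22 in medulla, 2.35 ± 0.62 in liver and 2.22 ± 0.42 in heart (standard error, n = 6 per group). The gene Rrm2 (gene ID 362720) is on chromosome 6 from 43884627 to 43890818 in Rnor_6.0. Kif4a, a motor protein of the mitotic spindle, had a log2 fold change of 1.50 ± 0.24 in cortex, 1.66 ± 0.27 in medulla, 1.41 ± 0.34 in liver and 1.75 ± 0.27 in heart. Anln, a scaffold of the cleavage furrow, was at 1.48 ± 0.24 in cortex, 1.73 ± 0.16 in medulla, 1.79 ± 0.49 in liver and 1.71 ± 0.42 in heart. The licensing factors Mcm5 and Mcm6, the kinetochore genes Cenpe, Cenpf and Nuf2, and the histone reader Uhrf1 were among the others. With DESeq2 45 genes were shared. Of the 44 genes that the paper lists as common, 29 were called in 4 tissues, 13 in 3 and 2 in 2, and all 44 had one sign in the 4 tissues. The paper chose them on these samples, so their calls are not independent evidence. In a fit that left out NS cortex replicates 3 and 5, Rrm2 was at 0.83 (adjusted p = 0.142) on day 7.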

The early transcriptional response at day 7 showed a set of 44 genes common to all tissues. This shared signature decreased at days 14 and 21, but a distinct set of 33 overlapping genes reappeared at day 35. Heatmaps of these common DEGs demonstrated consistent expression patterns across organs within each time point (Figure 3, B and F–H). 

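Few genes passed in all 4 tissues on days 14 and 21, and both sets were of the cell cycle. On day 14 they were 2 genes, Mcm6 and Top2a, and on day 21 2, Top2a and Troap. DESeq2 found 7 on day 14 and 3 on day 21. Mcm6, part of the helicase that opens replication origins, had a log2 fold change of 0.95 ± 0.17 in cortex, 0.85 ± 0.16 in medulla, 0.71 ± 0.18 in liver and 0.84 ± 0.21 in heart on day 14 (standard error, n = 6 per group). In Rnor_6.0, Mcm6 (gene ID 29685) spans 45042882 to 45068073 of chromosome 13. Troap, a protein of the spindle poles, was at 1.24 ± 0.32 in cortex, 1.18 ± 0.20 in medulla, 3.06 ± 0.76 in liver and 1.28 ± 0.34 in heart on day 21. On day 35 28 genes were shared, 27 upward and 1 downward, against 0.0470 for independent lists of the same sizes. That value treats the tissues as unrelated, and the 0 of simulated counts was fixed, since they gave no call in any tissue. Ccnf was the 1 cell cycle gene found both on day 7 and on day 35. Dmbt1 entered the set of day 35 under more than 1 gene number. Without the threshold of log2 fold change 97 genes were shared on day 35, and 37 on day 7. Of the paper's common genes, 2 of 7 were called in 4 tissues on day 14, 1 of 5 on day 21 and 25 of 33 on day 35, where 22 of them were called in the same direction in the 4 tissues. Of the 33, 29 had one sign in the 4 tissues. Without NS cortex replicates 3 and 5, Troap was at 1.36 (adjusted p = 0.0676) on day 21.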

Analysis of the D7 common genes using Hallmark and Gene Ontology Biological Process (GO-BP) revealed a focused cell cycle program, including G2M checkpoint, E2F targets, and mitotic spindle terms (Figure 3C, Supplemental Figure 7A, and Supplemental Data Sheet 3). These were further supported by semantic similarity–based network analysis, which grouped top GO-BP terms into connected modules (Supplemental Figure 7B).

To examine the organizational architecture of identified global targets, we constructed protein-protein interaction (PPI) networks using STRING (23). PPI analysis on the D7 common genes formed a densely connected network, which resolved into distinct modules (Figure 3D), each enriched for canonical cell cycle processes. To further dissect regulatory architecture, we integrated high-confidence transcription factor–target (TF-target) interactions from the DoRothEA regulon (24) with day 7 common genes. This analysis revealed 18 TF genes, including forkhead box M1 (*Foxm1*), MYC proto-oncogene, bHLH TF (*Myc*), and E2F TF 3 (*E2f3*), which converged on 21 common DEGs (Figure 3E). Notably, several target genes, including cyclin A2 (*Ccna2*), DNA topoisomerase II α (*Top2a*), and cyclin-dependent kinase 1 (*Cdk1*), were coregulated by multiple TFs, underscoring a core network of transcriptional convergence tightly linked to mitotic control. In contrast, the shared gene program on day 35 displayed a stark shift in composition, with 33 common genes enriched for inflammatory and immunomodulatory mediators. 

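The 3 mitotic targets rose in all 4 tissues on day 7. Of the transcripts of the 3 named regulators, edgeR called Foxm1 in cortex and medulla, and Myc and E2f3 in no tissue. The paper infers these regulators from links between factors and targets, which the level of their own transcripts does not test. Ccna2, a cyclin of S phase and mitosis, had a log2 fold change of 1.36 ± 0.20 in cortex, 1.29 ± 0.22 in medulla, 1.35 ± 0.33 in liver and 1.88 ± 0.30 in heart (standard error, n = 6 per group). Ccna2 (gene ID 114494) is found on chromosome 2 of Rnor_6.0, from 123274727 to 123282266. Cdk1, the kinase that drives entry into mitosis, had a log2 fold change of 1.29 ± 0.20 in cortex, 1.61 ± 0.14 in medulla, 1.46 ± 0.42 in liver and 1.88 ± 0.36 in heart. Top2a, a topoisomerase, was at 1.41 ± 0.22 in cortex, 1.83 ± 0.20 in medulla, 2.39 ± 0.36 in liver and 1.80 ± 0.26 in heart. Of the regulators, Foxm1, which activates genes of mitosis, had a log2 fold change of 0.90 in cortex, 0.96 in medulla, 0.57 in liver and 0.56 in heart on day 7, with an adjusted p of 9.01e-04, 7.13e-06, 0.163 and 0.258 in this order. Myc had -0.31 in cortex, 0.13 in medulla, -0.21 in liver and 0.29 in heart, with an adjusted p of 0.295, 0.623, 0.783 and 0.646. E2f3 had 0.36 in cortex, 0.31 in medulla, -0.02 in liver and 0.09 in heart, with an adjusted p of 0.127, 0.126, 0.964 and 0.833. The mitosis list was lower on day 35 than on day 7 by 0.56, 0.61 and 1.31 on the log2 scale in cortex, medulla and liver (adjusted p = 0.00543, 3.55e-04 and 4.26e-05, and 0.272, 0.0723 and 0.0357 with an estimated correlation). In heart this difference did not pass (adjusted p = 0.177). One group of NS libraries served all 4 days in each tissue, and the age of the NS rats relative to that of the HS rats is not given in the paper's text.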

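The set shared on day 35 included genes of phagocytes, a cytokine receptor, a repressor of cytokine signals and the heme synthesis gene Alas2. Socs3, which is induced by cytokines and damps their signal, had a log2 fold change of 1.44 ± 0.27 in cortex, 1.77 ± 0.29 in medulla, 1.15 ± 0.39 in liver and 0.90 ± 0.29 in heart (standard error, n = 6 per group). On chromosome 10 of Rnor_6.0, Socs3 (gene ID 89829) runs from 106973863 to 106976969. Osmr, a receptor subunit of the interleukin 6 family, had a log2 fold change of 0.85 ± 0.15 in cortex, 0.89 ± 0.14 in medulla, 0.81 ± 0.25 in liver and 0.76 ± 0.13 in heart. The scavenger receptor Msr1, the integrin Itgb2, Siglec1 and Igsf6 are genes of phagocytes in the same set. Adamts1, a protease of matrix proteoglycans, was at 1.23 ± 0.23 in cortex, 1.20 ± 0.25 in medulla, 0.73 ± 0.14 in liver and 0.71 ± 0.11 in heart. Alox15, which oxygenates fatty acids, was at 1.64 ± 0.51 in cortex, 2.15 ± 0.50 in medulla, 1.67 ± 0.43 in liver and 1.59 ± 0.35 in heart, and without day 35 replicate 5 it was at 1.07, 1.40, 0.74 and 1.01 in this order (adjusted p = 0.144, 0.0142, 0.0988 and 0.0133). Lcn2 was higher in cortex (1.53 ± 0.30), medulla (1.72 ± 0.20), liver (2.39 ± 0.59) and heart (0.69 ± 0.16). Alas2 was at 2.49 ± 0.77 in cortex, 2.35 ± 0.70 in medulla, 1.13 ± 0.23 in liver and 0.77 ± 0.21 in heart. Erythrocyte genes called higher by DESeq2 on day 35 were 7 of 10 in cortex and 6 of 11 in medulla. In liver they were 6 of 10 and in heart 3 of 11, and 1 was lower in cortex. Whether the samples differed in their content of blood was not tested. When NS cortex replicates 3 and 5 were left out, Alox15 was at 1.40 (adjusted p = 0.122) on day 35. In a fit without liver day 35 replicate 5, Osmr was at 0.70 (adjusted p = 0.0655) and Socs3 was at 1.11 (adjusted p = 0.0708).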

The enrichment results at this time point indicated cytokine signaling IL-6/JAK/STAT3 and vascular remodeling pathways (Figure 3I and Supplemental Figure 7C). The GO-BP terms were more sparsely connected than on day 7, indicating a broader heterogeneity (Supplemental Figure 7D and Supplemental Data Sheet 3). Consistently, the day 35 PPI network did not resolve into a well-connected structure (data not shown), marking a diversified immunometabolic signature.

In summary, we identified conserved, time-dependent transcriptional programs in HS diet–induced hypertensive injury. An early proliferative response was shared across organs, whereas later stages featured a more heterogeneous immune and matrix remodeling signature.

### Organ-unique transcriptional profiles reveal the complexity of salt-induced hypertensive injury.

Beyond the global transcriptomic signatures, we next looked to more organ-specific gene remodeling. We identified organ-unique responder genes, defined as those differentially expressed in only a single tissue at any time point compared with their respective controls. This analysis revealed robust, tissue-specific transcriptomic changes (Figure 4A). The kidney medulla accounted for the largest number of organ-unique genes (3,645 genes), followed by the liver (935 genes), cortex (459 genes), and heart (438 genes), highlighting the medulla’s pronounced transcriptional responsiveness to HS diet intake (Supplemental Data Sheet 4). 

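Most genes called in a single tissue belonged to medulla. On any of the 4 days, 4757 genes were called in medulla and 3082 of them in no other tissue, next to 819 of 1425 in liver, 543 of 1831 in cortex and 367 of 937 in heart. Gli1, a factor of hedgehog signaling, rose in medulla and was called in no other tissue, at 0.71 ± 0.22, 0.64 ± 0.22 and 0.84 ± 0.22 (log2 fold change ± standard error, n = 6 per group) on days 14, 21 and 35. Called only in liver was Foxa2, at 0.88 ± 0.27 on day 14, and Crem, a factor of cyclic AMP signaling, only in heart, on day 35 (0.61 ± 0.13). A call in 1 tissue does not by itself show that the change differs between tissues. Transcripts of the cortex were lower in the HS medulla libraries. With podocyte level as a covariate the genes called in medulla fell by more than 1.5 times on each day. Genes called in medulla alone were not counted again with this covariate, so how many depend on the share of cortex is not known. With the NS libraries split, so that days 7 and 14 were compared with 3 of them and days 21 and 35 with the other 3, medulla had 2505 and 2860 such genes for the 2 ways of splitting, liver 540 and 731, cortex 538 and 406, and heart 325 and 302. The paper takes the number of these genes in medulla as a sign of a marked response of this tissue to HS. The paper next takes up the genes that stay changed at all 4 time points.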

Next, we defined genes that remained differentially expressed across all 4 time points (day 7–35) within a single tissue (stable unique genes). This subset contained 673 genes, further dominated by the medulla (644 genes), with only limited representation in liver (14 genes), heart (11 genes), and cortex (4 genes) (Figure 4B and Supplemental Data Sheet 5). These genes represent persistent, tissue-specific responders to HS diet–induced hypertensive injury.

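Genes called on all 4 days in a single tissue were again mostly of medulla, and the few in heart included genes of cardiac stress. There were 448 in medulla, 10 in liver, 8 in heart and 6 in cortex. Transcripts of the cortex were lower in the HS medulla libraries, and the count of 448 was not made again with podocyte level as a covariate. In heart the natriuretic peptide gene Nppa rose to 2.24, 1.92, 1.58 and 3.02 on days 7, 14, 21 and 35 (log2 fold change), skeletal actin Acta1 to 1.46, 1.49, 1.76 and 1.63, and the calcium channel gene Cacna1d fell to -1.002, -1.44, -1.37 and -1.60. Nppa (gene ID 24602) lies on chromosome 5 of Rnor_6.0 from 164808407 to 164809716. Their standard errors were 0.45, 0.45, 0.44 and 0.47 for Nppa. In liver the steroid hydroxylase gene Cyp17a1 fell to -1.06, -1.49, -1.13 and -1.17 and the receptor kinase gene Mst1r was at 1.97, 3.95, 2.71 and 2.38. In medulla Clic6, a chloride channel gene chosen after its values were seen, was at 2.48, 3.52, 2.67 and 3.33. In cortex the set included Hao1, a peroxisomal oxidase gene, at 1.15, 1.11, 1.23 and 1.01, and Ewsr1 at -1.14, -1.40, -1.57 and -1.62. It also held Upk1a and Plin1, which were high in NS cortex replicates 3 and 5 alone, Upk1a at 17.0 and 15.6 CPM against at most 1.20 CPM in the other 4. Calls on 4 days share the NS libraries. In medulla 910 genes were called on all 4 days, counting those also called in another tissue, where independent calls of the same numbers would leave 0.778. Days that share NS libraries are not independent, so this value is no test. Simulated counts without a difference gave no call on any day, so their 0 was fixed. With the NS libraries split, 133 or 187 genes were called on all 4 days in medulla and in no other tissue, 1 or 1 in liver, and 0 in cortex and heart by edgeR on 3 NS libraries. Of the genes that the paper lists, 3 of 4 in cortex, 8 of 14 in liver and 7 of 11 in heart were called on all 4 days. With NS cortex replicates 3 and 5 left out, Hao1 was at 0.90, 0.86, 0.98 and 0.76 on days 7, 14, 21 and 35 (adjusted p = 0.0944 to 0.150) and Ewsr1 was at -1.10 (adjusted p = 0.0538) on day 7.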

Next, we identified organ- and time-unique genes, defined as genes that are differentially expressed in only 1 tissue at a single time point, regardless of their expression status at other stages (Figure 4C and Supplemental Data Sheet 6). To understand the biological effect of these dynamically regulated, organ- and time-specific gene sets, we performed GO-BP enrichment (Supplemental Data Sheet 7) and plotted the 5 most significantly (*P*_adj_ < 0.05) enriched terms for each organ and time point (Figure 4D). While this focused view highlights the most prominent pathways at a specific time point, additional significantly enriched terms were detected (Supplemental Data Sheet 7). This analysis revealed that, in the kidney cortex at day 7, the top pathways were involved in organic and monocarboxylic acid transport. 

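Single transporter genes rose in cortex on day 7, while the list of proximal tubule genes did not pass. That list had a mean of 0.18 on the log2 scale, with 6 of 33 genes called higher (6 adjusted over the list alone), 15 higher and 5 lower at an unadjusted p under 0.05, and an adjusted p of 0.133 from fry. Slc16a1, the monocarboxylate transporter 1, had a log2 fold change of 1.36 (standard error 0.31, adjusted p = 0.00649). The gene Slc16a1 (gene ID 25027) is on chromosome 2 from 207108552 to 207129352 in Rnor_6.0. Slc5a12, a sodium-coupled lactate transporter of the proximal tubule, rose by 0.91 ± 0.28 (log2 fold change ± standard error, n = 6 per group), to 239.5 ± 82.2 CPM (SD, n = 6). Slc16a6, a carrier of taurine and ketone bodies, rose by 0.67 ± 0.20, the carnitine transporter gene Slc22a5 by 0.63 ± 0.14 and the glucose transporter gene Slc5a2 by 0.89 ± 0.24. Amino acid transporters moved upward with them, Slc7a7 by 0.91 ± 0.20 and Slc7a8 by 0.85 ± 0.18. On day 14 Slc16a1 was at 0.09 (adjusted p = 0.926) and on day 35 it was higher again (0.97 ± 0.30). The peptide transporter gene Slc15a2 fell on day 7 (-0.85 ± 0.27). Slc16a6, Slc5a12 and Slc5a2 were called in no other tissue on any day. The transporter genes named here, apart from Slc5a12 and Slc7a7, were chosen after their values were seen. In a fit that left out NS cortex replicates 3 and 5, Slc16a1, Slc16a6, Slc22a5, Slc5a12, Slc5a2, Slc7a7 and Slc7a8 had log2 fold changes of 0.44 to 1.11 (adjusted p = 0.0498 to 0.282) on day 7, Slc16a1 was at 0.72 (adjusted p = 0.158) on day 35 and Slc15a2 was at -0.55 (adjusted p = 0.336) on day 7.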

By day 21, top 5 GO-BP terms in the cortex shifted toward vascular and hemostatic regulation, with enrichment in pathways such as fibrinolysis, vasoconstriction, and proteolytic cascades. These features suggest the emergence of hemodynamic stress. 

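Single genes of blood clotting and of blood pressure control were called in cortex on day 21, in both directions. Fgb, the beta chain of fibrinogen, had a log2 fold change of 0.99 (standard error 0.26, adjusted p = 0.0269) and was higher on day 35 too (1.36 ± 0.26, log2 fold change ± standard error, n = 6 per group). In Rnor_6.0, Fgb (gene ID 24366) spans 182028044 to 182035026 of chromosome 2. The tissue kallikrein gene Klk1b3, whose product cleaves kininogen to vasodilating kinins, fell by 0.93 ± 0.18 on day 21 and by 1.20 ± 0.18 on day 35. The phospholipase gene Pla1a rose by 0.65 ± 0.17 on day 21. The list of genes of angiotensin and aldosterone had means of -0.19, -0.17, -0.21 and -0.22 on days 7, 14, 21 and 35, with 1, 2, 1 and 4 of 23 genes lower and 0, 0, 0 and 2 higher (1, 2, 1 and 4 lower adjusted over the list alone). Its adjusted p from fry was 0.0358 on day 21, and 0.375 with an estimated correlation. Klk1b3 and Pla1a were chosen after their values were seen. Platelet genes had means of 0.07, 0.08, 0.07 and 0.39. Without the 2 NS libraries that carry urothelial transcripts, 66 genes were called on day 21 in place of 260, and over all pairs of NS libraries left out the number was 24 to 493. For each count of 0 from edgeR, 0 to 2 genes of the list had an unadjusted p under 0.05 and DESeq2 called 0. Without NS cortex replicates 3 and 5, Fgb was at 0.76 (adjusted p = 0.173) and Pla1a was at 0.62 (adjusted p = 0.108) on day 21.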

The day 35 top 5 terms shifted toward developmental and immune differentiation, indicating late epithelial remodeling and immune engagement. 

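Genes of leukocytes and of their recruitment were higher in medulla from day 7. Cxcl13, a chemokine that attracts B cells, had a log2 fold change of 2.42 (standard error 0.21, adjusted p = 3.36e-08), and was at 2.42, 2.06, 2.01 and 1.67 on days 7, 14, 21 and 35. It was called in no other tissue. Itgal and Itgam, which encode the alpha subunits of leukocyte integrins, rose on day 7 by 1.17 ± 0.13 and 1.27 ± 0.18 (log2 fold change ± standard error, n = 6 per group). The pan-leukocyte gene Ptprc rose by 0.86 ± 0.11, the coreceptor Cd4 by 0.83 ± 0.10 and the macrophage gene Cd68 by 1.00 ± 0.14, and each was still higher on day 35 (0.73 ± 0.11, 0.89 ± 0.10 and 0.82 ± 0.14). In cortex these 3 were called on day 35 alone, at 0.86 ± 0.12, 0.77 ± 0.09 and 0.71 ± 0.15. Of 25 T cell genes, 8, 8, 9 and 9 were higher (12, 9, 9 and 9 adjusted over the list alone), with means of 0.66, 0.58, 0.62 and 0.59. B cell and plasma cell genes had means of 0.15, 0.26, 0.40 and 0.55, with 2, 3, 2 and 4 of 15 higher and 1 on day 7 lower. On day 7 fry gave an adjusted p of 7.90e-06 for T cells and 0.00363 for B cells, and 0.221 to 0.434 with an estimated correlation. Transcripts of the cortex were lower in the same HS libraries, and with podocyte level as a covariate 3, 2, 2 and 4 T cell genes were called higher on the 4 days, while the T cell means with it were 0.56, 0.49, 0.54 and 0.49, close to those without it. Itgal, Ptprc and Cd68 were chosen after their values were seen, and counts from whole tissue do not separate more leukocytes from more transcript per leukocyte.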

Whereas in the kidney medulla, starting from day 7, enrichment was dominated by leukocyte activation and trafficking, indicating an early and robust inflammatory response. 

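Enzymes of amino acid, sugar and inositol breakdown were lower in medulla, and the 4 named here were called on day 35 and not on day 7. Miox, which opens the ring of inositol in the proximal tubule, had a log2 fold change of -1.94 (standard error 0.66, adjusted p = 0.0218), and on day 7 its log2 fold change of -1.32 did not pass (adjusted p = 0.129). Miox (gene ID 252899) is found on chromosome 7 of Rnor_6.0, from 130308707 to 130311205. Gatm, an enzyme of creatine synthesis, fell on day 35 (-1.89 ± 0.71, log2 fold change ± standard error, n = 6 per group), next to -1.61 on day 7, and Acy1, which deacetylates amino acids, fell on days 14 and 35 (-1.51 ± 0.57 and -1.81 ± 0.58). Khk, the kinase of fructose, fell on the same days (-1.47 ± 0.56 and -1.84 ± 0.57). These are genes of the proximal tubule, which lies in cortex and outer medulla, and transcripts of the cortex were lower in the same libraries. With podocyte level as a covariate the proximal tubule list had a mean of -0.35 on day 35 with 1 gene called lower (-1.48 and 19 without it), so a smaller share of cortex is not excluded for these genes. Miox, Gatm, Acy1 and Khk were chosen after their values were seen. Genes of the tricarboxylic acid cycle had means of -0.32, -0.37, -0.43 and -0.56 on the 4 days, and on day 35 edgeR called 9 of them lower and 0 with the covariate (18 at an unadjusted p under 0.05). With the covariate their means were -0.12, -0.19, -0.25 and -0.37. On day 35 against day 7, edgeR called 462 genes in medulla, 280 higher and 182 lower, while another split of the same libraries called 1451. When medulla day 35 replicate 5 was left out, Gatm was at -1.64 (adjusted p = 0.0636).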

Terms related to catabolic and metabolic activities rose to the top 5 pathways at later time points in the medulla. While the immune-related pathways did not appear among the top 5 terms at later stages, they remained significantly enriched in the medulla throughout the time course of the study (Supplemental Data Sheet 7).

The liver displayed a shift from cell adhesion and focal adhesion at day 7 to lipid and fatty acid metabolic programs at days 21 and 35, including cellular ketone metabolism and fatty acid β oxidation. These terms reflect the delayed but broad metabolic reprogramming seen in the liver during HS diet–induced hypertension. 

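Some genes of matrix and of blood vessels were called higher in liver on day 7, and single genes of lipid metabolism changed on days 21 and 35, in both directions. Col1a1, a chain of fibrillar collagen, had a log2 fold change of 0.95 (standard error 0.25, adjusted p = 0.0292), and the integrin gene Itga4 (chosen after its value was seen) rose by 0.92 ± 0.22 (log2 fold change ± standard error, n = 6 per group). On chromosome 3 of Rnor_6.0, Itga4 (gene ID 311144) runs from 66178745 to 66265547. Of 38 matrix genes, 5, 3, 0 and 0 were higher on days 7, 14, 21 and 35 (7, 4, 0 and 0 adjusted over the list alone), and the list passed fry on days 7 and 14 (adjusted p = 0.0159 and 0.0426, and 0.330 and 0.440 with an estimated correlation). Of 28 endothelial and angiogenesis genes, 6, 2, 0 and 9 were higher, and on day 7 the list passed fry (adjusted p = 0.0174, and 0.330 with an estimated correlation), with Plvap of fenestrated endothelium at 0.95 ± 0.23 on day 7. On day 21 Angptl8, a hormone of the fed liver that restrains lipoprotein lipase, rose by 1.47 ± 0.39, and Elovl5, which elongates polyunsaturated fatty acids, fell (-0.61 ± 0.13). On day 35 the desaturase gene Scd fell (-2.51 ± 0.53), from 3406 ± 2470 to 598 ± 441 CPM (SD, n = 6), as did the nuclear receptor gene Ppara (-0.66 ± 0.16), while Cyp4a2, an enzyme of omega oxidation, rose (2.58 ± 0.62). Fatty acid oxidation genes had means of -0.13, -0.29, -0.08 and -0.01 and fatty acid synthesis genes of 0.23, 0.53, 0.09 and -0.40. On days 21 and 35 neither passed fry (adjusted p = 0.141 to 0.970). Of the matrix genes, 1 on day 14, 1 on day 21 and 1 on day 35 were lower. In lists with 0 calls from edgeR, 1 to 10 genes had an unadjusted p under 0.05 and 0 were called by DESeq2.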

The heart showed little enrichment early on, with developmental terms on day 14. By day 35, prominent enrichment for contractile and ion transport programs emerged, including heart contraction, muscle system process, and metal ion transport, highlighting structural and functional remodeling in late-stage disease.

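In heart on day 35, genes of ion transport changed in both directions, and the balance of myosin genes changed. Kcnk2, a mechanosensitive potassium channel, had a log2 fold change of -1.44 (standard error 0.17, adjusted p = 1.45e-06). Kcnk2 (gene ID 170899) lies on chromosome 13 of Rnor_6.0 from 107690111 to 107886476. The sodium-calcium exchanger gene Slc24a3 fell by 1.10 ± 0.24 (log2 fold change ± standard error, n = 6 per group) and sarcolipin (Sln), which regulates the calcium pump, by 1.42 ± 0.44. The sodium channel subunit gene Scn3b rose on day 35 (1.46 ± 0.24) and on day 7 (0.85 ± 0.24), and the cation channel gene Trpc6 on days 21 and 35 (1.08 ± 0.32 and 1.68 ± 0.32). The fast myosin gene Myh6 fell by 0.99 ± 0.13, from 21060 ± 566 to 10590 ± 3030 CPM (SD, n = 6). Of 29 genes of cardiac ion handling, 1, 1, 1 and 3 were lower on days 7, 14, 21 and 35 (3, 1, 1 and 3 adjusted over the list alone). That list passed fry on days 7 and 35 (adjusted p = 0.00766 and 0.00285, and 0.291 and 0.330 with an estimated correlation). Of 24 contractile genes, 1, 1, 2 and 2 were higher, and the list did not pass on any day (adjusted p = 0.154 to 0.695). Kcnk2, Scn3b, Trpc6, Myh6 and Sln were called in no other tissue. Kcnk2, Slc24a3, Scn3b and Trpc6 were chosen after their values were seen. Of the contractile genes, 1 on day 21 and 1 on day 35 were lower.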

We next extended our analysis to all DEGs per organ and time point to capture broader patterns of biological pathways in HS diet–induced hypertensive injury. We performed GO-BP (Supplemental Figure 8 and Supplemental Data Sheet 8) and Hallmark pathway enrichment analyses (Supplemental Figure 9 and Supplemental Data Sheet 9) on the complete sets of DEGs, stratified by organ and time point. Together, these analyses reveal how HS diet–induced hypertensive injury drives both temporal and organ-specific transcriptional responses, as well as broader biological processes that are active across multiple stages and shared among organs. We show that individual organs deploy distinct molecular programs while also participating in common stress-related pathways. This integrated view helps explain how different tissues respond in parallel yet uniquely to HS diet–induced hypertensive injury.

### Dynamic TF-target gene networks coordinate specific responses in salt-induced hypertensive injury.

To infer upstream regulators of transcriptomic changes, we used the ChEA 2022 database, a high-confidence resource of TF-target interactions from ChIP-seq and ChIP-chip studies (25, 26). Performing enrichment analysis of DEGs against the ChEA database identified candidate TFs likely driving the tissue- and time-specific transcriptional programs in HS diet–induced hypertensive injury (Supplemental Figure 10 and Supplemental Data Sheet 10). All TFs emerging from this analysis with *P*_adj_ < 0.05 across all tissue and time point combinations were aggregated. From this comprehensive set, we further selected TFs that were, themselves, significantly differentially expressed, thereby prioritizing TFs both statistically enriched for targeting DEGs and directly responsive to HS diet–induced hypertensive injury. This 2-step filtering yielded a final set of 79 high-confidence TFs (Supplemental Figure 11A). To investigate how TF regulation evolves across tissues and over time, we applied PCA and UMAP to expression profiles of 79 high-confidence TFs, with PCA separating tissues by major transcriptional variance and UMAP resolving tissue-specific and temporal shifts in HS diet–induced hypertensive injury (Supplemental Figure 11B).

To identify which TFs differentiate tissue-specific responses over time, we applied random forest classifiers at each time point using the expression profiles of 79 TFs as input features and tissue identity as the classification target. Feature importance was assessed using the mean decrease in Gini impurity, a measure of how much each TF contributes to accurately distinguishing tissue-specific profiles. Through this supervised classification approach, we identified TFs most responsible for separating tissue-specific responses at different phases of HS diet–induced hypertensive injury (Supplemental Figure 11C). Next, to map the temporal involvement of TFs, we identified TFs that were significantly differentially expressed in 1 tissue at a given time point. These were classified as organ-time unique TFs capturing tissue and time-restricted activity (Figure 5A and Supplemental Data Sheet 11). This analysis revealed tissue- and time-dependent heterogeneity in TF expression.

To assess the degree of overlap in transcriptional regulation across tissues, we constructed a 4-way Venn diagram of all TFs (Figure 5B). This analysis revealed 44 TF genes exhibiting organ-specific regulation. 

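Of the transcription factor genes that the paper names, the largest group was called in 1 tissue at the threshold of log2 fold change, and in 2 tissues without it. Over the 79 named factors, 34 were called in 1 tissue on any day, 26 in 2, 9 in 3, 3 in all 4 and 7 in none. These factors were chosen by the paper on the same samples, so the counts are not independent evidence. Called only in medulla, Erg, a factor of endothelial cells, rose on each day, at 0.59, 0.61, 0.74 and 0.69. The gene Erg (gene ID 170909) is on chromosome 11 from 35645317 to 35749637 in Rnor_6.0. Its standard error on day 35 was 0.11 (n = 6 per group). Called only in cortex, Esrrb, an orphan nuclear receptor of the distal nephron, fell on 3 days, at -0.61, -0.20, -0.71 and -0.96 over the 4. Foxa1 and Taf15 were called only in liver. Foxa1, a pioneer factor of hepatocytes, rose on 2 days, at 0.31, 0.93, 0.31 and 0.67, and Taf15 fell, at -0.64, -0.17, -0.68 and -0.68. E2f7, which represses cell cycle genes, rose in medulla and in heart, where it was called on all 4 days (1.42, 1.06, 1.04 and 1.01). Without the threshold of log2 fold change 19 factors were called in 1 tissue, 29 in 2, 19 in 3 and 8 in all 4. In a fit without NS cortex replicates 3 and 5, Esrrb was at -0.40 and -0.50 on days 7 and 21 (adjusted p = 0.141 to 0.231).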

Only 2 TF genes, BCL6 transcription repressor (*Bcl6*) and RUNX family TF 1 (*Runx1*), were shared across all 4 tissues, indicating that TF activity in HS diet–induced hypertensive injury is largely tissue specific. 

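Bcl6 fell and Runx1 rose in all 4 tissues, and Myc was the other factor called in each of them. Bcl6, a repressor that restrains inflammatory genes and is set by growth hormone in liver, was called on day 35 in medulla, on days 14 and 35 in cortex, 7, 14 and 35 in liver and 7, 14 and 35 in heart. On day 35 it had a log2 fold change of -1.73 ± 0.37 in cortex, -0.68 ± 0.25 in medulla, -2.86 ± 0.47 in liver and -1.15 ± 0.28 in heart (standard error, n = 6 per group). In Rnor_6.0, Bcl6 (gene ID 303836) spans 80255790 to 80279075 of chromosome 11. In liver its count fell from 75.2 ± 16.4 to 10.3 ± 2.71 CPM (SD, n = 6). Runx1, which is expressed in blood cells and in injured epithelium, rose in medulla on each day, at 0.68, 0.92, 1.05 and 1.14, and on day 35 it had a log2 fold change of 0.77 ± 0.20 in cortex, 1.14 ± 0.19 in medulla, 0.76 ± 0.24 in liver and 0.88 ± 0.28 in heart. Runx1 (gene ID 50662) is found on chromosome 11 of Rnor_6.0, from 32765147 to 33003061. Myc, a factor of growth and proliferation, was called in medulla on days 21 and 35 and in the other tissues on day 35, when it had a log2 fold change of 0.84 ± 0.17 in cortex, 1.00 ± 0.18 in medulla, 1.08 ± 0.35 in liver and 1.21 ± 0.28 in heart. With DESeq2 the same number of factors, 3, was called in all 4 tissues. With DESeq2 on only the 12 libraries compared the number was 2. Myc in liver on day 35 then had an adjusted p of 0.0803, and of 0.0767 with edgeR on these libraries. With heart day 35 replicate 5 left out, Runx1 was at 0.82 (adjusted p = 0.0598). In a fit that left out liver day 35 replicate 5, Runx1 was at 0.69 (adjusted p = 0.0721).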

To explore this organ specificity in greater detail and extend the overlap patterns seen in the Venn diagrams, we generated a binary presence-absence heatmap of organ-unique TFs (Figure 5C), providing a more granular view by displaying each TF individually and revealing clear segregation of TFs by tissues. Next, to assess whether organ-unique TFs impose functional control on downstream genes, we mapped ChEA predicted targets for each of the 44 TFs that remained restricted to a single tissue across the experiment. For every tissue, we compiled only the targets linked to its own unique TFs and overlaid TFs and target gene expression onto our RNA-seq data. (The expression dynamics of multiple organ-unique TFs paralleled those of their predicted targets, indicating the functional coherence of these regulatory relationships (Figure 5D). This coordinated activity suggests that TFs do not operate in isolation but, instead, regulate structured transcriptional modules that drive specific responses in HS diet–induced hypertensive injury. The magnitude of these regulons varied substantially across tissues, with medulla-unique TFs regulating the largest gene networks, followed by those in the liver, cortex, and heart. Pathway analysis of the organ-specific target pools revealed distinct biological themes. Cortex regulons were enriched for immune cell differentiation and activation, EMT, TNFA signaling via NF-κB, hypoxia, and IL-2–STAT5 signaling. Alongside, medulla regulons were dominated by catabolic and metabolic processes, Kras signaling, IL-6/JAK/STAT3 signaling, and xenobiotic metabolism. Whereas liver-restricted TFs were associated with pathways involving cell-substrate adhesion, steroid hormone response, ketone metabolism, lymphocyte differentiation, TNFA signaling via NF-κB, hypoxia, apoptosis, and EMT (Figure 5D and Supplemental Data Sheet 12).

In summary, identified 79 high-confidence TFs and mapped their dynamic, tissue-specific regulatory networks in HS diet–induced hypertensive injury, yielding a curated list of candidate targets for mechanistic and translational studies.

### Integration with the human GWAS reveals a conserved hypertension- and CKD-linked transcriptional response.

To determine whether the transcriptional programs altered in our hypertensive rat model are relevant to human disease, we integrated our transcriptomic data with human GWAS loci for the terms “hypertension” and “chronic kidney disease.” Among the 5,213 rat DEGs mapped to human orthologs, 100 genes overlapped with hypertension-associated GWAS genes, comprising a total of 386 genes (Supplemental Figure 12A), and 143 genes intersected with CKD-associated genes spanning 406 total genes (Supplemental Figure 12B). These overlaps represented highly significant enrichments (Fisher’s exact test, *P* < 0.0001; odds ratios = 2.4 for hypertension and 3.8 for CKD), highlighting that the transcriptional shifts seen in our rat model overlap strongly with known human hypertension and CKD risk loci-associated genes. 

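Of the genes at human loci that the paper names, DESeq2 called more in medulla than in the other tissues from day 14. Medulla also had the most calls over all genes, so this is not particular to the loci. Of 25 genes at loci of kidney disease, 2 were higher and 13 lower in medulla on day 35, and 2 and 1 in cortex. On day 7, 1 was higher and 4 lower in medulla, and 3 and 2 in cortex. Col4a1, a collagen of basement membranes, rose in medulla on each day, at 0.66, 0.79, 0.82 and 0.86, in cortex on day 35 (0.67 ± 0.13, log2 fold change ± standard error, n = 6 per group) and in heart on day 7 (0.61 ± 0.08). On chromosome 16 of Rnor_6.0, Col4a1 (gene ID 290905) runs from 83522162 to 83632153. Col6a3 rose in medulla, at 0.73, 1.02, 0.83 and 0.81, and was called in no other tissue, and Enpp3, a phosphodiesterase, fell there on day 35 (-1.17 ± 0.46). The phosphodiesterase gene Pde3a rose in medulla on days 14 and 35 (0.74 ± 0.14 and 0.69 ± 0.14), and the connexin gene Gja1 on days 14, 21 and 35, with 0.99 ± 0.15 on the last and 1.03 ± 0.18 in cortex. Of the genes at loci of kidney disease, the fatty acid oxidation gene Acadm fell in medulla, at -0.59, -0.71, -0.72 and -0.96. Enzymes of tryptophan breakdown fell there too, Afmid at -0.99, -1.15, -1.10 and -1.35 and Kmo on day 35 (-1.65 ± 0.60), and Kynu fell in liver on days 14, 21 and 35 (-0.86 ± 0.13, -0.63 ± 0.13 and -0.83 ± 0.13). The organic cation transporter gene Slc22a2, which marks the proximal tubule, fell on day 35 in medulla (-2.11 ± 0.66) and cortex (-1.07 ± 0.24). Transcripts of the cortex were lower in the same medulla libraries, and with podocyte level as a covariate 2 fatty acid oxidation genes were called lower there on day 35 in place of 13, and 5 genes of amino acid catabolism in place of 23. The mean of the first list was then -0.25 against -0.56, and that of the second -0.57 against -1.16. Apoe rose on day 35 in medulla (1.04 ± 0.12) and cortex (0.77 ± 0.15), and fell on days 14 and 21 in heart (-0.74 ± 0.17 and -0.69 ± 0.17), where hepatocyte transcripts varied between libraries. Adgrl3, Gstm2, Kcnj2 and Fen1 were called in no tissue. The loci themselves were not analysed here. Without NS cortex replicates 3 and 5, Apoe was at 0.53 (adjusted p = 0.00782) on day 35. When cortex day 35 replicate 5 was left out, Col4a1 was at 0.52 (adjusted p = 0.00405). In a fit without medulla day 35 replicate 5, Enpp3 was at -0.98 (adjusted p = 0.0991) and Kmo was at -1.41 (adjusted p = 0.0608).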

Expression analysis of these overlapping genes revealed distinct temporal and tissue-specific expression patterns (Supplemental Figure 13). Further analysis across GO-BP, KEGG, and Reactome databases shows that hypertension-linked genes are dominated by developmental and endocrine pathways (Supplemental Figure 12C and Supplemental Figure 14, A–C). In contrast, CKD-linked genes were enriched for metabolic and detoxification pathways (Supplemental Figure 12D and Supplemental Figure 14, A, D, and E).

To translate the GWAS-overlap lists into mechanistic circuitry, we constructed PPI networks using STRING (confidence > 0.4 for hypertension and > 0.7 for CKD) and applied Louvain clustering (27) to identify discrete communities. With this approach, 100 GWAS overlap gene-associated proteins of hypertension were segregated into 7 modules (Supplemental Figure 12E). A connected ion-flux core (M1, cardiac muscle cell action potential involved in contraction) was anchored by calcium-handling hubs calcium voltage-gated channel subunit α 1 D (CACNA1D) and potassium inwardly rectifying channel subfamily J member 2 (KCNJ2), together with the gap junction protein α 1 (GJA1), defining an electrically responsive scaffold. A collagen-activated tyrosine kinase receptor module (M4), built around collagen type IV α 1 chain (COL4A1) and collagen type VI α 3 chain (COL6A3), linked extracellular matrix remodeling to this ion-flux hub, consistent with pressure-induced structural adaptation. The hormone-metabolic module (M3) expanded this circuitry by incorporating one-carbon and lipid transport elements, such as methylenetetrahydrofolate reductase (MTHFR), which aligns folate-dependent methyl flux with the cholesterol carrier apolipoprotein E (APOE) and a suite of steroid-modifying enzymes. MTHFR also maintained a high-confidence connection to cytochrome P450 family 17 subfamily A member 1 (CYP17A1), the anchor of the steroid-biosynthetic module (M6). This bridge places methyl-group supply in close proximity to cortisol and androgen synthesis, suggesting that folate status could influence endocrine output during the hypertensive response. In contrast, the cAMP-signaling triad (M7), containing phosphodiesterase 3A (PDE3A), phosphodiesterase 1A (PDE1A), and ectonucleotide pyrophosphatase/phosphodiesterase 3 (ENPP3), was topologically isolated, indicating that cyclic-nucleotide regulation operates as an independent signaling node.

Analysis of the CKD GWAS-overlap interactome (Supplemental Figure 12F) resolved 8 discrete communities. The M1 module, annotated as organic-acid catabolic process, represents a β-oxidation axis anchored by acyl-CoA dehydrogenase long chain (ACADL), acyl-CoA dehydrogenase medium chain (ACADM), acyl-CoA dehydrogenase short chain (ACADS), and the peroxisomal oxidase acyl-CoA oxidase 1 (ACOX1). Attached to M1, the M2 module (olefinic-compound metabolic process) includes the long-chain desaturases fatty acid desaturase 1 (FADS1), fatty acid desaturase 2 (FADS2), and the elongase ELOVL fatty acid elongase 2 (ELOVL2), showing that unsaturated fatty acid synthesis feeds into downstream β-oxidation. A multifunctional detoxification cluster emerged alongside these lipid modules, enriched for cytochrome P450 enzymes, the eicosanoid synthase arachidonate 15-lipoxygenase (ALOX15), and glutathione-handling proteins glutathione S-transferase mu 2 (GSTM2), and γ-glutamyltransferase 1 (GGT1). Edges connecting adjacent transporter-enriched communities — comprising SLC family members solute carrier family 22 member 1 (SLC22A1), solute carrier family 22 member 2 (SLC22A2), solute carrier family 2 member 9 (SLC2A9), solute carrier family 28 member 2 (SLC28A2), and the ABC transporter ATP binding cassette subfamily G member 2 (ABCG2) — suggest potential coordination in handling lipid-derived metabolites and purine catabolites through parallel excretory pathways. In parallel, several metabolic programs remained topologically insulated. A compact kynurenine module composed of kynureninase (KYNU), kynurenine 3-monooxygenase (KMO), kynurenine aminotransferase 3 (KYAT3), and arylformamidase (AFMID) forms a dedicated tryptophan-metabolism circuit. Likewise, the nucleotide metabolism group, including flap structure-specific endonuclease 1 (FEN1), thymidylate synthase (TYMS), and myelin regulatory factor (MYRF), and the developmental cluster, comprising roundabout guidance receptor 1 (ROBO1), slit guidance ligand 2 (SLIT2), and adhesion G protein-coupled receptor L3 (ADGRL3), occupy peripheral positions.

In summary, our data detect genes linked to human GWAS loci for hypertension and CKD. These conserved signatures underscore the translational relevance of our findings for dissecting multiorgan disease mechanisms in HS diet–induced hypertensive injury.

### Compound-transcriptome mapping reveals stage- and organ-specific therapeutic opportunities.

To systematically identify compounds that could reverse HS diet–induced hypertensive injury-associated transcriptional programs, we leveraged the Library of Integrated Network-Based Cellular Signatures (LINCS) database (28, 29). Our LINCS-based predictive compound–transcriptome analysis identified several high-confidence compounds with the potential to reverse maladaptive gene profiles across organs (Figure 6 and Supplemental Figure 15). In the kidney cortex, NVP-BEZ235 (dual phosphoinositide 3-kinase/mechanistic target of rapamycin [PI3K/mTOR] inhibitor), dovitinib (fibroblast growth factor receptor/vascular endothelial growth factor receptor [FGFR/VEGFR] inhibitor), and palbociclib (cyclin-dependent kinase 4/6 [CDK4/6] inhibitor) were predicted to most effectively counter sustained induction of E2F target genes, G2M checkpoint components, and mechanistic target of rapamycin complex 1 (mTORC1) signaling pathways driving proliferative expansion and metabolic alterations (Figure 6A). These findings suggest that coordinated inhibition of growth factor receptors and cell-cycle regulators may restore transcriptional homeostasis in cortical tissue.

In the kidney medulla, PHA-793887 (multi-CDK inhibitor), dovitinib, mitoxantrone, palbociclib, and sorafenib (multi-kinase inhibitor) emerged as prominent candidates predicted to reverse maladaptive proliferative programs and concurrent activation of IFN-γ and Janus kinase/signal transducer and activator of transcription 3 (JAK/STAT3) inflammatory pathways (Figure 6B). Notably, selective mitogen-activated protein kinase (MEK) inhibitors, including PD-0325901 and PD-184352, were also associated with reversal of downregulated metabolic pathways such as fatty acid metabolism and oxidative phosphorylation (Supplemental Figure 15B), suggesting their potential to reactivate suppressed metabolism. This combinatorial signature highlights a dual proliferative-inflammatory axis as a therapeutic target in medullary injury.

In the liver, compounds such as canertinib (epidermal growth factor receptor/human epidermal growth factor receptor 2 [EGFR/HER2] inhibitor), dovitinib, mitoxantrone, PHA-793887, palbociclib, and CGP-60474 (broad-spectrum CDK inhibitor) were consistently prioritized to counter maladaptive proliferation, unfolded protein response, and NF-κB–mediated inflammatory signaling (Figure 6C). Additionally, MEK inhibitors (PD-0325901, AZD-8330, and selumetinib), along with decitabine (a DNA methyltransferase inhibitor), and withaferin A (a natural steroidal lactone), were predicted to restore downregulated transcriptional programs (Supplemental Figure 15C). These findings underscore the dual potential of kinase and epigenetic modulators to suppress pathogenic activation while reactivating metabolic pathways central to hepatic remodeling.

In the heart, enrichment was observed for PHA-793887, dovitinib, mitoxantrone, NVP-BEZ235, radicicol (heat shock protein 90 [HSP90] inhibitor), and GDC-0941 (PI3K inhibitor) to counter early mitotic gene induction and subsequent angiogenic and inflammatory activation (Figure 6D). MEK inhibitors (AZD-8330, trametinib), EGFR/ERBB family inhibitors (neratinib, erlotinib, afatinib), and radicicol were recurrently associated with restoration of downregulated programs spanning xenobiotic metabolism, adipogenesis, and estrogen response (Supplemental Figure 15D), highlighting the capacity of pathway-selective inhibitors to normalize both hyperactivated and suppressed networks.

To further resolve how pharmacologic predictions change over the course of disease, we classified compounds into mechanistic classes and quantified their enrichment dynamics across disease progression (Figure 6E). Temporal analysis revealed early enrichment of cell-cycle and receptor tyrosine kinase (RTK) inhibitors, shifting toward PI3K/mTOR and HSP90 inhibitors at later stages. These patterns demonstrate that different classes of compounds are preferentially predicted at distinct disease phases, further reflecting evolving pathophysiological mechanisms as salt-induced hypertensive injury progresses. Collectively, this integrated analysis predicts pharmacologic candidates and their effect on different biological pathways. These findings suggest the need for precision medicine approaches. Such approaches should not focus solely on lowering blood pressure but also account for the duration of hypertension, organ damage, and associated molecular pathways.

## Discussion

In this study, we demonstrate that HS diet–induced hypertensive injury progresses through a conserved early proliferative program, followed by divergent immune and fibrotic remodeling across organs. The kidney medulla exhibits the most pronounced and sustained changes, marked by robust inflammatory activation and metabolic suppression, whereas the cortex, liver, and heart show delayed, tissue-specific programs. We identified 79 high-confidence regulators, largely with organ-restricted activity, with BCL6 and RUNX1 emerging as the major conserved regulators across tissues. Integration with human GWAS loci further supplements the translational relevance of our findings, linking experimental salt-induced hypertension signatures to established hypertension- and CKD-associated genes and pathways. Compound-transcriptome mapping suggested the need for stage- and organ-specific therapeutic approaches in HS diet–induced hypertensive injury. Inhibitors of PI3K/mTOR, CDKs, and RTKs emerged as candidates for early disease stages, whereas later stages could be better ameliorated by modulators of MAPK signaling, HSP90 inhibitors, and agents targeting epigenetic regulation.

The renal medulla has long been recognized as particularly vulnerable to injury because of low oxygen gradients, high sodium transport activity, and relative hypoperfusion (10, 30). Hypoxia and oxidative stress have been implicated as key drivers of injury in this region, yet the molecular pathways linking these physiological stressors to progressive damage remain poorly defined. Our longitudinal transcriptomic analysis helps close this gap. Our data indicate that medullary injury in HS diet–induced hypertension is manifested by the early and sustained activation of immune and proliferative programs, with metabolic suppression. Together, these medullary changes may be the key drivers for progressive kidney injury and should be investigated in more detail. Notably, because albuminuria emerges as one of the earliest detectable parameters in HS diet–induced hypertension in Dahl SS rats, cortical injury is often considered central to disease progression. In earlier work, we demonstrated that cortical glomeruli and tubules undergo metabolic dysregulation, oxidative stress, and structural remodeling during HS diet–induced hypertensive injury (20). Nevertheless, it remained unresolved whether cortical alterations or the medullary injury are the major events in the HS diet–induced kidney damage. Here, we provide a direct comparison between the cortex and medulla within the kidney. We found that, despite their proximity, the cortex showed a delayed and transient transcriptional program, with a brief rise in metabolic activity followed by later immune activation. This pattern contrasted with the medulla, which showed early cast formation, cellular injury, and fibrosis, while cortical injury remained comparatively moderate. Functionally, albuminuria rose early and later slightly declined, reflecting an initial phase of hyperpermeability or hyperfiltration followed by nephron loss. Serum creatinine also increased only at a late stage, aligning with the cortical damage observed in later stages in histological analysis. Together, our study provides important clarity that the cortex initially shows a metabolically adaptive phenotype characterized by increased oxidative metabolism and glomerular hyperfiltration. Over time, however, this adaptive state shifts toward immune activation and extracellular matrix remodeling, with the medulla emerging as the primary site of injury and possibly a major driver of CKD in salt-induced hypertensive injury. Our study also underscores the limited sensitivity of conventional serum creatinine measurements for detecting early hypertension-induced kidney injury. This highlights the need for more comprehensive biomarkers capable of capturing both alterations in filtration and early medullary stress before irreversible damage occurs.

Beyond the kidney, emerging evidence suggests that salt-induced hypertensive injury also engages the liver, positioning it as an important yet underappreciated contributor to disease progression. The liver is increasingly recognized as an active modulator of systemic hypertension, metabolic dysfunction, and CVD (31, 32). Notably, epidemiological data indicate that HS intake is linked to a greater risk of developing nonalcoholic fatty liver disease and advanced liver fibrosis (33–36). Furthermore, experimental studies on murine models indicate that a HS diet induces epigenetic modifications in the liver that sustain hepatic steatosis and inflammation, ultimately contributing to cardiovascular injury (13). Within this evolving concept, our analysis offers a longitudinal perspective of hepatic transcriptional remodeling in HS diet–induced hypertensive injury. Our findings indicate that the liver actively responds to HS diet through metabolic and inflammatory signals, which may contribute to vascular dysfunction, disrupted lipid homeostasis, and systemic inflammation. Our results emphasize that HS diet–induced hypertensive injury is not solely a renal or CVD but also involves dynamic hepatic changes that may amplify cardiovascular risk through distinct molecular pathways and require further investigation.

The cardiac consequences of salt-induced hypertension have historically been attributed to chronic pressure overload and neurohumoral activation (37–39). However, accumulating evidence suggests that local metabolic and inflammatory remodeling contribute independently to cardiac hypertrophy and dysfunction (40–43). Our study reveals that the heart mounts an early proliferative stress response, which transitions into inflammatory and fibrotic remodeling, pointing to intrinsic molecular triggers rather than just mechanical load. This sequence mirrors earlier observations of hypertrophic cardiomyocyte signaling gradually shifting into maladaptive inflammation and tissue remodeling (44–46). Notably, our findings highlight IL-6/JAK/STAT3 as a central nonhemodynamic mediator in the heart’s response to hypertension (47). This is consistent with preclinical models where IL-6 deficiency reduces angiotensin II–induced cardiac fibrosis (48). Activation of JAK/STAT3 in this context is known to amplify cardiac inflammation and fibrosis even in the absence of sustained pressure overload (49). Together, these insights suggest that HS diet–induced hypertensive injury engages both mechanical and immune–metabolic pathways in the heart, with STAT3-dependent signaling emerging as a potential driver of maladaptive remodeling. Targeting this axis at the critical transition from proliferative stress to inflammatory remodeling may represent a promising strategy to prevent progression to heart failure in salt-induced hypertension.

Along with organ-specific responses, the identification of the shared proliferative program across organs is noteworthy, as most prior work has emphasized immune and fibrotic remodeling as central drivers of hypertensive kidney damage. Our data suggest that HS diet–induced hypertension initially elicits a coordinated proliferative response, which may reflect an adaptive attempt at tissue repair. Similar early activation of cell cycle networks has been observed in kidney injury (50, 51) and cardiac hypertrophy (52). However, when this response is inadequately controlled or sustained by long-term stress, it often precedes the transition to maladaptive remodeling (53, 54). We found that in progressive salt-induced hypertensive injury, a shared proliferative phase shifts to organ-specific immune and extracellular-matrix programs. Our longitudinal, multiorgan atlas traces this divergence toward organ-specific pathology and highlights its importance for future studies.

At the level of transcriptional regulation, beyond the identification of tissue-specific regulators, we identified BCL6 and RUNX1 as opposing master regulators, revealing a unifying mechanistic axis that integrates proliferative, inflammatory, and fibrotic responses across organs. BCL6 has been shown as a suppressor of NF-κB–dependent cytokine expression, with studies showing that its overexpression ameliorates renal, hepatic, and vascular inflammation (55–58). Conversely, RUNX1 has emerged as a critical driver of proinflammatory and profibrotic gene expression across multiple cell types, including macrophages, vascular smooth muscle cells, and tubular epithelial cells (59, 60). Our observation of consistent *Bcl6* downregulation and *Runx1* upregulation across organs suggests a coordinated transcriptional switch that may be exploited therapeutically in HS diet–induced hypertensive injury. Of note, RUNX1 inhibition has been shown to be beneficial for pulmonary arterial hypertension and myocardial infarction (61–63), although its role in hypertension and associated multiorgan damage remains unexplored.

Integrating transcriptomic signatures with human GWAS data allowed us to examine our findings through the lens of established genetic risk loci for hypertension and CKD. This approach not only strengthens the biological relevance of our experimental findings but also points to evolutionarily conserved pathways that may shape disease susceptibility. In this context, folate metabolism (*MTHFR*), steroidogenesis (*CYP17A1*), and extracellular matrix regulation (*COL4A1*, *COL6A3*) aligned with hypertension risk, while fatty acid oxidation (*ACADL*, *ACOX1*), solute transport (*SLC22A1* and *SLC22A2*), and tryptophan metabolism (*KYNU*, *KMO*) were linked to CKD risk. Among these, MTHFR is particularly notable, pointing to conserved one-carbon metabolism, which is not fully understood in salt-induced hypertension. MTHFR is a critical enzyme that regulates homocysteine–methionine balance and supplies methyl groups for DNA and histone methylation, thereby shaping epigenetic patterns that regulate vascular tone, renal sodium handling, and inflammatory signaling (64). Dysregulation of MTHFR has been associated with endothelial dysfunction and increased susceptibility to CVD (65, 66), yet its relevance to hypertension has not been systematically explored. Similarly, the kynurenine arm of tryptophan metabolism contributes to immunoregulation, redox balance, and NAD^+^ biosynthesis (67). Previously, we have shown the protective role of the kynurenine pathway against ischemic acute kidney injury in mice (68). However, in the Dahl SS rat model, and especially in the settings of hypertension and associated CKD, the role of the kynurenine pathway is not well characterized. These conserved mechanisms underscore the translational importance of our findings and position metabolic–immune cross-talk as a central driver of hypertension progression.

Organ damage in salt-induced hypertension often progresses despite intensive blood pressure control. High sodium itself promotes vascular dysfunction, oxidative stress, and fibrosis, including arterial stiffening via profibrotic mediators such as TGF-β, even in normotensive conditions (69–71). Therefore, observed effects in our study should be attributed to both salt loading and associated hypertension. Furthermore, whether observed changes in gene expression are reversible after salt withdrawal needs to be explored. Based on prior studies, early responses could be mainly salt-driven and might be reversed by early salt withdrawal (72–74). However, different pathways are expected to exhibit distinct degrees and time scales of reversibility, and these dynamics are likely to depend on the specific stage at which salt withdrawal occurs. These findings indicate that HS diet–induced hypertensive injury is not simply a secondary consequence of elevated blood pressure but reflects parallel molecular processes driven by both salt loading and hypertension that require better understanding and targeted therapeutic strategies.

Preclinical studies have demonstrated that interventions directed at hypertrophy, inflammation, or fibrosis can mitigate organ damage, yet these benefits are often highly context dependent and diminish when therapies are applied outside the optimal disease window (75–80). Our pharmacotranscriptomic analysis provides an explanation for this variability by suggesting that different classes of compounds may work better to rescue different stages of hypertensive injury. Our analysis suggests that drugs effective in one phase may lose efficacy if applied at another. This suggests that therapy for SS hypertension cannot be determined by blood pressure control alone but must also take into account the evolving molecular and functional state of the organs. Improved biomarkers that capture organ-specific trajectories are therefore needed to guide intervention timing and choice. Together, these insights argue for stage- and organ-tailored therapeutic strategies that move beyond conventional one-size-fits-all blood pressure management.

Despite its strengths, this study has limitations. We used mRNA-seq to achieve high coverage and statistical power to generate a detailed transcriptomic view of HS diet–induced hypertensive injury. However, this approach cannot resolve cell type–specific transcriptional heterogeneity. We prioritized depth and sensitivity, which remain limited with current single-cell technologies. Recently, recognizing the importance of cellular resolution, research efforts have initiated single-cell mapping of hypertension (81). More studies using single-cell and spatial transcriptomics will be essential to define both cell type– and time-specific contributions with greater precision. Additionally, although the Dahl SS rat is a well-established model of human salt-induced hypertension, which is also supported by our GWAS analysis, species differences should be considered when translating these findings to humans.

In summary, our study presents a transcriptomic atlas of salt-induced hypertensive injury progression across the kidney, liver, and heart, which can be leveraged to explore diverse mechanistic pathways.

## Methods

### Sex as a biological variable.

Male Dahl SS rats were used in this study. Sex was not directly evaluated as a biological variable. Because HS diet–induced hypertensive injury has been observed in both male and female Dahl SS rats, we expect that many of the core pathophysiologic pathways identified here will be relevant to female rats. However, sex-dependent differences in the magnitude and temporal progression of these responses are possible.

### Animals.

Male Dahl SS rats (SS/JrHsdMcwi) were housed in the AAALAC-accredited animal facility at the University of South Florida under specific pathogen-free conditions, maintained on a 12-hour light/dark cycle in temperature- and humidity-controlled rooms, with ad libitum access to food and water. Experimental animals were housed in the same cage-holding rack within the same room under identical environmental conditions to minimize location effects. Treatments and measurements were performed in randomized order to reduce potential bias.

Dahl SS rats were maintained on a NS diet (0.4% NaCl, D113755, Dyets Inc.). To induce hypertension, 9- to 11-week-old animals were switched to a HS diet (4% NaCl, D113756, Dyets Inc) for 7, 14, 21, or 35 days. Animals on NS diet were used as control groups. For all experiments, animals were randomly assigned to control and treatment groups. One day before the final day of selected time points (day 7, 14, 21, and 35), rats were individually housed in metabolic cages for 24-hour urine collection. At each time point, animals were euthanized under deep isoflurane/O_2_ anesthesia and prior to renal perfusion, heparinized blood was obtained from the descending aorta and centrifuged at 5,000*g* for 5 minutes to isolate plasma. Tissue samples were collected and snap-frozen in liquid nitrogen or fixed in formalin for transcriptomic and histological assessments. Blood and urine samples were used for biochemical profiling. No inclusion or exclusion criteria were applied. All animals were retained in the study unless removal was recommended by animal care staff for welfare reasons.

### Blood pressure measurement.

We monitored blood pressure for 21 days on a different cohort of Dahl SS rats using the DSI telemetry system to confirm the blood pressure elevation with HS diet and establish the hypertensive phenotype as described previously (19, 82).

### RNA-seq and analysis.

Total RNA was isolated from snap-frozen tissues and submitted for library preparation and paired-end Illumina sequencing. High-quality RNA samples were used for sequencing, and clean reads were aligned to the *Rattus norvegicus* reference genome (Ensembl Rnor_6.0) using HISAT2. Gene-level counts were generated with featureCounts, and differential expression analysis was performed using DESeq2, with genes meeting |log_2_ fold change| ≥ 0.585 and *P*_adj_ < 0.05 considered differentially expressed. Downstream analyses included dimensionality reduction, correlation analysis, pathway enrichment, TF analysis, PPI network analysis, transcriptomic-GWAS integration, and drug perturbation analysis. Histopathology, and serum and urine biochemical analyses were also performed. The sample size (*n* = 6 per group) was chosen based on our previous studies, which demonstrated that this number of biological replicates is sufficient to ensure reliable RNA sequencing results and capture biologically meaningful differences (83). Detailed experimental protocols and computational workflows are provided in the Supplemental Methods.

### Statistics.

Statistical analyses were performed using GraphPad Prism (v10.5) and R (v4.4.0). For RNA-seq data, differential gene expression was assessed using DESeq2. Genes with an |log_2_ fold change| ≥ 0.585, equivalent to a fold change ≥ 1.5, *P*_adj_ < 0.05 were considered significantly differentially expressed. Statistical significance was assessed using 1-way or 2-way ANOVA followed by Šídák’s multiple comparisons test for multiple groups. Data are presented as mean ± SEM, and *P* < 0.05 was considered statistically significant.

### Study approval.

All animal procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals (National Academies Press, 2011) and were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of South Florida.

### Data availability.

The RNA-seq data can be found at Gene Expression Omnibus (GEO) under accession number GSE305010. Furthermore, data can be explored in an online data resource at *STAR LAB-Hypertension Atlas* (https://starlabusf.com/). Supporting data values associated with the figures are provided in the Supporting Data Values file. Additional data and supporting materials are available from the corresponding authors upon reasonable request.

## Author contributions

RT and AS conceptualized and designed the study. RT, VL, and ML performed the experiments and collected samples. RT, OK, LVD, ML, BX, RB, SD, DVI, and OP analyzed the data. RT and AS interpreted the data. RT wrote the manuscript and finalized it for publication. All authors reviewed and approved the final version of the article.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of U.S. Department of Veterans Affairs grants and National Institutes of Health (NIH) funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central. The contents do not represent the views of the Department of Veterans Affairs or the United States Government.

- U.S. Department of Veterans Affairs grant IK6 RD001204 (to AS).
- U.S. Department of Veterans Affairs grant I01BX004024 (to AS).
- NIH grants R01 DK135644 (to AS).
- NIH grants R01 DK129227 (to AS and OP).
- NIH grants R01 HL148114 (to DVI).
- American Heart Association 26RIRA1622963 (to RT).
- Vascular Inflammation and Injury Training Program T32 HL160529 (to RB).
- The Dialysis Clinic Inc. Paul Teschan Research Fund (to OP.)
- USF Hypertension and Kidney Research Center Early Investigator Awards (to RT, OK, and LVD) and Multi-PI Award (AS).
- NIH grants K99 DK143296 (to BX).
- American Heart Association 25POST1375066 (to LVD).

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 10

Supplemental data set 11

Supplemental data set 12

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental data set 5

Supplemental data set 6

Supplemental data set 7

Supplemental data set 8

Supplemental data set 9

Supporting data values

## Figures and Tables

**Figure 1:**
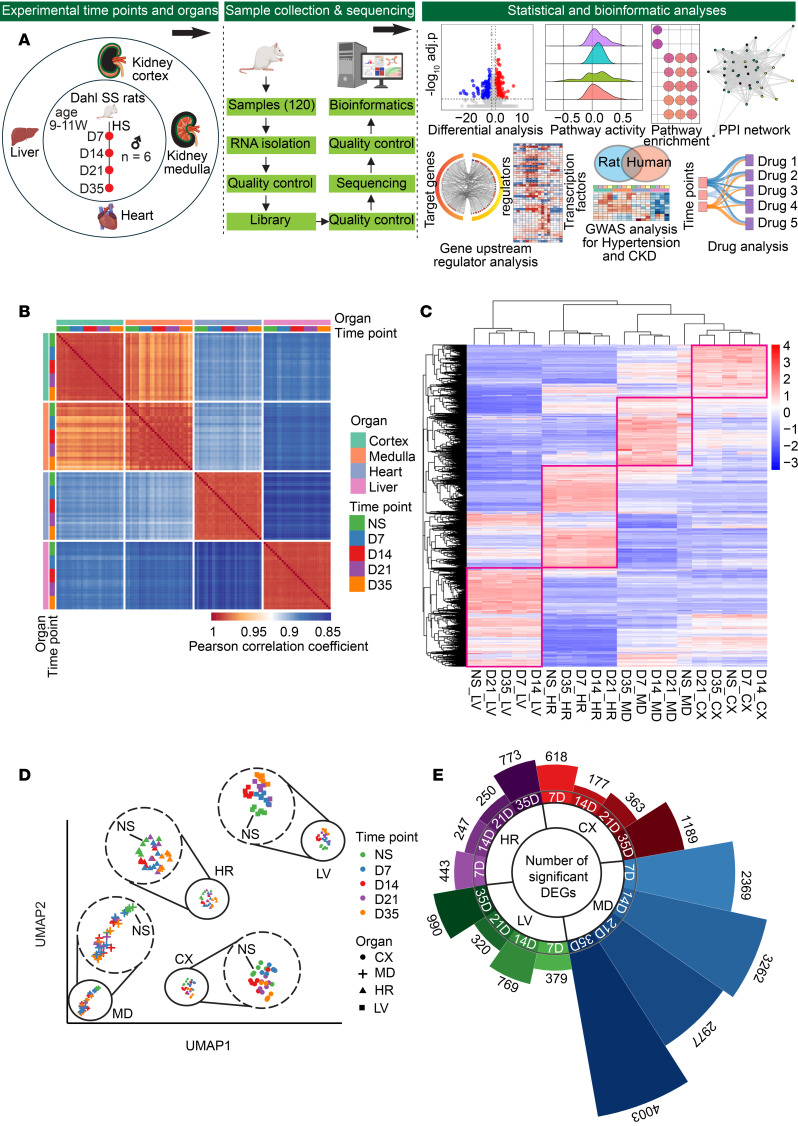
Overview of experimental design, data quality, and global transcriptional profiling. (**A**) Schematic of the study design and bioinformatics pipeline. Male Dahl SS rats were maintained on a normal-salt (NS) control diet or switched to a high-salt (HS) diet at 9–11 weeks of age to induce hypertension and organ injury. Kidney cortex, kidney medulla, liver, and heart samples were collected from NS controls and HS-fed rats after 7, 14, 21, and 35 days of treatment. RNA was isolated, quality-checked, and sequenced. Reads underwent sample-level quality control, alignment, and quantification. Downstream analyses included variance-stabilizing transformation (VST), differential expression analysis, pathway and upstream regulator enrichment, protein-protein interaction network analysis, genome-wide association study (GWAS) integration, and drug target analyses. (**B**) Sample-sample Pearson correlation heatmap, annotated by organ and time point. (**C**) Heatmap of all significantly differentially expressed genes (*P*_adj_ < 0.05), hierarchically clustered by sample (columns) and gene (rows). Red boxes highlight major coexpression gene modules segregating primarily by organ. (**D**) UMAP embedding of all 120 samples using VST counts, showing predominant clustering by organ. Dashed circles highlight zoomed-in views of distinct tissue clusters, illustrating separation of NS from HS experimental groups. (**E**) Radial bar chart summarizing the number of differentially expressed genes (|log_2_ fold change| ≥ 0.585, equivalent to a fold change ≥ 1.5, *P*_adj_ < 0.05) in each tissue and time point, illustrating dynamic and tissue-specific transcriptional responses to HS-induced hypertension. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *n* = 6 male rats per group.

**Figure 2:**
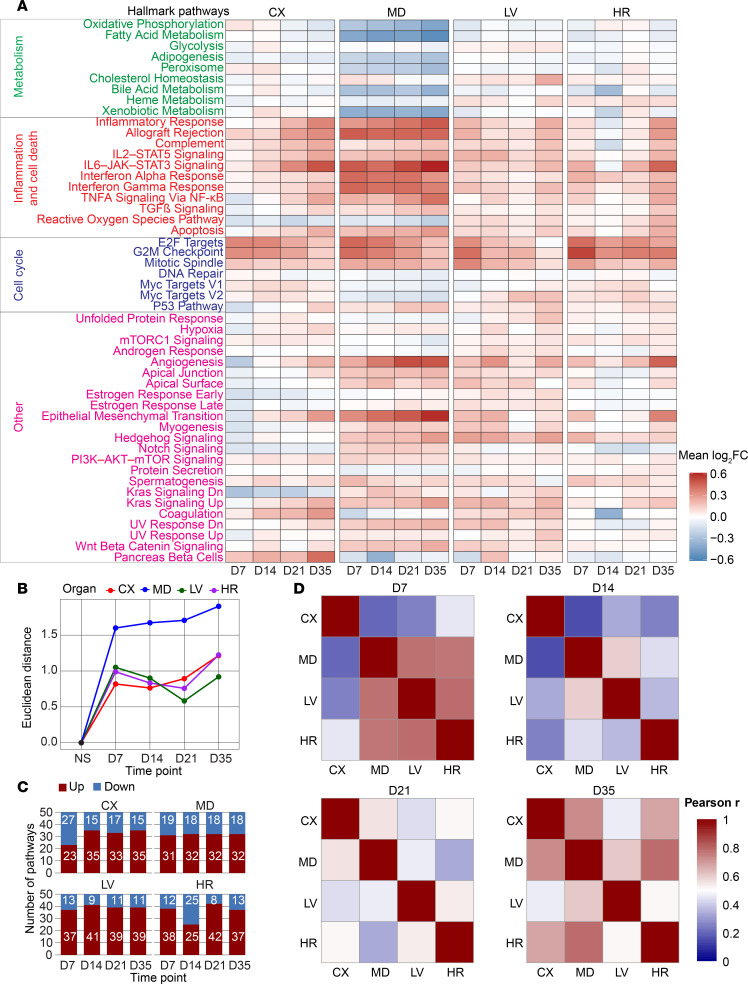
High-salt diet–induced hypertension dynamically regulates biological pathway activity across organs. (**A**) Mean pathway activity heatmap of 50 Hallmark pathways across cortex, medulla, heart, and liver at days 7, 14, 21, and 35 after initiation of a high-salt (HS) diet compared with normal-salt (NS) controls. Pathways are highlighted as functional groups, including metabolism, inflammation and death, cell cycle, and other clustered along the *y* axis. (**B**) Euclidean distances from baseline pathway profiles plotted over time, representing the magnitude of transcriptomic remodeling in each organ. The medulla shows the greatest divergence, followed by the heart, cortex, and liver. (**C**) Stacked bar charts enumerating upregulated (red) and downregulated (blue) Hallmark pathways at each time point for each organ. Numeric labels indicate pathway counts, highlighting distinct kinetics of pathway engagement across tissues. (**D**) Heatmaps showing Pearson correlation between pathway profiles across tissues (cortex, medulla, heart, and liver) at each time point (days 7, 14, 21, and 35). Each panel compares all organ pairs for a single time point, revealing similarities and differences in pathway responses among organs after the HS diet. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *n* = 6 male rats per group.

**Figure 3:**
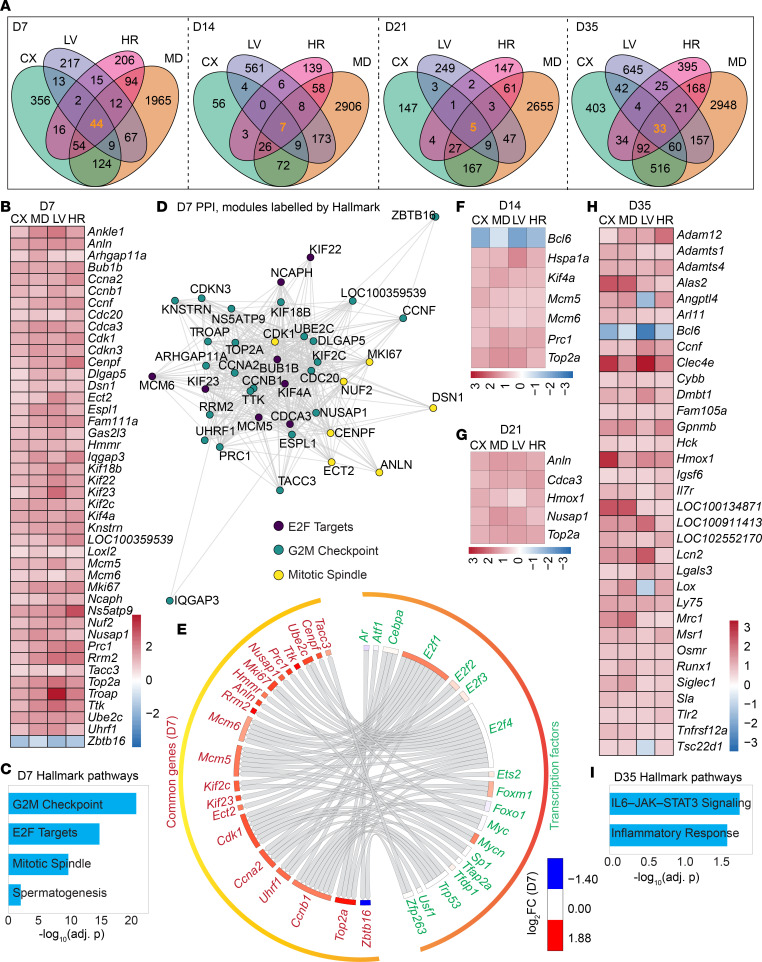
Shared transcriptional and pathway programs across organs in response to high-salt diet–induced hypertension. (**A**) Venn diagrams show overlap of DEGs across cortex, medulla, liver, and heart at each time point (days 7, 14, 21, and 35). Each segment displays the number of unique and shared DEGs. Genes shared by all tissues are highlighted in the center. (**B**) Heatmap of 44 common DEGs across all tissues on day 7. (**C**) Bar plot showing significant Hallmark pathways emerged in the analysis of day 7 common genes. (**D**) STRING-derived protein-protein interaction (PPI) network of common day 7 genes, with modules annotated by top enriched Hallmark terms per Louvain clustering. (**E**) Circos plot showing high-confidence TF–target interactions for day 7 common genes, where outer sectors represent TFs and targets, colored by average log_2_FC. Directional links denote regulatory interactions. (**F**–**H**) Heatmaps of common DEGs at days 14, 21, and 35. (**I**) Hallmark pathways emerged for D35 common genes. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *P*_adj_ indicates *P*_adj_ value. *n* = 6 male rats per group.

**Figure 4:**
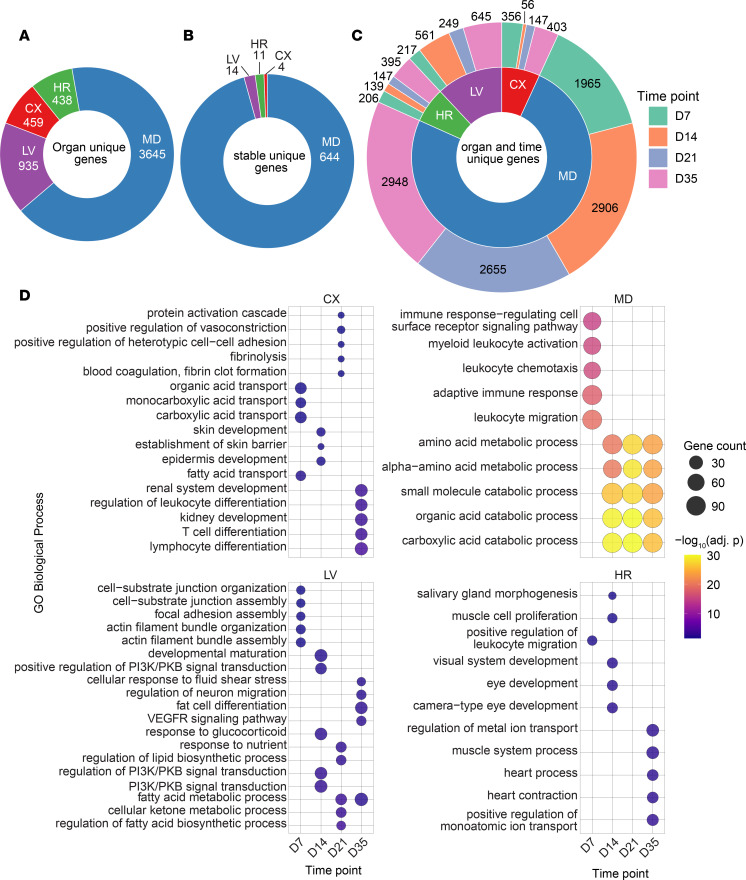
High-salt diet–induced hypertension drives distinct temporal and organ-specific transcriptional programs, revealing tissue-specific injury mechanisms. (**A**) Donut plot showing the number of DEGs that are unique to each tissue across any time point. (**B**) Subset of tissue-specific genes that are consistently differentially expressed across all 4 time points within a given tissue. (**C**) Nested donut chart illustrates the number of DEGs unique to each tissue and time point. Inner ring represents tissue, while the outer ring breaks them down by time point (days 7–35) and showing unique DEGs per tissue per time point. (**D**) Top 5 significantly enriched GO Biological Process (GO-BP) terms (*P*_adj_ < 0.05) for time point– and organ-specific DEGs. Dot size reflects the number of genes per term, and color intensity indicates statistical significance. PI3K/PKB, phosphatidylinositol 3−kinase/protein kinase B; CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *P*_adj_ indicates *P*_adj_ value. *n* = 6 male rats per group.

**Figure 5:**
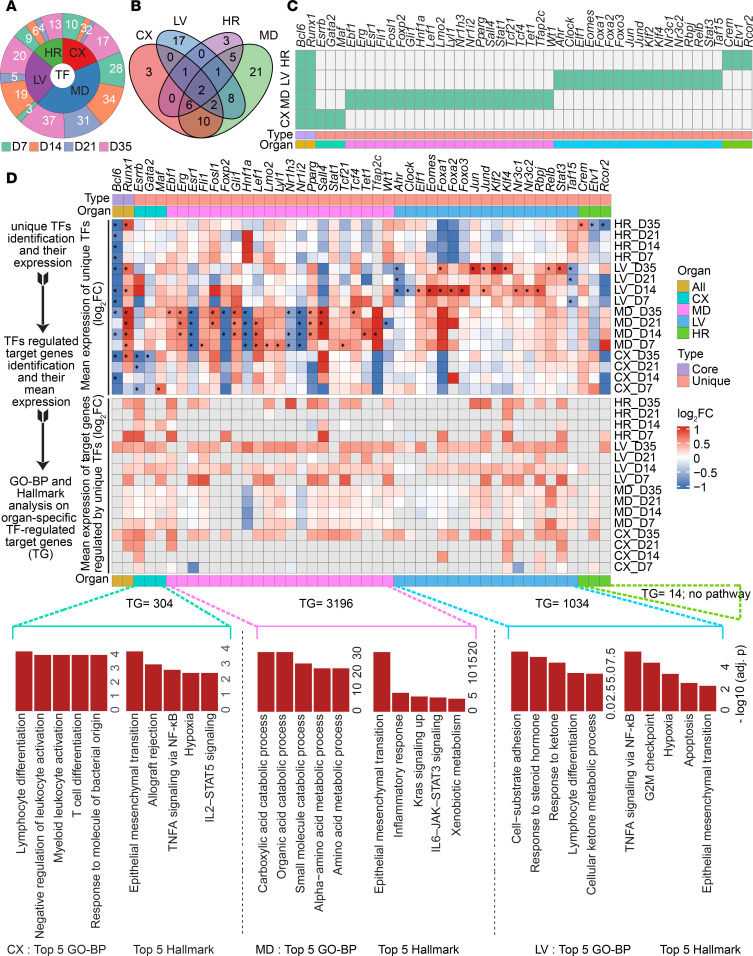
High-salt diet–induced hypertension drives organ-specific regulatory programs. (**A**) Concentric donut plot displaying the number of significantly differentially expressed transcription factors (TFs) per tissue (inner ring) and their distribution across 4 time points (days 7, 14, 21, and 35). (**B**) Venn diagram depicting the overlap and exclusivity of TFs across cortex, medulla, liver, and heart, identifying shared versus tissue-specific TFs. (**C**) Unique TFs per tissue and shared TFs visualized as a binary heatmap. (**D**) TF-target genes network and functional relevance analysis. Top heatmap: showing the expression dynamics of 2 core and unique TFs across 16 tissue–time point combinations. Asterisks denote significantly altered TFs (|log_2_ fold change| ≥ 0.585, equivalent to a fold change ≥ 1.5 and *P*_adj_ < 0.05). Middle heatmap: showing mean log_2_FC of TF-regulated target genes. Lower pathway panel: showing top 5 GO Biological Processes (left) and Hallmark pathways (right) for CX, MD, and LV emerged by TF-regulated target genes. Bar heights represent –log_10_ *P*_adj_ values. Target gene (TG) counts indicate the number of organ-specific genes regulated by corresponding TFs and used in the pathway analysis. No pathways met significance thresholds in HR. Enriched pathways with *P*_adj_ < 0.05 were considered significant. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *P*_adj_ indicates *P*_adj_ value. *n* = 6 male rats per group.

**Figure 6:**
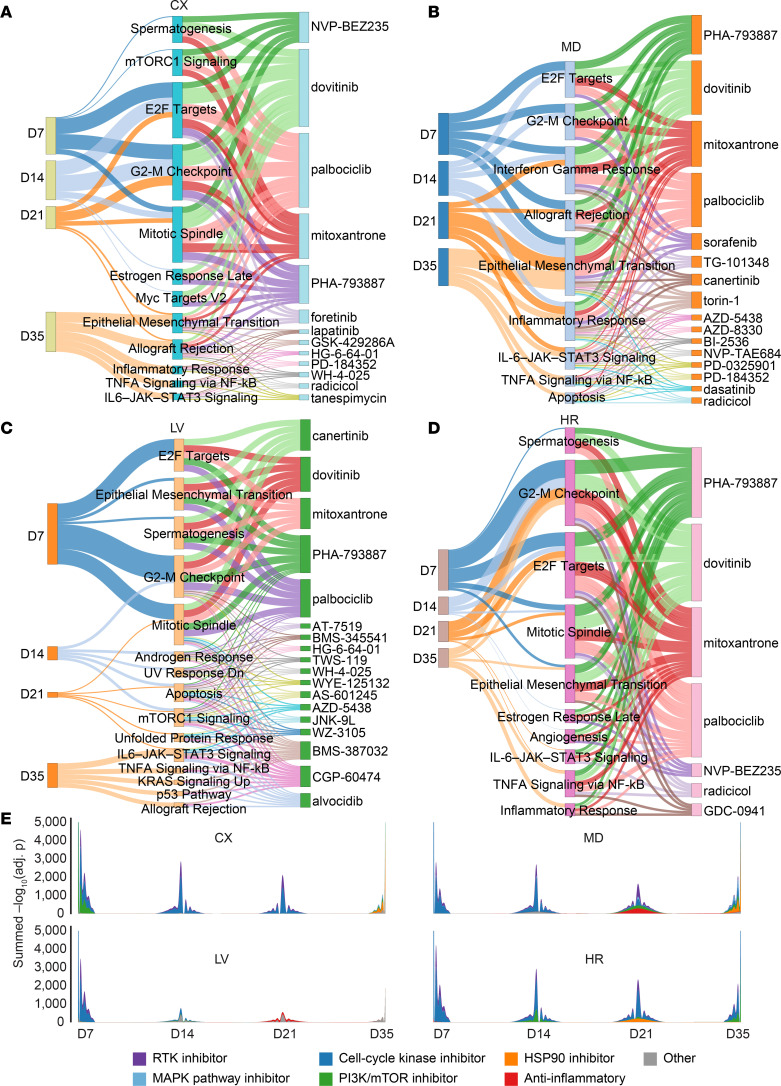
Temporal and organ-specific prediction of small-molecule modulators to target salt-induced hypertensive gene signatures. (**A**–**D**) Sankey diagrams integrating differential expression profiles with LINCS L1000 chemical perturbation signatures for significantly upregulated genes in the kidney cortex (**A**), kidney medulla (**B**), liver (**C**), and heart (**D**). Each network connects time points (days 7–35; left), enriched top 5 Hallmark pathways (middle), and the top predicted small molecules (right) prioritized for their potential to reverse disease-associated transcriptional changes. Edge thickness denotes −log_10_(*P*_adj_ value), indicating enrichment strength. (**E**) Stacked stream graphs show, for each tissue, the cumulative enrichment of small-molecule classes at each time point, represented as the summed –log_10_(*P*_adj_ value) of all compounds within each class. Peaks indicate phases when a given class is most strongly aligned with the organ-specific transcriptome. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *P*_adj_ indicates *P*_adj_ value. *n* = 6 male rats per group.

## Version 1 04/23/2026

In-Press Preview

## Version 2 06/22/2026

Electronic publication

## References

[1] GBD 2017 Causes of Death Collaborators (2018). Global, regional, and national age-sex-specific mortality for 282 causes of death in 195 countries and territories, 1980–2017: a systematic analysis for the Global Burden of Disease Study 2017. Lancet.

[2] GBD 2017 Risk Factor Collaborators (2018). Global, regional, and national comparative risk assessment of 84 behavioural, environmental and occupational, and metabolic risks or clusters of risks for 195 countries and territories, 1990–2017: a systematic analysis for the Global Burden of Disease Study 2017. Lancet.

[3] Mills KT (2020). The global epidemiology of hypertension. Nat Rev Nephrol.

[4] Mills KT (2016). Global disparities of hypertension prevalence and control: a systematic analysis of population-based studies from 90 countries. Circulation.

[5] Bailey MA, Dhaun N (2024). Salt sensitivity: causes, consequences, and recent advances. Hypertension.

[6] Nishimoto M (2024). Salt-sensitive hypertension and the kidney. Hypertension.

[7] Flores J Salt sensitivity of blood pressure and the role of the immune system in hypertension. Cardiol Rev.

[8] Laster M (2018). Kidney disease among African Americans: a population perspective. Am J Kidney Dis.

[9] Vogt L (2023). Novel mechanisms of salt-sensitive hypertension. Kidney Int.

[10] Majid DS (2015). Salt-sensitive hypertension: perspectives on intrarenal mechanisms. Curr Hypertens Rev.

[11] Peters RM, Flack JM (2000). Salt sensitivity and hypertension in African Americans: implications for cardiovascular nurses. Prog Cardiovasc Nurs.

[12] Ou-Yang YN (2022). Revealing the pathogenesis of salt-sensitive hypertension in Dahl salt-sensitive rats through integrated multi-omics analysis. Metabolites.

[13] Gao P (2022). Salt-induced hepatic inflammatory memory contributes to cardiovascular damage through epigenetic modulation of SIRT3. Circulation.

[14] Dahl LK (1962). Role of genetic factors in susceptibility to experimental hypertension due to chronic excess salt ingestion. Nature.

[15] Rapp JP (1982). Dahl salt-susceptible and salt-resistant rats. A review. Hypertension.

[16] Rapp JP (2000). Genetic analysis of inherited hypertension in the rat. Physiol Rev.

[17] (2006). The genetic dissection of essential hypertension. Nat Rev Genet.

[18] Abais-Battad JM (2019). Dietary effects on Dahl salt-sensitive hypertension, renal damage, and the T lymphocyte transcriptome. Hypertension.

[19] Rinschen MM (2022). Accelerated lysine metabolism conveys kidney protection in salt-sensitive hypertension. Nat Commun.

[20] Rinschen MM (2019). Metabolic rewiring of the hypertensive kidney. Sci Signal.

[21] De Miguel C (2010). T lymphocytes mediate hypertension and kidney damage in Dahl salt-sensitive rats. Am J Physiol Regul Integr Comp Physiol.

[22] Fehrenbach DJ (2019). Salt-sensitive increase in macrophages in the kidneys of Dahl SS rats. Am J Physiol Renal Physiol.

[23] Szklarczyk D (2023). The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. Nucleic Acids Res.

[24] Garcia-Alonso L (2019). Benchmark and integration of resources for the estimation of human transcription factor activities. Genome Res.

[25] Lachmann A (2010). ChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. Bioinformatics.

[26] Zheng Q (2025). Bidirectional histone monoaminylation dynamics regulate neural rhythmicity. Nature.

[27] Blondel VD (2008). Fast unfolding of communities in large networks. J Stat Mech.

[28] Keenan AB (2018). The library of integrated network-based cellular signatures NIH program: system-level cataloging of human cells response to perturbations. Cell Syst.

[29] Subramanian A (2017). A next generation connectivity map: L1000 platform and the first 1,000,000 Profiles. Cell.

[30] (2024). Renal medulla in hypertension. Hypertension.

[31] Zhao YC (2020). Nonalcoholic fatty liver disease: an emerging driver of hypertension. Hypertension.

[32] Motamed N (2017). Non-alcoholic fatty liver disease (NAFLD) and 10-year risk of cardiovascular diseases. Clin Res Hepatol Gastroenterol.

[33] Huh JH (2015). High dietary sodium intake assessed by estimated 24-h urinary sodium excretion is associated with NAFLD and hepatic fibrosis. PLoS One.

[34] Choi Y (2016). Dietary sodium and potassium intake in relation to non-alcoholic fatty liver disease. Br J Nutr.

[35] Wu S (2016). Association of non-alcoholic fatty liver disease with major adverse cardiovascular events: a systematic review and meta-analysis. Sci Rep.

[36] Chen H (2025). Adding salt to foods increases the risk of metabolic dysfunction-associated steatotic liver disease. Commun Med (Lond).

[37] Guyton AC (1991). Blood pressure control--special role of the kidneys and body fluids. Science.

[38] Susic D (2009). Angiotensin blockade prevents salt-induced injury of the renal circulation in spontaneously hypertensive rats. Am J Nephrol.

[39] Fujita T (2014). Mechanism of salt-sensitive hypertension: focus on adrenal and sympathetic nervous systems. J Am Soc Nephrol.

[40] Savoia C (2011). Vascular inflammation and endothelial dysfunction in experimental hypertension. Int J Hypertens.

[41] Touyz RM (2000). Oxidative stress and vascular damage in hypertension. Curr Hypertens Rep.

[42] Ritterhoff J (2020). Metabolic remodeling promotes cardiac hypertrophy by directing glucose to aspartate biosynthesis. Circ Res.

[43] Li J (2019). Metabolic changes in spontaneously hypertensive rat hearts precede cardiac dysfunction and left ventricular hypertrophy. J Am Heart Assoc.

[44] Burchfield JS (2013). Pathological ventricular remodeling: mechanisms: part 1 of 2. Circulation.

[45] Hill JA, Olson EN (2008). Cardiac plasticity. N Engl J Med.

[46] van Berlo JH (2013). Signaling effectors underlying pathologic growth and remodeling of the heart. J Clin Invest.

[47] Hilfiker-Kleiner D (2006). Molecular mechanisms in heart failure: focus on cardiac hypertrophy, inflammation, angiogenesis, and apoptosis. J Am Coll Cardiol.

[48] Ma F (2012). Macrophage-stimulated cardiac fibroblast production of IL-6 is essential for TGF β/Smad activation and cardiac fibrosis induced by angiotensin II. PLoS One.

[49] Chen F (2017). Interleukin-6 deficiency attenuates angiotensin II-induced cardiac pathogenesis with increased myocyte hypertrophy. Biochem Biophys Res Commun.

[50] Galichon P (2024). Energy depletion by cell proliferation sensitizes the kidney epithelial cells to injury. Am J Physiol Renal Physiol.

[51] DiRocco DP (2014). CDK4/6 inhibition induces epithelial cell cycle arrest and ameliorates acute kidney injury. Am J Physiol Renal Physiol.

[52] Ahuja P (2007). Cardiac myocyte cell cycle control in development, disease, and regeneration. Physiol Rev.

[53] Schiattarella GG, Hill JA (2015). Inhibition of hypertrophy is a good therapeutic strategy in ventricular pressure overload. Circulation.

[54] Lee K (2021). Epithelial proliferation and cell cycle dysregulation in kidney injury and disease. Kidney Int.

[55] Chen D (2017). BCL6 attenuates renal inflammation via negative regulation of NLRP3 transcription. Cell Death Dis.

[56] Gu Y (2025). BCL6 alleviates hepatic ischemia/reperfusion injury via recruiting SIRT1 to repress the NF-κB/NLRP3 pathway. Transplantation.

[57] Sommars MA (2019). Dynamic repression by BCL6 controls the genome-wide liver response to fasting and steatosis. Elife.

[58] Liongue C (2024). B cell lymphoma 6 (BCL6): a conserved regulator of immunity and beyond. Int J Mol Sci.

[59] Zhou T (2018). Runt-related transcription factor 1 (RUNX1) promotes TGF-β-induced renal tubular epithelial-to-mesenchymal transition (EMT) and renal fibrosis through the PI3K subunit p110δ. EBioMedicine.

[60] Dubey S (2022). Inhibition of RUNX1 blocks the differentiation of lung fibroblasts to myofibroblasts. J Cell Physiol.

[61] Riddell A (2020). RUNX1: an emerging therapeutic target for cardiovascular disease. Cardiovasc Res.

[62] Martin TP (2023). Ribonucleicacid interference or small molecule inhibition of Runx1 in the border zone prevents cardiac contractile dysfunction following myocardial infarction. Cardiovasc Res.

[63] Jeong EM (2022). Targeting RUNX1 as a novel treatment modality for pulmonary arterial hypertension. Cardiovasc Res.

[64] Crider KS (2012). Folate and DNA methylation: a review of molecular mechanisms and the evidence for folate’s role. Adv Nutr.

[65] Klerk M (2002). MTHFR 677C-->T polymorphism and risk of coronary heart disease: a meta-analysis. JAMA.

[66] Raghubeer S, Matsha TE (2021). Methylenetetrahydrofolate (MTHFR), the one-carbon cycle, and cardiovascular risks. Nutrients.

[67] Xue C (2023). Tryptophan metabolism in health and disease. Cell Metab.

[68] Torosyan R (2021). Hypoxic preconditioning protects against ischemic kidney injury through the IDO1/kynurenine pathway. Cell Rep.

[69] Grigorova YN (2018). Dietary sodium restriction reduces arterial stiffness, vascular TGF-β-dependent fibrosis and marinobufagenin in young normotensive rats. Int J Mol Sci.

[70] DuPont JJ (2013). High dietary sodium intake impairs endothelium-dependent dilation in healthy salt-resistant humans. J Hypertens.

[71] Matthews EL (2015). High dietary sodium reduces brachial artery flow-mediated dilation in humans with salt-sensitive and salt-resistant blood pressure. J Appl Physiol (1985).

[72] McLoone VI (2009). A multi-component model of the dynamics of salt-induced hypertension in Dahl-S rats. BMC Physiol.

[73] Van Vliet BN (2006). Distinct rapid and slow phases of salt-induced hypertension in Dahl salt-sensitive rats. J Hypertens.

[74] Arkhipov SN (2024). Dissociation of hypertension and renal damage after cessation of high-salt diet in Dahl rats. Hypertension.

[75] McMullen JR (2004). Inhibition of mTOR signaling with rapamycin regresses established cardiac hypertrophy induced by pressure overload. Circulation.

[76] Hilfiker-Kleiner D (2010). Continuous glycoprotein-130-mediated signal transducer and activator of transcription-3 activation promotes inflammation, left ventricular rupture, and adverse outcome in subacute myocardial infarction. Circulation.

[77] Guo B (2024). Targeting the JAK2/STAT3 signaling pathway with natural plants and phytochemical ingredients: a novel therapeutic method for combatting cardiovascular diseases. Biomed Pharmacother.

[78] Di X (2025). Targeting fibrosis: from molecular mechanisms to advanced therapies. Adv Sci (Weinh).

[79] Bueno OF (2000). The MEK1-ERK1/2 signaling pathway promotes compensated cardiac hypertrophy in transgenic mice. EMBO J.

[80] Mohammed KAK (2024). MEK inhibitors: a promising targeted therapy for cardiovascular disease. Front Cardiovasc Med.

[82] Palygin O (2017). Essential role of Kir5.1 channels in renal salt handling and blood pressure control. JCI Insight.

[83] Khedr S (2024). Role of cGAS/STING pathway in aging and sexual dimorphism in diabetic kidney disease. JCI Insight.

# Supplementary material for: Longitudinal multiorgan transcriptomic atlas of salt-induced hypertension
**Source:** JCI Insight. 2026 Apr 23;11(12):e200841. doi: 10.1172/jci.insight.200841

Supplemental Material

Longitudinal multiorgan transcriptomic atlas of salt-induced hypertension

Ratnakar Tiwari^{1,*}, Olha Kravtsova¹, Lashodya V. Dissanayake¹, Melissa Lowe¹, Biyang Xu¹, Vladislav Levchenko¹, Steven Didik¹, Ruslan Bohovyk¹, Daria V. Ilatovskaya², Oleg Palygin³, Alexander Staruschenko^{1,4,5,*}

Running title: Transcriptomic Atlas of Salt-Induced Hypertension

Alexander Staruschenko,
Contact number: .

SUPPLEMENTAL METHODS

Transcriptomic analysis

Analyses were conducted in RStudio (v4.3.1) using DESeq2, tidyverse, ComplexHeatmap, msigdb, enrichR, STRINGdb, and other required packages. Counts were processed using the variance-stabilizing transformation (VST) in DESeq2 for unsupervised dimensionality reduction and visualization. Principal component analysis (PCA) was applied using the prcomp function, and the first two components were plotted to assess organ- and time point-specific separation. Sample-sample Pearson correlations were computed on the full VST matrix and visualized as annotated heatmaps using pheatmap. To capture non-linear structure, uniform manifold approximation and projection (UMAP) embeddings were generated (uwot, n_neighbors = 15, min_dist = 0.1) and visualized with ggplot2. Volcano plots were generated using counts per gene ID per organ-time point combination, with upregulated, downregulated, and nonsignificant genes distinguished by color. For each comparison, DEGs were intersected across tissues and time points to identify shared and unique responses. Common DEGs were visualized using Venn diagrams based on gene symbols (VennDiagram), clustered heatmaps (pheatmap), and subjected to Gene Ontology Biological Process (GO-BP), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Hallmark enrichment via clusterProfiler and msigdb. Enrichment was performed using an over-representation analysis (ORA) framework.

Pathway activity scoring and trajectory analysis

Transcriptome-wide pathway activity was quantified using 50 Hallmark gene sets (MSigDB v7.5.1). Pathway scores were computed as the mean $\log_2$ fold change ($\log_2$ FC) for all genes in each set across organ-time point combinations, yielding a 50×16 matrix. These scores were visualized as heatmaps, ridge plots (ggridges), and Euclidean distance trajectories relative to baseline to capture global shifts. Inter-organ pathway similarity was evaluated using pairwise Pearson correlation of pathway vectors and displayed as correlation heatmaps. Hierarchical clustering (Ward's method, Euclidean distance) identified stable modules of co-regulated pathways, with cluster identity and biological function annotated. UMAP and multidimensional scaling (MDS) were applied to visualize higher-order pathway dynamics. Organ-specific patterns were highlighted by extracting the top 10 most variable pathways per tissue and plotting temporal trajectories. Directionality of pathway regulation (up vs. down) was summarized using stacked bar plots across time.

Protein-protein interaction analysis

To interrogate gene-level convergence, protein-protein interaction (PPI) networks were constructed for common DEGs at early (D7) and late (D35) time points using the STRING database (1) (v11, score > 700). Networks were clustered using Louvain community detection (2) (igraph) and annotated via module-level enrichment against Hallmark gene sets. Visualizations were rendered with ggraph, where nodes represent proteins sized by connectivity and colored by module identity.

Upstream transcription factor and network analysis

Transcription factor (TF) enrichment was performed using ChEA 2022 (3) via the enrichr R interface. To enable compatibility with human TF databases, rat DEGs were mapped to human orthologs using a tiered approach combining Ensembl BioMart, g:Profiler, and HomoloGene. Enrichment analysis was conducted separately for each organ and time point. The top 10 enriched TFs per condition were visualized using faceted bubble plots. A presence–absence matrix was used to classify TFs as shared or organ-unique and visualized using concentric donut plots and Venn diagrams. TF–target interactions were mapped using ChEA and overlaid with expression heatmaps to highlight regulatory architecture. Target gene sets were further subjected to GO and Hallmark pathway analysis.

To capture global variation in TF activity, dimensionality reduction was performed on the TF log₂ FC matrix using PCA and UMAP. Organ-specific trajectories were visualized across the time course (D7 to D35). To determine the most organ-discriminative TFs at each time point, we trained Random Forest classifiers independently for each day using TFs log₂ FC values as predictors and organ identity as the response variable. The mean decrease in Gini was used to rank TF importance and highlight top organ-informative regulators.

Transcriptomic-GWAS integration analysis

To link transcriptomic signatures with human disease relevance, we integrated rat DEGs with human GWAS loci for hypertension and CKD (NHGRI-EBI GWAS Catalog, release e114_r2025-05-13). Rat–human orthologs were derived as described above. Overlap statistics were evaluated using Fisher’s exact test and overlap genes (hypertension: *n* = 100; CKD: *n* = 143) were profiled across all organs–time point combinations. Z-score normalized heatmaps were used to assess expression dynamics. ORA (GO-BP, KEGG, Reactome) was performed using clusterProfiler and ReactomePA. PPI networks were reconstructed for overlap genes and analyzed using STRING and Louvain clustering to identify disease-relevant modules, which were annotated by GO enrichment and visualized with ggraph.

Drug perturbation analysis

To systematically identify compounds that can rescue salt-induced hypertension-associated transcriptional changes, ORA was performed against the Library of Integrated Network-Based Cellular Signatures (LINCS) L1000 chemical perturbation databases using enrichr (4). The LINCS L1000 resource provides a large compendium of gene-expression profiles elicited by hundreds of small molecules across diverse human cell types, thereby enabling direct linkage of disease signatures to candidate pharmacological modulators (5, 6). For each DEG set, upregulated genes were queried against LINCS_L1000_Chem_Pert_down signatures, representing compounds predicted to reverse the observed gene induction, whereas downregulated genes were tested against LINCS_L1000_Chem_Pert_up signatures, representing compounds predicted to restore suppressed gene expression. The top ten enriched compounds per group were retained. The enrichment results were merged and duplicate entries with identical compound labels collapsed by retaining the instance with the lowest adjusted *P* value. The compound terms that differed in

exposure time were also preserved as distinct entries. To provide complementary biological context for the chemical perturbation results, enrichment against the MSigDB Hallmark 2020 gene sets was conducted in parallel. For each gene set, the top five Hallmark pathways were selected based on adjusted *P* values, supporting the mechanistic interpretation of compound–disease relationships by anchoring transcriptional signatures within biological processes. Sankey diagrams were constructed to visualize temporal and pharmacological relationships. Edges connecting each time-point to enriched Hallmark pathways had line widths scaled as $5 \times (-\log_{10} \text{ adjusted } P \text{ value})$ to emphasize temporal signal strength, while edges linking pathways to LINCS compounds were weighted proportionally to the unscaled $-\log_{10}$ adjusted *P* value. Networks were generated using the networkD3 R package. Further, identified drugs were categorized manually based on their reported primary targets or mechanisms of action then collapsed into broader therapeutic categories: receptor tyrosine kinase (RTK) inhibitors (including compounds targeting EGFR, HER2, VEGFR, FGFR, ALK, and related kinases), MAPK pathway inhibitors (targeting BRAF, RAF, MEK, ERK, and p38), cell-cycle kinase inhibitors (encompassing CDK, PLK, and CHK inhibitors), PI3K/mTOR inhibitors, HSP90 inhibitors, and anti-inflammatory agents (including JAK, JNK, IKK, NF- κ B). Compounds that did not match any of these criteria were classified as “Other.” For each tissue and time point, we created an aggregate enrichment score by summing the $-\log_{10}$ of the adjusted *P* values for every compound in a given drug class. These class-level scores were winsorized at 5000 to prevent extremely small *P* values from dominating the visualization. Streamgraphs were then produced with the ggstream and ggplot2 R packages.

Histopathological analysis

For histological evaluation of the kidney, liver, and heart, tissue samples were fixed in 10% zinc-buffered formalin, and paraffin-embedded blocks were prepared. Sections of 4 μm thickness were cut and stained with Masson’s trichrome for fibrosis assessment and hematoxylin and eosin (H&E) for injury scoring. Whole-slide images were scanned, and quantitative analyses were performed using QuPath software (v0.5.1) (7). For kidney injury scoring, each whole-kidney section was divided into $1000 \times 500 \mu\text{m}$ fields, and the cortex and medulla were evaluated separately using a semi-quantitative scoring system. Scores were assigned based on the percentage of tissue area affected by necrosis, brush border loss, cast formation, and tubular dilation: 0 = no injury; 1 = <10%; 2 = 11–25%; 3 = 26–50%; and 4 = >50% injury in the field. More than 100 cortical fields and over 50 medullary fields per animal were analyzed. Fibrosis quantification was performed by calculating the percentage of Masson’s trichrome-positive area separately for cortex and medulla. In the heart and liver, perivascular fibrosis was quantified. Over 20 vessels per sample were selected based on size and shape. Collagen surrounding these vessels was measured as perivascular collagen. The percentage of collagen was calculated by analyzing the ratio of positively stained (blue) pixels to total pixels within each vessel's perivascular region. Histopathological assessment and analysis were conducted by investigators blinded to group allocation.

Serum and urine analysis

Electrolyte and creatinine concentrations in urine and plasma were measured using a blood gas analyzer (ABL800 FLEX, Radiometer America Inc.). Urinary albumin concentrations were quantified using a fluorescence-based dye-binding assay adapted for rat samples. A dilution series

of rat serum albumin standards (0.0032–0.2 mg/mL) was prepared in Buffer B (standard diluent: Milli-Q water with buffering salts), and rat urine samples were diluted 1:10 in the same buffer. Twenty-five microliters of each standard or sample were plated in duplicate into a 96-well plate. A working dye solution was prepared fresh by diluting lyophilized AM3 dye (resuspended in isopropanol) 1:50 in Buffer A, a MOPS-based buffer containing 10% isopropanol. Following the addition of 150 μ L of working dye per well, plates were incubated for 5 minutes at room temperature in the dark. Fluorescence was measured using a microplate reader (excitation: 560 nm; emission: 620 nm). Albumin concentrations were calculated by interpolating sample values from a standard curve, corrected for blank values, and dilution factor as reported previously (8).

REFERENCES

1. Szklarczyk D, et al. The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. *Nucleic Acids Res.* 2023;51(D1):D638-D46.
2. Blondel VD, et al. Fast unfolding of communities in large networks. *J Stat Mech.* 2008;2008(10):P10008.
3. Lachmann A, et al. ChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. *Bioinformatics.* 2010;26(19):2438-44.
4. Xie Z, et al. Gene Set Knowledge Discovery with Enrichr. *Curr Protoc.* 2021;1(3):e90.
5. Keenan AB, et al. The Library of Integrated Network-Based Cellular Signatures NIH Program: System-Level Cataloging of Human Cells Response to Perturbations. *Cell Syst.* 2018;6(1):13-24.
6. Subramanian A, et al. A Next Generation Connectivity Map: L1000 Platform and the First 1,000,000 Profiles. *Cell.* 2017;171(6):1437-52.e17.
7. Humphries MP, et al. QuPath: The global impact of an open source digital pathology system. *Comput Struct Biotechnol J.* 2021;19:852-9.
8. Rinschen MM, et al. Accelerated lysine metabolism conveys kidney protection in salt-sensitive hypertension. *Nat Commun.* 2022;13(1):4099.

SUPPLEMENTAL FIGURES

Figure S1. Effects of high salt diet on blood pressure and tissue-specific transcriptional profiles. **A.** Mean arterial pressure (MAP) in male Dahl SS rats fed normal salt (NS) or high salt (HS, 4% NaCl) diet. Two-way repeated-measures ANOVA was used. The inset box summarizes the two-way ANOVA results, showing significant main effects of time (**** $P < 0.0001$) and diet (** $P < 0.01$), as well as a significant time and diet interaction (**** $P < 0.0001$). Post hoc pairwise comparisons between HS and NS at each time point were performed with Šídák's correction and significance levels are indicated on the graph as * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, and **** $P < 0.0001$, with ns indicating not significant. Data are presented as mean $\pm$ standard error of the mean (SEM). $n = 4-9$ male rats per group. **B.** Principal component analysis (PCA) of variance-stabilized (VST) RNA-seq counts from kidney cortex, kidney medulla, liver, and heart tissues obtained from a separate cohort (not subjected to telemetry surgery to avoid surgery-related transcriptomic changes) under NS conditions and after 7, 14, 21, and 35 days of HS diet. **C.** Rank-abundance distributions of log-transformed transcript counts for each organ across experimental time points. Genes are ordered from highest to lowest mean expression on the x-axis, with abundance plotted on the y-axis. Colored lines show consistent global transcript abundance distributions across organs and time points. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. $n = 6$ male rats per group.

Figure S2. Volcano plot analysis reveals organ-specific and temporal patterns of gene regulation under high salt diet-induced hypertension. Volcano plots showing differential gene expression ($\log_2$ fold change vs $-\log_{10}$ adjusted P value) in the kidney cortex, kidney medulla, liver, and heart at days 7, 14, 21, and 35 relative to their respective controls. Significantly upregulated genes are shown in red, downregulated genes in blue, and non-significant genes in gray. Numeric labels above each plot indicate counts of upregulated (Up), downregulated (Down), and non-significant (NS) genes. Genes with $|\log_2$ fold change| ≥ 0.585 , equivalent to a fold change ≥ 1.5 with adjusted $P < 0.05$ were considered significant. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. adj. p indicates adjusted P value. $n = 6$ male rats per group.

Figure S3. Electrolyte, histological, and molecular changes during salt-induced hypertension in Dahl SS rats. **A–E.** Electrolyte measurements showing urinary sodium-to-creatinine ratio (Na/Cr) (**A**), urinary chloride-to-creatinine ratio (Cl/Cr) (**B**), blood sodium (Na) (**C**), blood chloride (Cl) (**D**), and blood pH (**E**) in normal salt controls (NS) and at days 7, 14, 21, and 35 of high salt (HS) diet. **F.** Representative Masson's trichrome images of liver and heart from NS and HS diet-fed rats at days 7, 14, 21, and 35. Collagen (fibrosis) is blue; parenchyma/myocardium is red. Scale bars, 100 μm . **G.** Semi-quantitative analysis of Trichrome-positive area (%) in liver and heart (perivascular region) across time points. **H.** Heatmaps show $\log_2$ fold-change (vs NS) expression of selected genes associated with fibrosis and inflammation at each time point in liver and heart. Expression levels of genes were extracted from RNA-seq analysis. For **A–G**, Data are shown as mean $\pm$ standard error of the mean (SEM). One-way ANOVA with Šídák's multiple comparisons test was used. Statistical comparison is vs NS; ns, not significant; * $P < 0.05$; ** $P < 0.01$; **** $P < 0.0001$; $n = 4-8$ male rats per group. For **H**, Asterisks denote Benjamini–Hochberg adjusted- P thresholds (adj. P). *adj. $P < 0.05$; **adj. $P < 0.01$; ***adj. $P < 0.001$; $n = 6$ male rats per group. D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *Vcam1*, vascular

cell adhesion molecule 1; *Tgfb1*, transforming growth factor beta 1; *Icam1*, intercellular adhesion molecule 1; *Got1*, glutamic-oxaloacetic transaminase 1; *Col3a1*, collagen type III alpha 1 chain; *Loxl2*, lysyl oxidase like 2.

Figure S4. High salt diet-induced hypertension promotes progressive, region-specific injury in the kidney. Dahl SS rats were maintained on a normal salt (NS; 0.4% NaCl) or switched to a high salt (HS; 4% NaCl) diet for 7, 14, 21, or 35 days. **A.** Kidney weight normalized to body weight (g/kg). **B.** 24-hour urine volume (mL/day). **C.** Urine albumin-to-creatinine ratio (Alb/Cr). **D.** Serum creatinine concentration (mg/dL). **E.** Representative hematoxylin and eosin (H&E; top two rows) and Masson's trichrome (bottom two rows) staining of renal cortex and medulla from NS- and HS-fed rats at the indicated time points (scale bars show 100 μ m). **F–G.** Injury scores in cortex (**F**) and medulla (**G**). **H–I.** Percentage of cast-positive area in cortex (**H**) and medulla (**I**). **J–K.** Percentages of Masson's trichrome positive area in cortex (**J**) and medulla (**K**). Data are shown as mean $\pm$ standard error of the mean (SEM); $n = 4$ –15 male rats per group. For **A–D** and **F–K**, one-way ANOVA with Šídák's multiple comparisons was used. * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$; ns, not significant. **L.** Heatmaps of selected genes associated with injury, fibrosis, and inflammation showing log₂ fold-change (vs NS) at each time point in cortex and medulla. Expression of genes was extracted from RNA-seq analysis. On the heatmap, asterisks denote Benjamini–Hochberg adjusted P thresholds (*adj. P*). **adj. P* < 0.05; ***adj. P* < 0.01; ****adj. P* < 0.001; $n = 6$ male rats per group. D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. *Havcr1*, hepatitis A virus cellular receptor 1 (kidney injury molecule-1); *Lcn2*, lipocalin 2; *Spp1*, secreted phosphoprotein 1; *Loxl2*, lysyl oxidase like 2; *Acta2*, actin alpha 2, smooth muscle; *Tgfb1*, transforming growth factor beta 1; *Colla1*, collagen type I alpha 1 chain; *Colla2*, collagen type I alpha 2 chain.

Figure S5. Temporal dynamics of highly variable pathways across organs. Line plots showing temporal trajectories of the top 10 most variable Hallmark pathways within each tissue. The dotted line denotes control levels; pathways above the line are upregulated, while those below are downregulated. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. $n = 6$ male rats per group.

Figure S6. Unsupervised clustering of Hallmark pathway trajectories. **A.** UMAP visualization of Hallmark pathway profiles shows four distinct clusters based on their expression patterns across different tissues and time points (days 7–35). Each point represents a pathway, colored by its assigned cluster. Pathways in Cluster 1 (red) are enriched for mitochondrial and lipid metabolism processes. Cluster 2 (blue) includes immune and inflammatory response pathways. Cluster 3 (green) contains a broad range of metabolic, stress response, and developmental pathways. Cluster 4 (purple) groups cell cycle-related pathways including E2F targets and G2M checkpoint. **B.** Silhouette score plot used to determine the optimal number of clusters ($k = 4$), based on average silhouette width across $k = 2$ –8. EMT, epithelial–mesenchymal transition. $n = 6$ male rats per group.

Figure S7. GO Biological Process (GO-BP) enrichment of genes commonly dysregulated across all four tissues in high salt diet-induced hypertension. Differentially expressed genes shared among the kidney cortex, kidney medulla, liver, and heart at days 7 and 35 were analyzed

for Gene Ontology Biological Process (GO-BP) enrichment. **A** and **B** show results for day 7, with panel **A** depicting the top 10 enriched GO-BP terms and panel **B** showing the GO-BP enrichment map visualizing semantic similarity networks among enriched terms. **C** and **D** show results for day 35, with panel **C** depicting the top 10 enriched GO-BP terms and panel **D** showing the GO-BP enrichment map visualizing semantic similarity networks among enriched terms. Node size reflects gene set size and color intensity indicates statistical significance. D7, day 7; D35, day 35; adj. p, adjusted P value. $n = 6$ male rats per group.

Figure S8. High salt diet-induced hypertension dynamically regulates biological processes across organs and time points. Bubble plots show the top 5 enriched GO Biological Process (GO-BP) terms (adjusted $P < 0.05$) identified from all significant differentially expressed genes ($|\log_2 \text{fold change}| \geq 0.585$, equivalent to a fold change ≥ 1.5 with adjusted $P < 0.05$) in the kidney cortex, kidney medulla, liver, and heart at days 7, 14, 21, and 35. Dot size represents the number of overlapping genes, and color denotes statistical significance ($-\log_{10}$ adjusted P). Results highlight dynamic organ- and time-specific regulation of processes including cell division, immune response, metabolic activity, and tissue-specific programs. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. adj. p indicates adjusted P value. $n = 6$ male rats per group.

Figure S9. Distinct temporal and organ-specific Hallmark pathways engaged by high salt diet-induced hypertension. Bubble plots depict the top enriched Hallmark pathways (adjusted $P < 0.05$) derived from significantly altered genes ($|\log_2 \text{fold change}| \geq 0.585$, equivalent to a fold change ≥ 1.5 with adjusted $P < 0.05$) in the kidney cortex, kidney medulla, liver, and heart at days 7, 14, 21, and 35. Circle size indicates the number of overlapping genes, and color denotes statistical significance ($-\log_{10}$ adjusted P). CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. adj. p indicates adjusted P value. $n = 6$ male rats per group.

Figure S10. Transcription factor enrichment analysis using ChIP-X Enrichment Analysis (ChEA) reveals dynamic, tissue- and time-specific regulators of high salt diet-induced hypertension. Bubble plots show the top enriched transcription factors identified by ChEA analysis (adjusted $P < 0.05$) using significantly altered genes from the kidney cortex, kidney medulla, liver, and heart at days 7, 14, 21, and 35. Dot size represents the number of overlapping target genes regulated by each transcription factor, while color intensity denotes statistical significance ($-\log_{10}$ adjusted P). Results highlight distinct temporal and tissue-specific TFs underlying hypertension-associated transcriptional remodeling. TF, transcription factors; CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. adj. p indicates adjusted P value. $n = 6$ male rats per group.

Figure S11. Temporal dynamics and organ-specific divergence of transcription factor programs in response to high salt diet-induced hypertension. **A.** Heatmap showing $\log_2$ -fold changes of 79 transcription factors differentially expressed ($|\log_2 \text{fold change}| \geq 0.585$, equivalent to a fold change ≥ 1.5 ; adjusted $P < 0.05$) across the kidney cortex, kidney medulla, liver, and heart. **B.** Principal Component Analysis (PCA, top) and Uniform Manifold Approximation and Projection (UMAP, bottom) of transcription factor $\log_2$ -fold-change profiles, capturing tissue and

temporal trajectories from day 7 to day 35. Time points were connected sequentially to guide visualization of transcriptional shifts across the disease course within each tissue. Divergent transcription factor program evolution is most evident in the medulla and liver, with subtler differences in the heart and cortex. **C.** Top ten transcription factors most discriminatory for organ type at each time point, identified by Random Forest classification. Bar lengths indicate variable importance, measured by mean decrease in Gini, reflecting dynamic shifts in transcriptional regulators that drive organ-specific responses over time. TF, transcription factors; CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. $n = 6$ male rats per group.

Figure S12. Integration of Dahl SS rat transcriptome with human genome-wide association studies (GWAS) loci identifies conserved gene networks underlying hypertension and kidney disease. **A and B.** Integration of rat transcriptomic data with human GWAS identified a significant enrichment of overlap genes associated with hypertension (**A**) and chronic kidney disease (CKD; **B**). Venn diagrams show the intersection between rat DEGs and GWAS loci-associated genes, revealing non-random convergence (hypertension: $P < 0.0001$, odds ratio = 2.4; CKD: $P < 0.0001$, odds ratio = 3.8; Fisher's exact test). **C and D.** Enriched pathways from GWAS-overlapping genes revealed coherent biological processes in hypertension (**C**), and CKD-overlap genes (**D**). **E and F.** Protein-protein interaction (PPI) networks constructed from GWAS-overlap genes, revealing distinct modular architectures (STRING: score > 400 for hypertension, > 700 for CKD). Louvain clustering identified discrete protein communities, each annotated by its most significantly enriched GO-BP term. Node size corresponds to degree centrality; edge width reflects interaction strength; colors denote module identity. adj. p indicates adjusted P value.

Figure S13. Temporal and organ-specific dynamics of genes overlapping human GWAS loci for hypertension and chronic kidney disease in salt-induced hypertension. **A and B.** Heatmaps showing Z-scored $\log_2$ fold-changes of rat orthologs overlapping with human GWAS loci for hypertension (**A**) and chronic kidney disease (CKD; **B**) across the kidney cortex, kidney medulla, liver, and heart at days 7, 14, 21, and 35 following high salt diet in Dahl SS rats. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. $n = 6$ male rats per group.

Figure S14. GWAS-overlap genes reveal divergent biological pathways for hypertension and chronic kidney disease in Dahl SS rats. **A.** Comparative Gene Ontology Biological Process (GO-BP) enrichment reveals disease-specific biological processes enriched in the hypertension and CKD overlap sets. **B and C.** KEGG and Reactome enriched terms for hypertension-overlap genes. Top pathways include cortisol and renin synthesis and secretion, ECM–receptor interaction, and extracellular matrix organization, implicating stress-responsive and structural remodeling pathways in hypertensive injury. **D and E.** KEGG and Reactome enriched terms of CKD-overlap genes reveal enrichment of metabolic processes, including fatty acid oxidation, cytochrome P450-mediated detoxification, bile acid transport, and tryptophan metabolism. adj. p indicates adjusted P value.

Figure S15. Temporal and organ-specific prediction of small molecules targeting downregulated gene programs in salt-induced hypertension. **A–D.** Sankey diagrams

integrating differential expression profiles with LINCS L1000 chemical perturbation signatures for significantly downregulated genes in the kidney cortex (**A**), kidney medulla (**B**), liver (**C**), and heart (**D**). Each network connects time points (D7–D35; left), enriched top five Hallmark pathways (middle), and the top predicted small molecules (right) prioritized for their potential to restore suppressed biological programs. Edge thickness denotes $-\log_{10}$ (adjusted P value), indicating enrichment strength. CX, cortex; MD, medulla; LV, liver; HR, heart; D7, day 7; D14, day 14; D21, day 21; and D35, day 35 time points. $n = 6$ male rats per group.

Figure S1

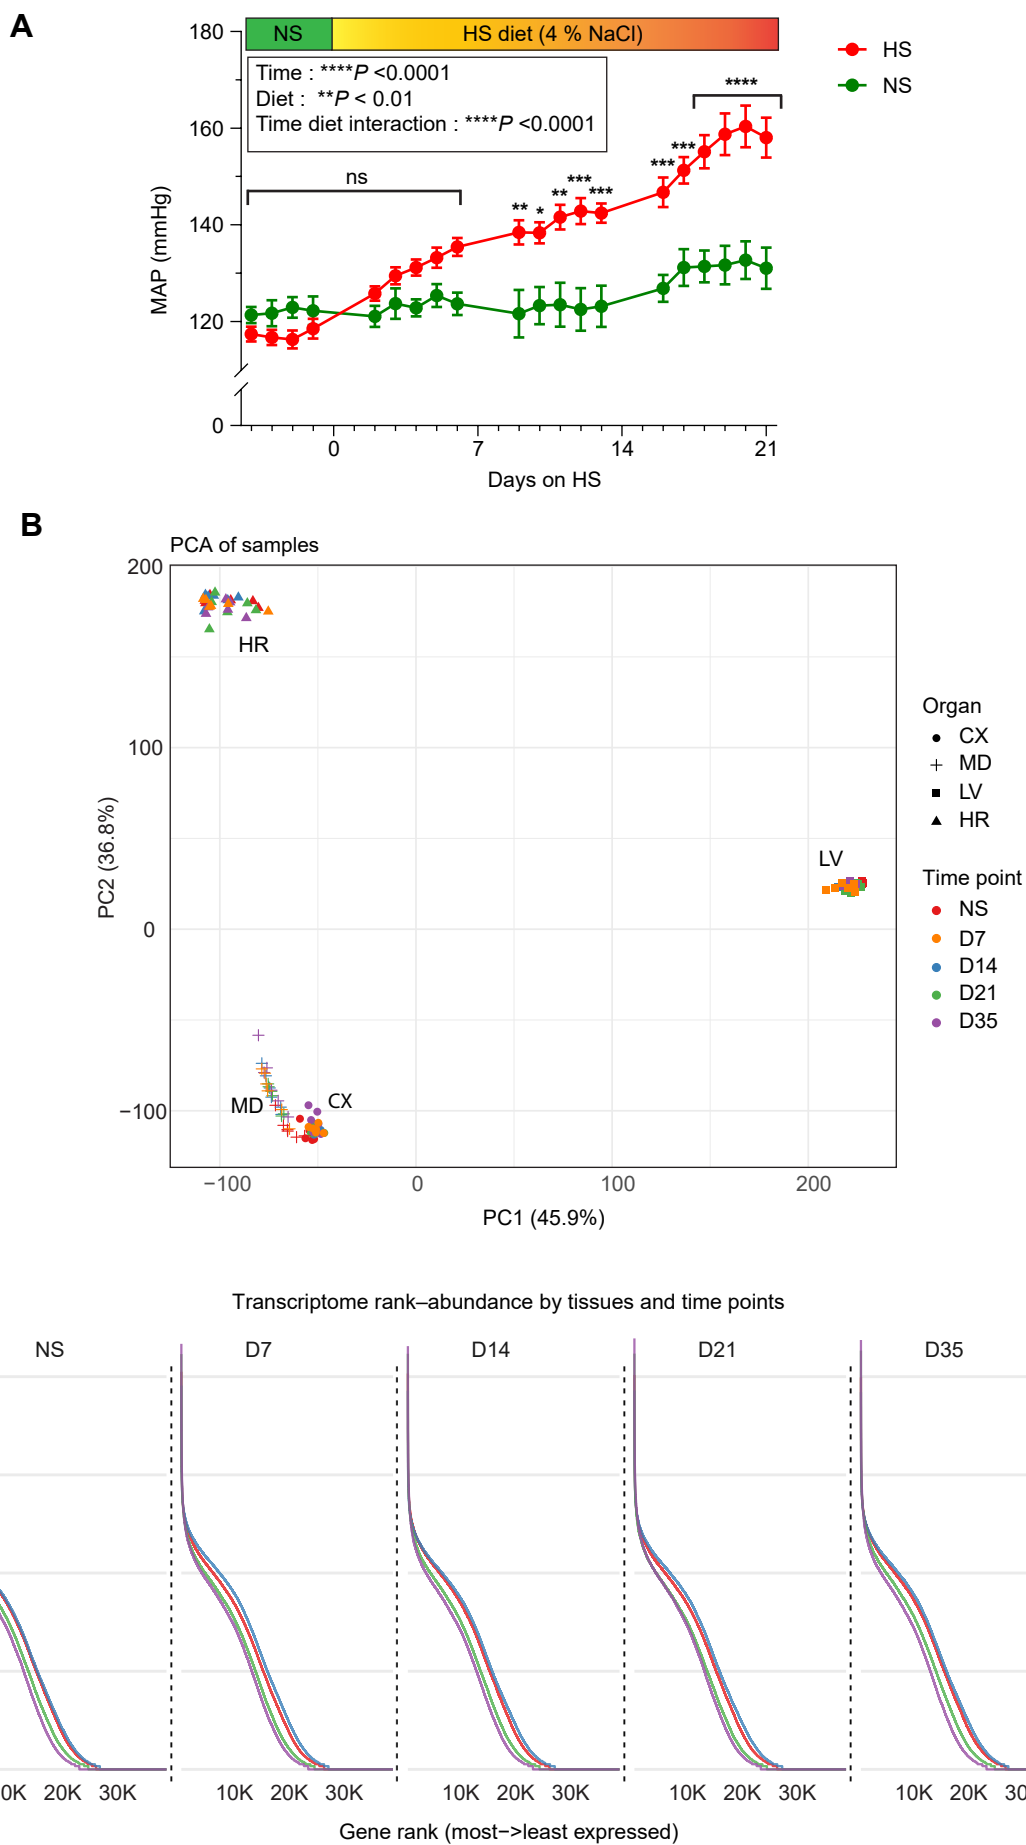

Figure S2

Volcano plot – CX

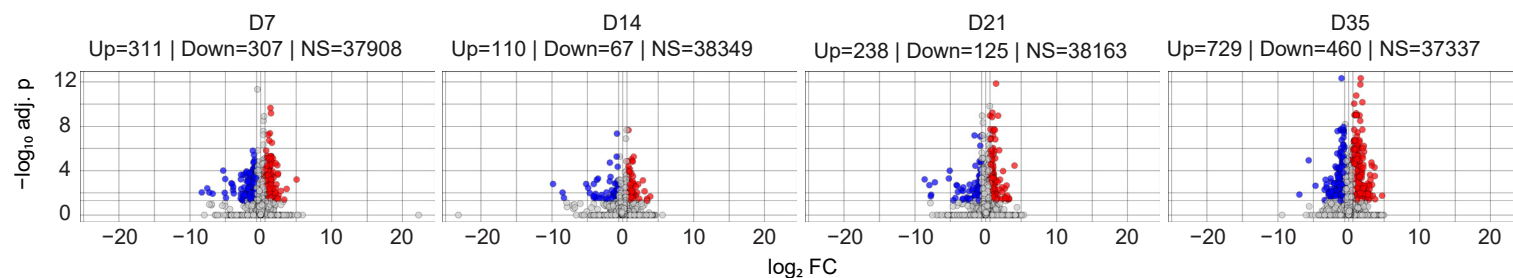

Volcano plot – MD

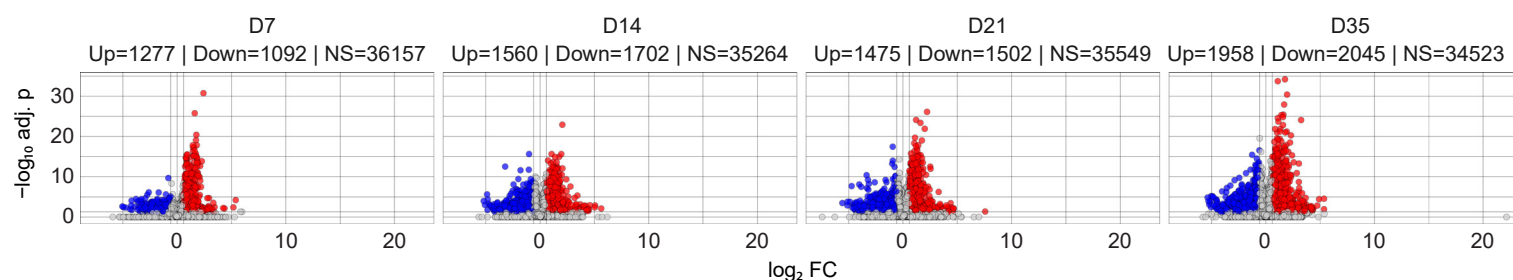

Volcano plot – LV

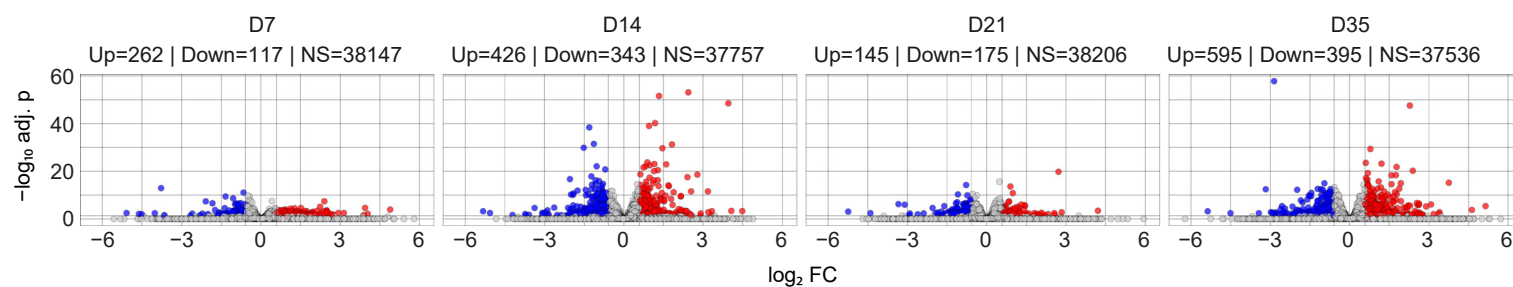

Volcano plot – HR

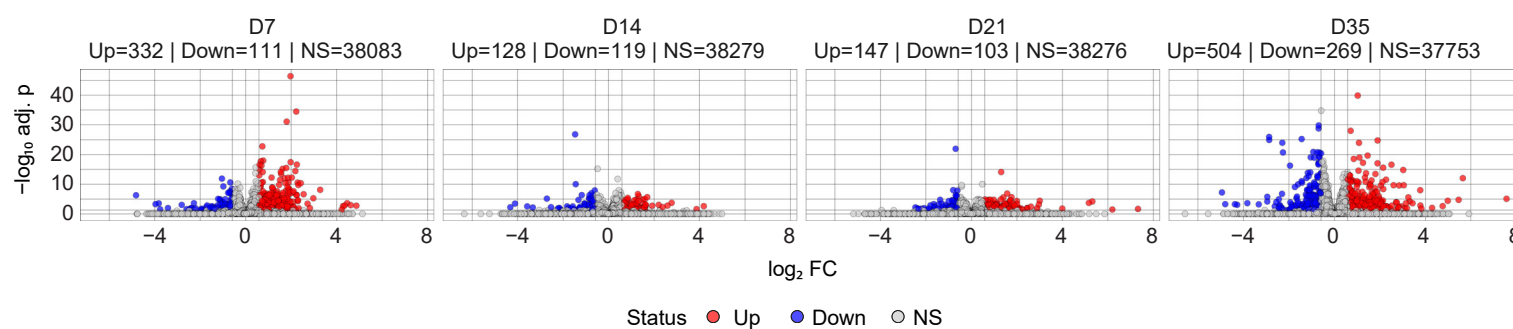

Figure S3

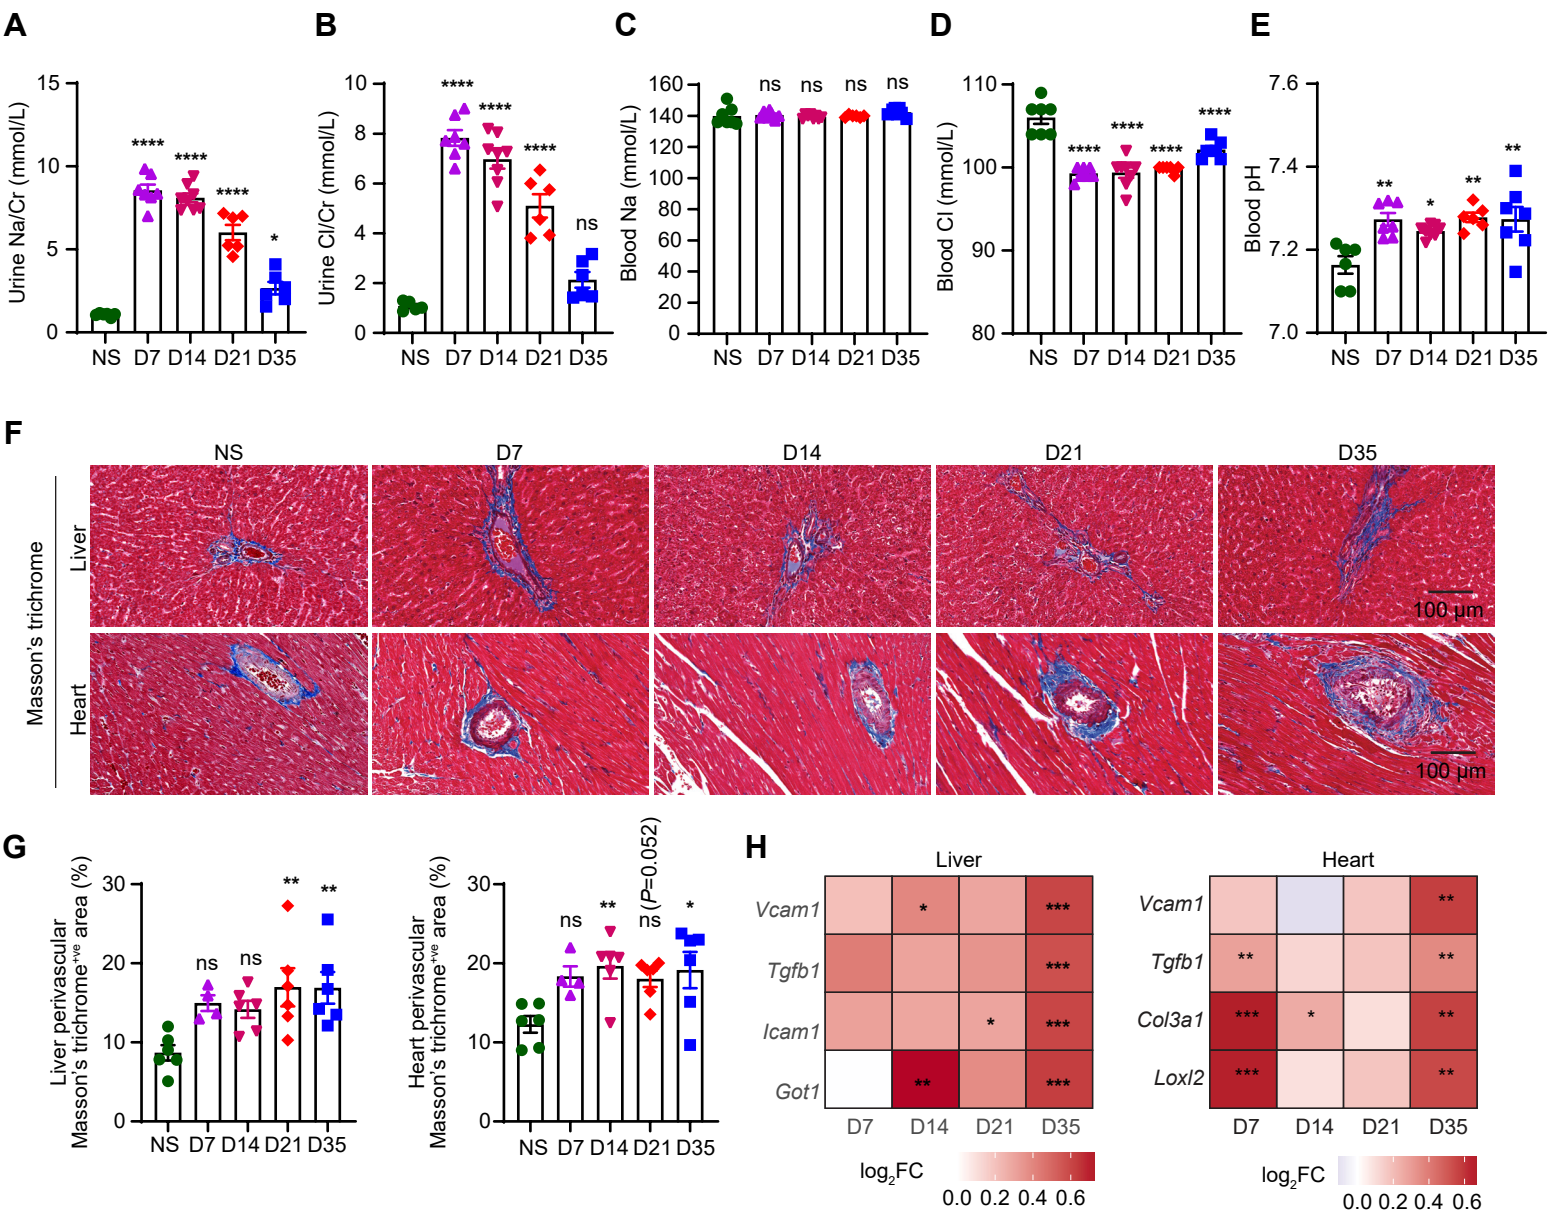

Figure S4

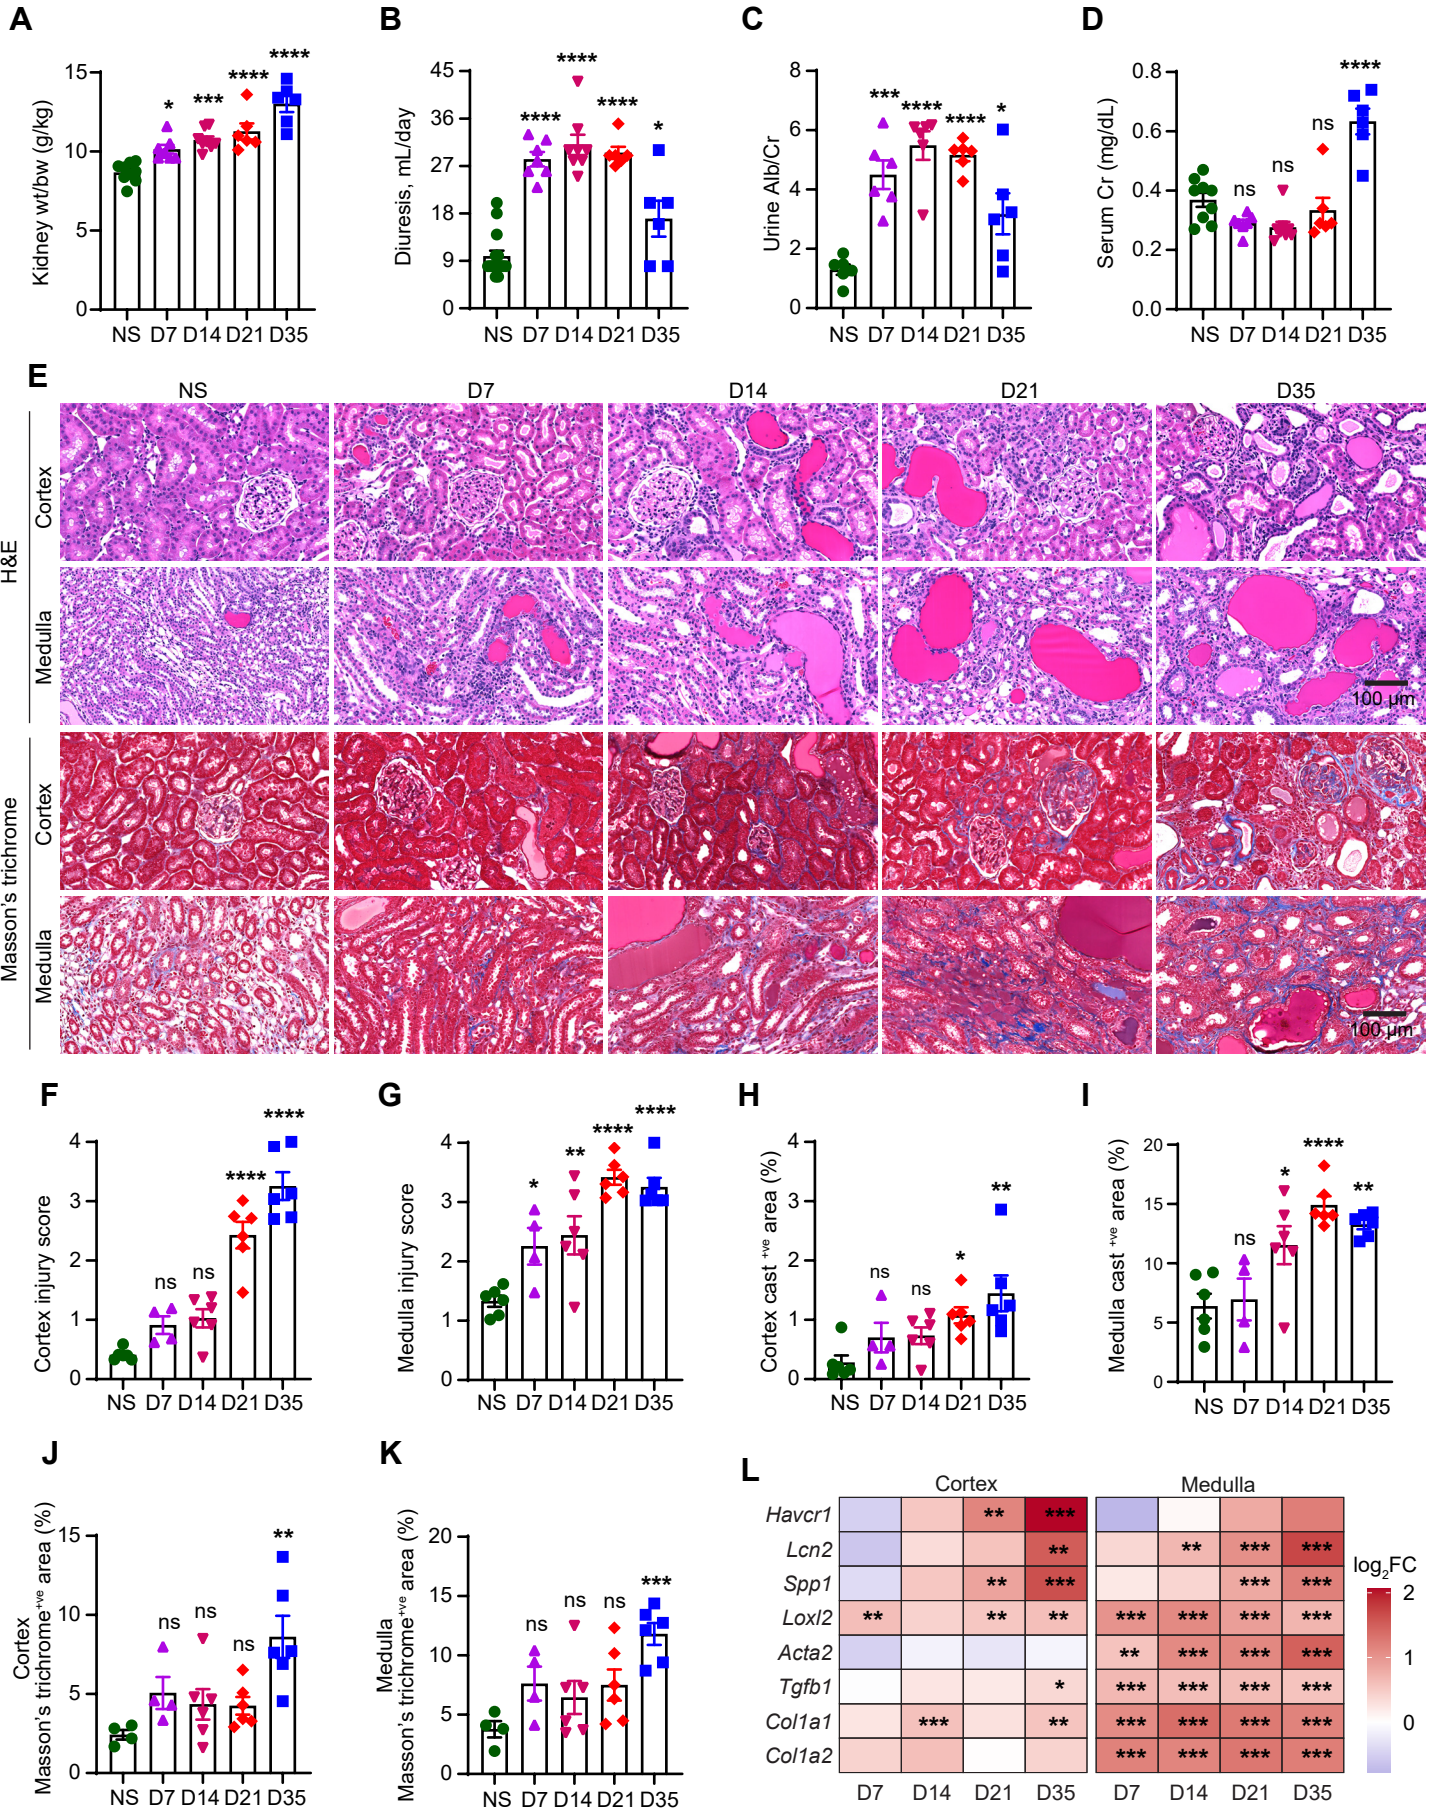

Figure S5

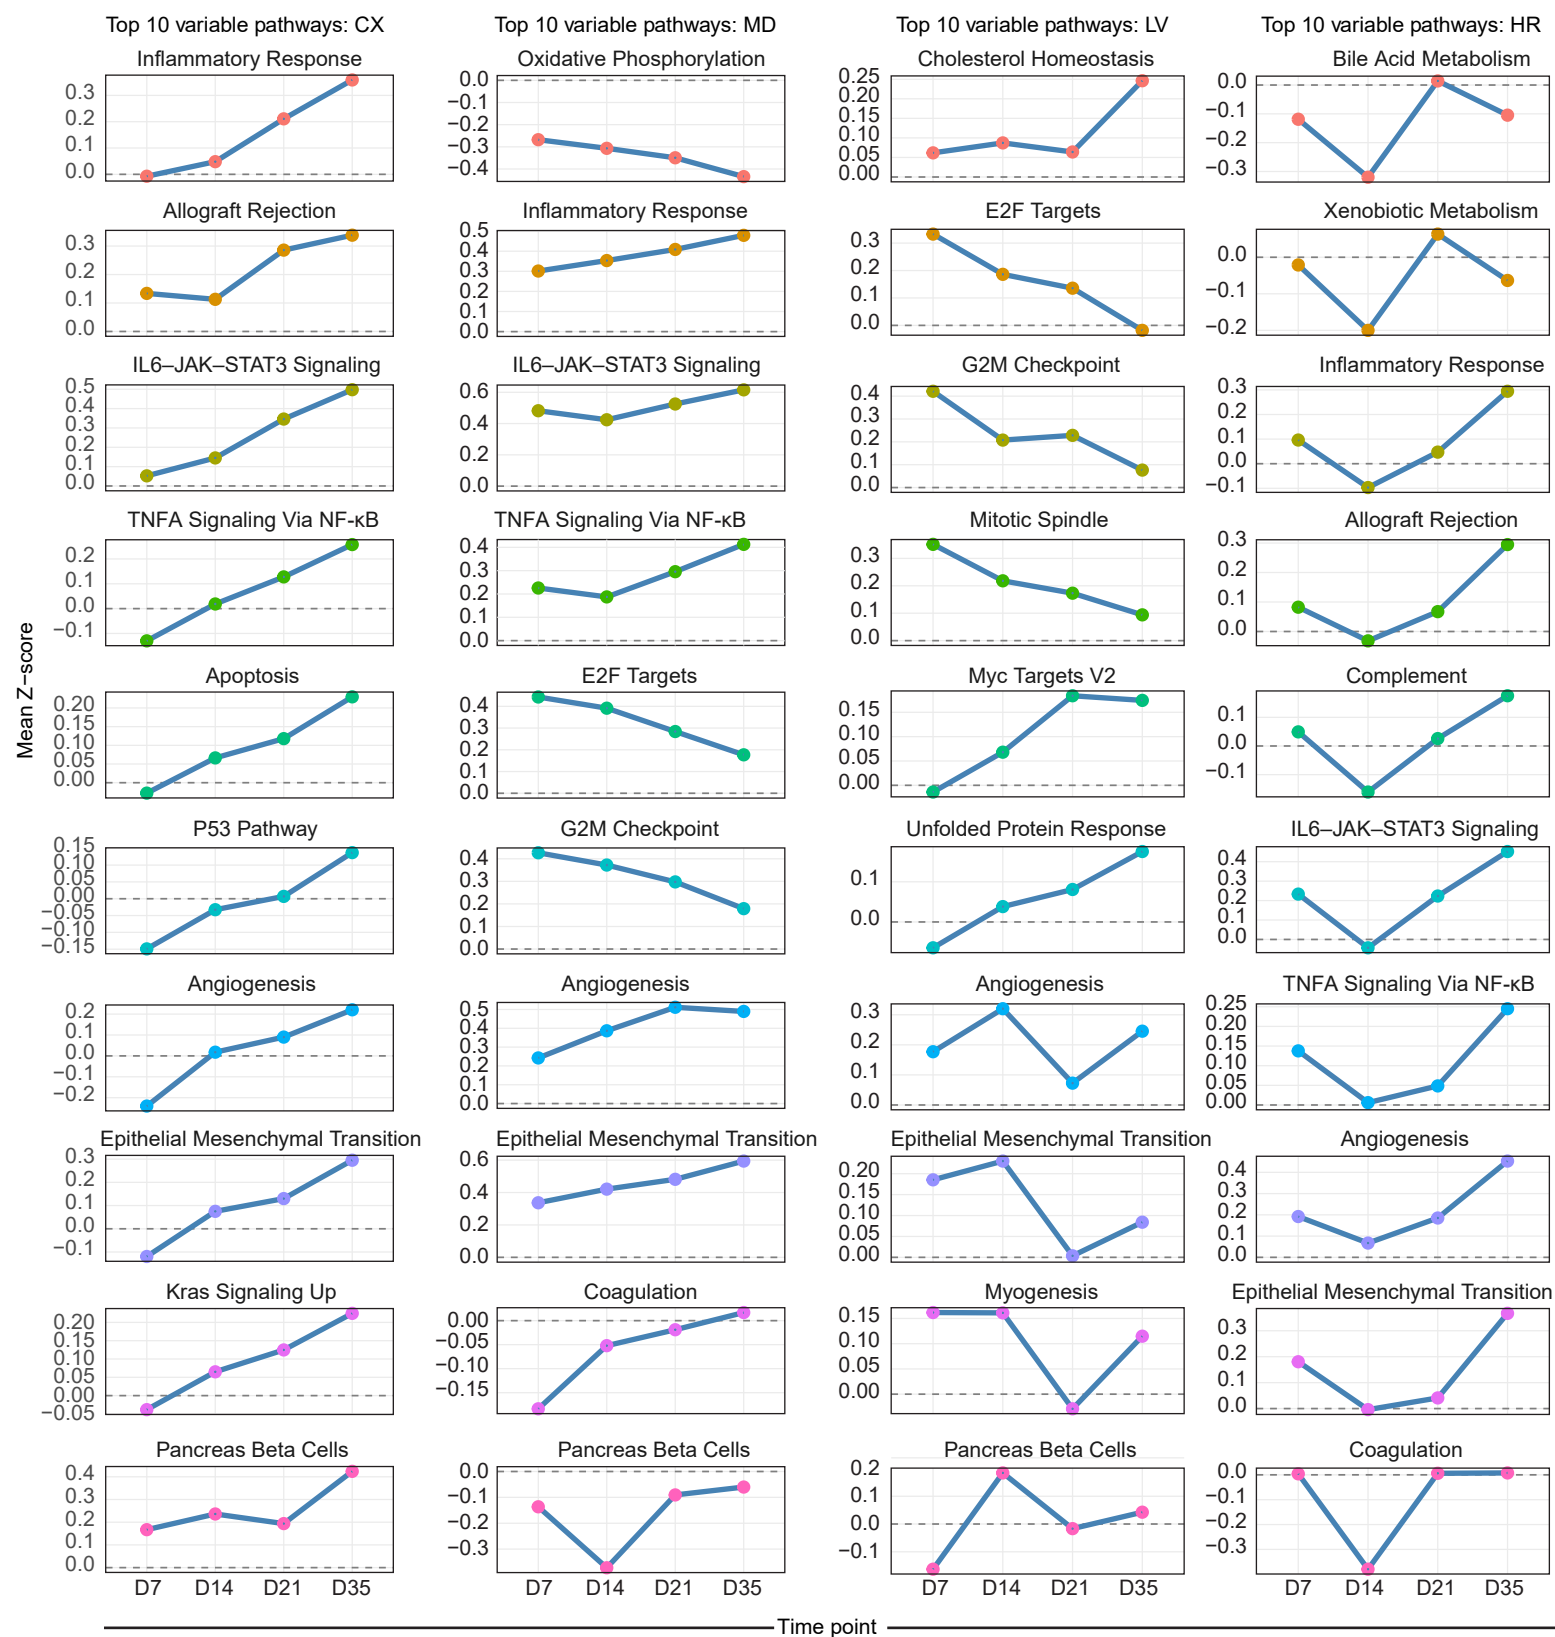

Figure S6

A UMAP of pathway profiles across tissues and time points

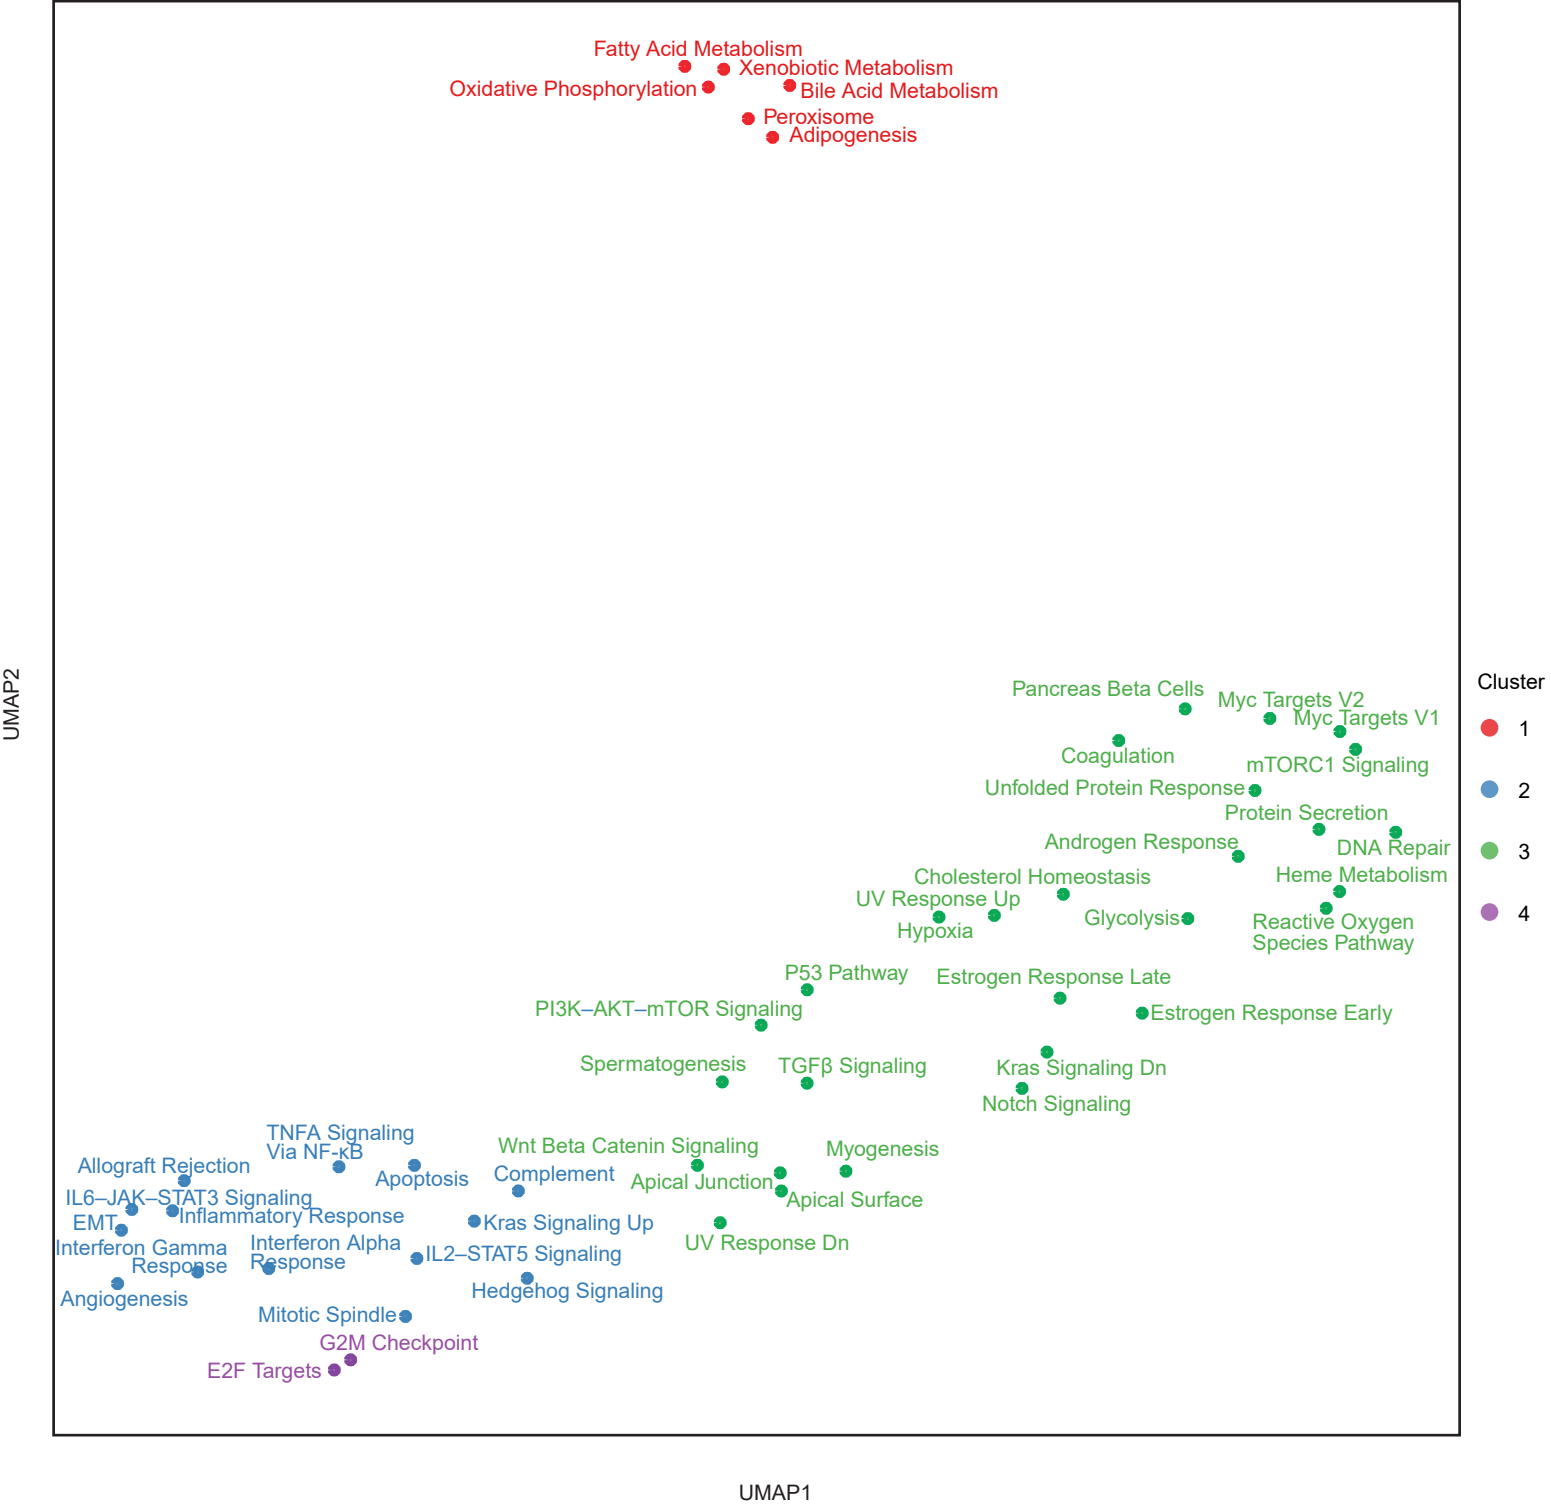

B Silhouette scan

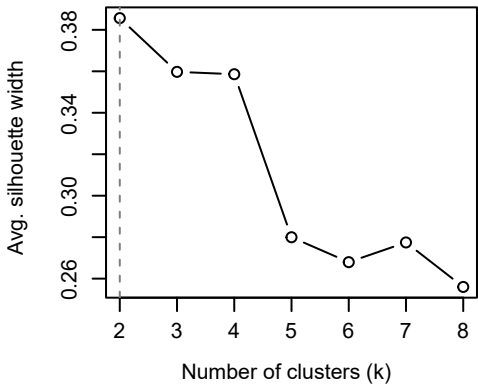

Figure S7

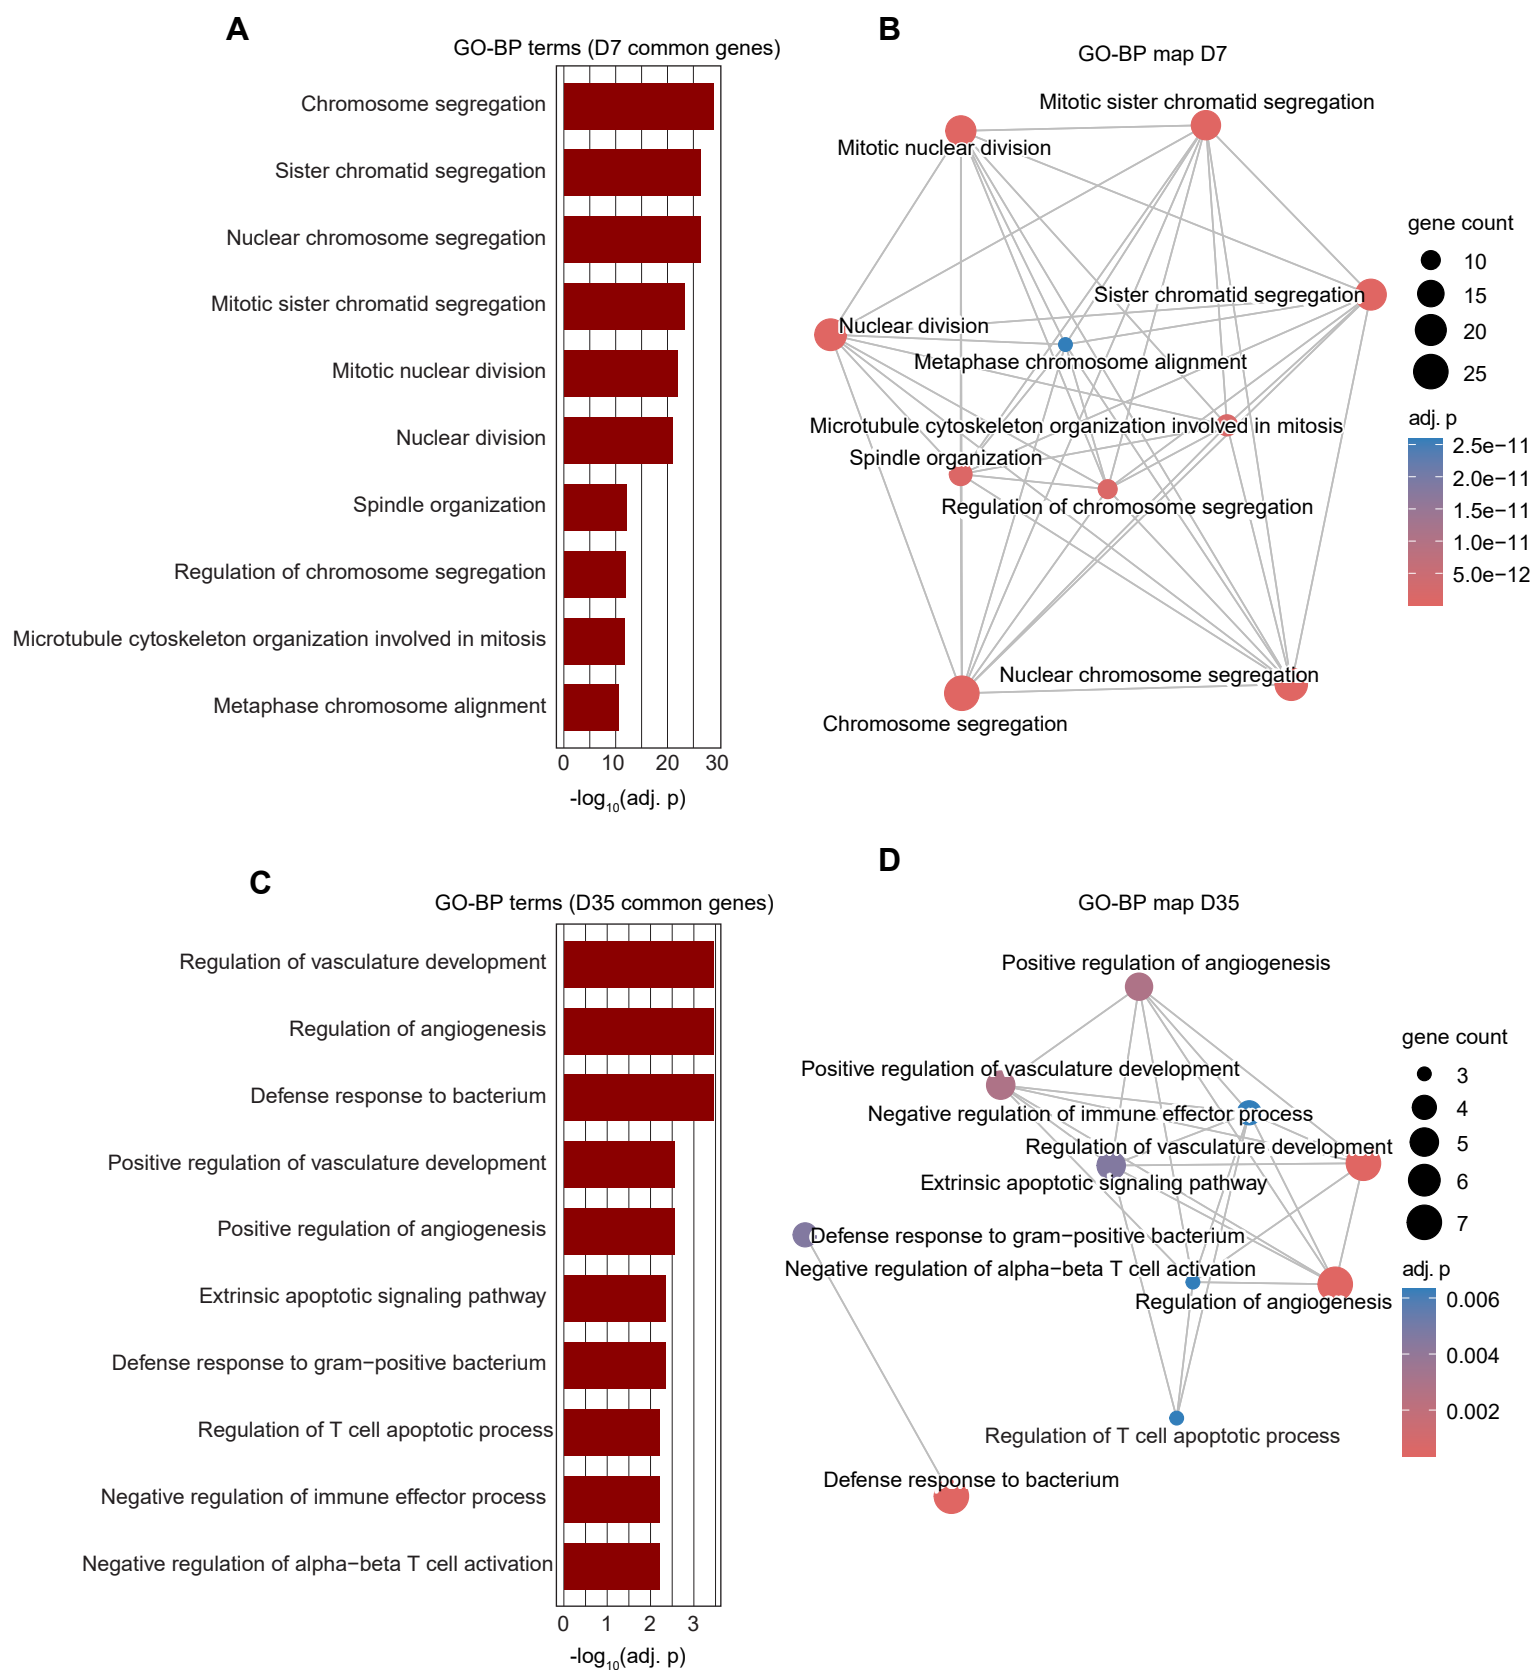

Figure S8

Top 5 GO-BP terms with adj. p < 0.05 from all significant DEGs

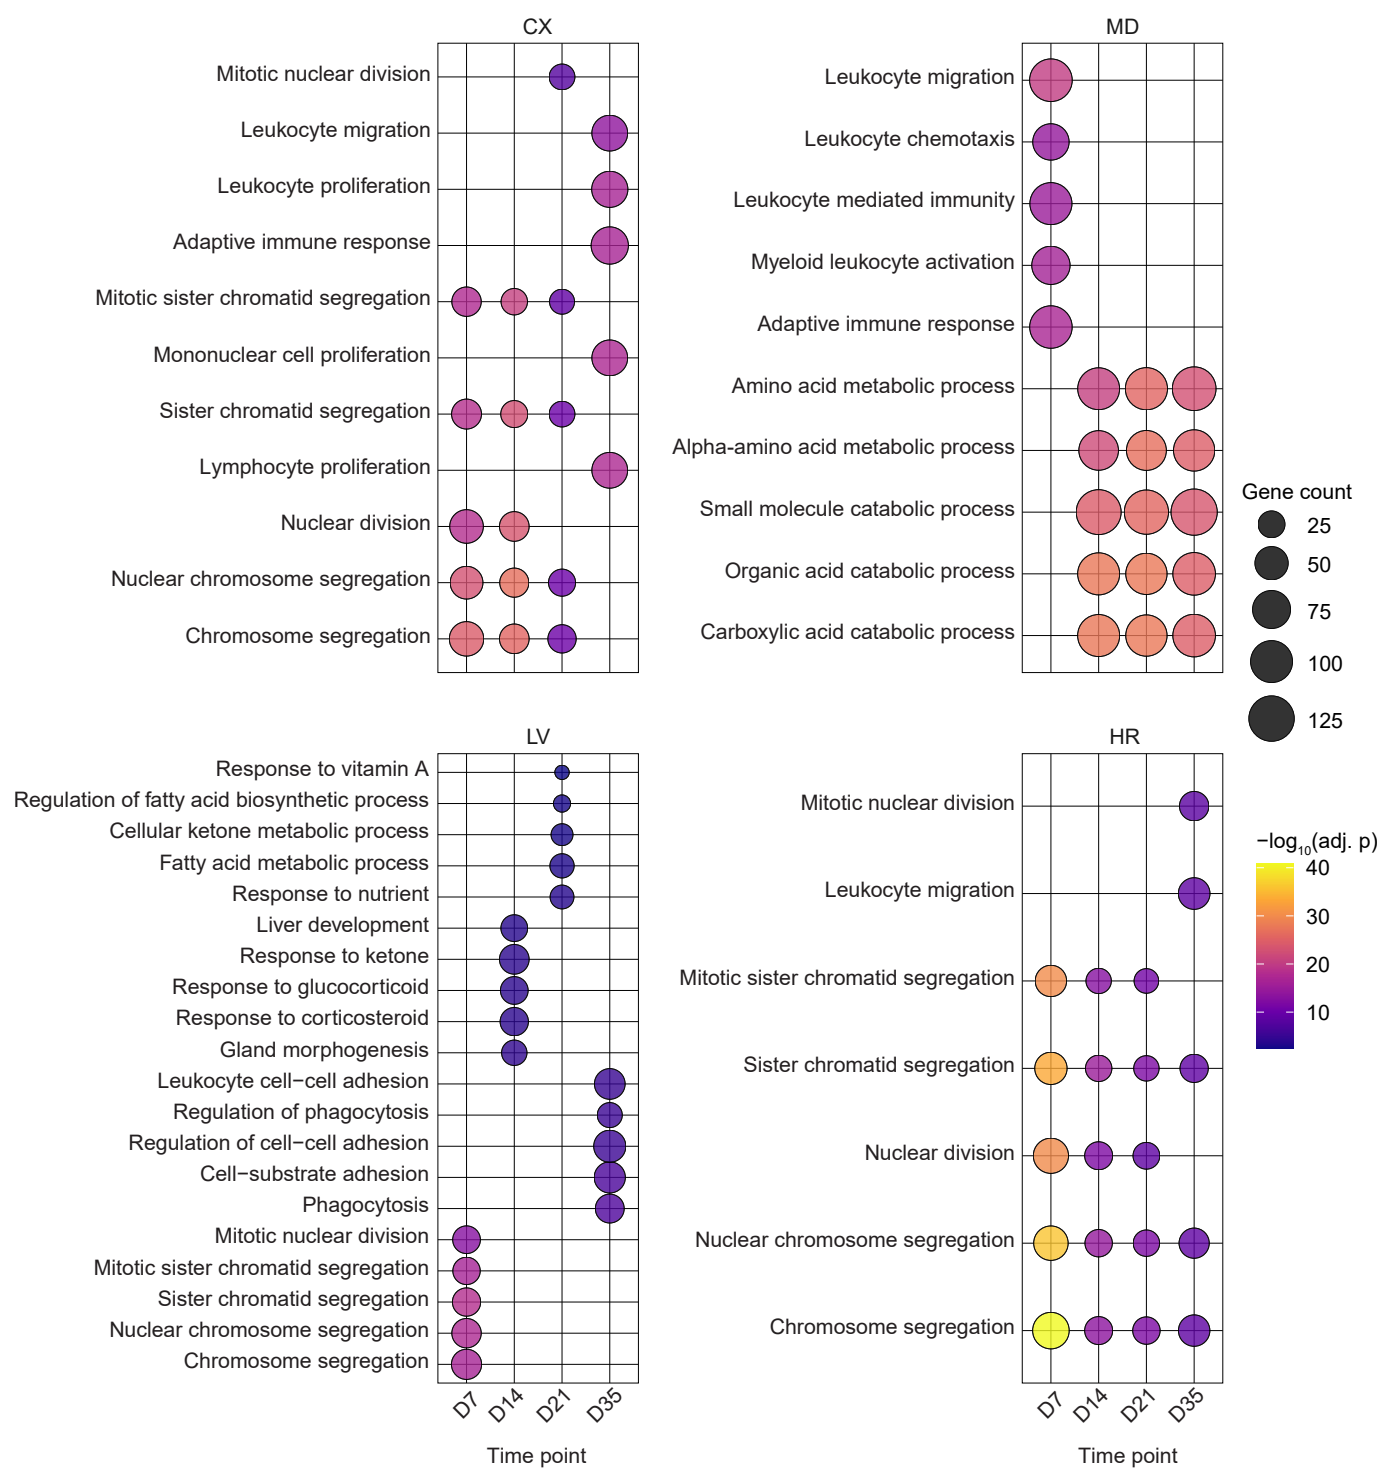

Figure S9

Top 5 Hallmark terms with adj. p < 0.05 from all significant DEGs

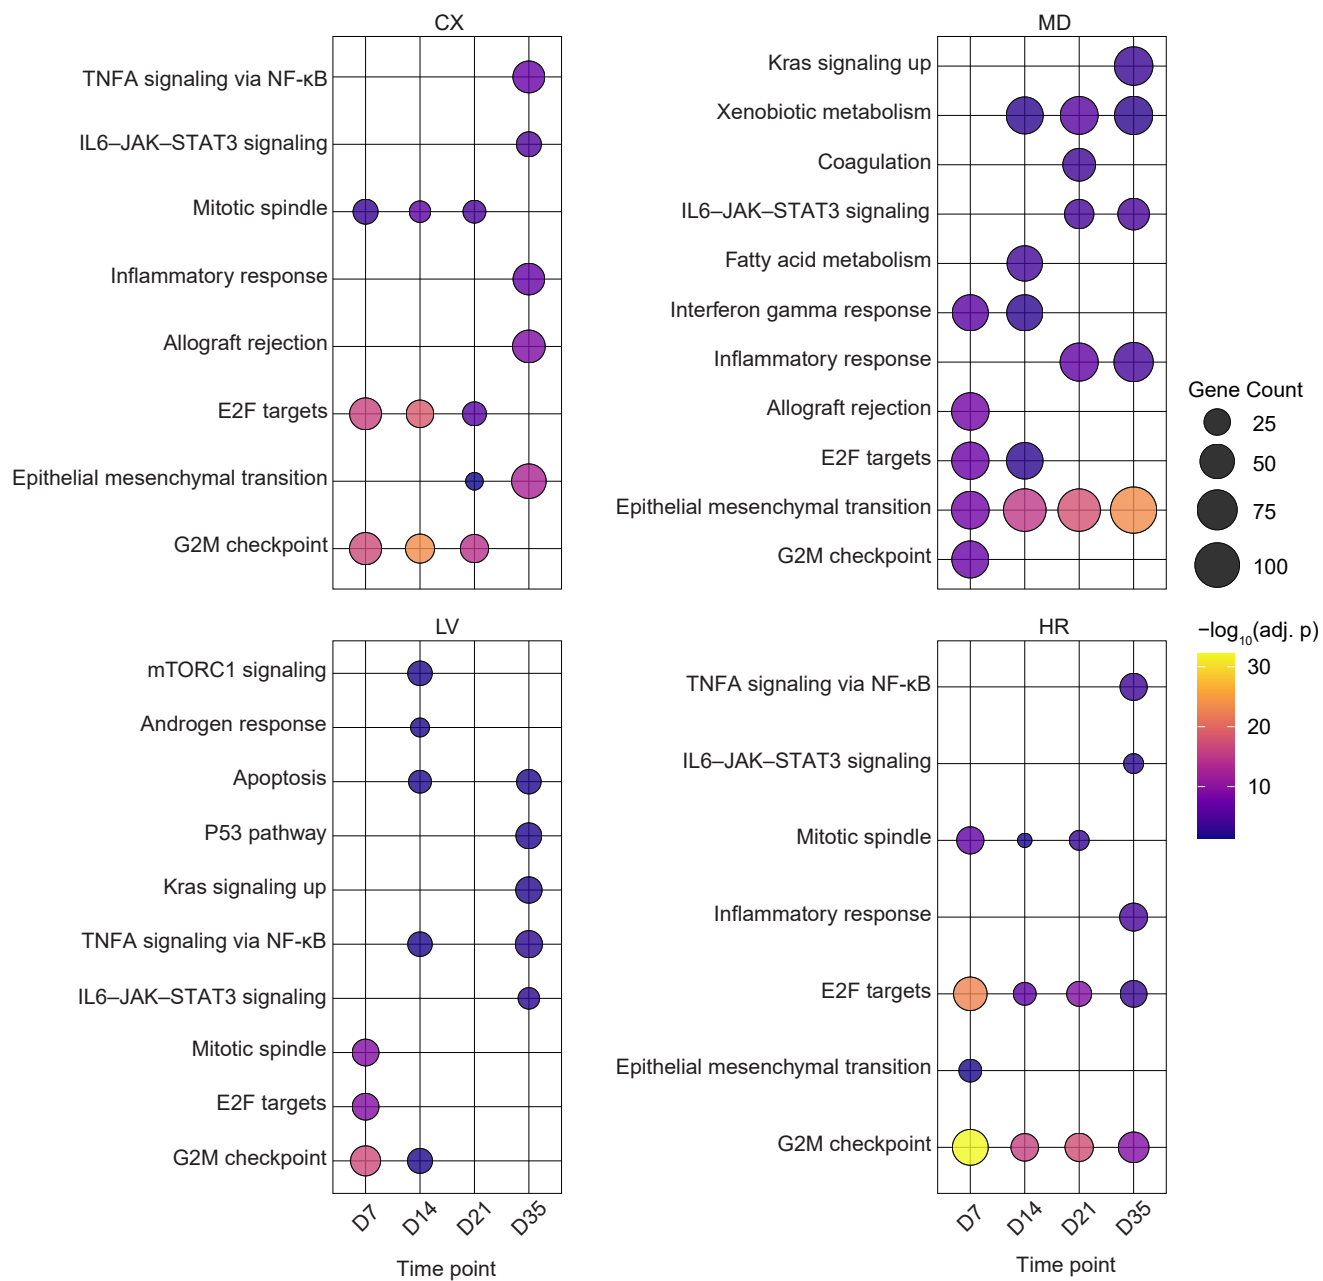

Figure S10

Top 10 ChEA 2022 TF terms across tissues and time points

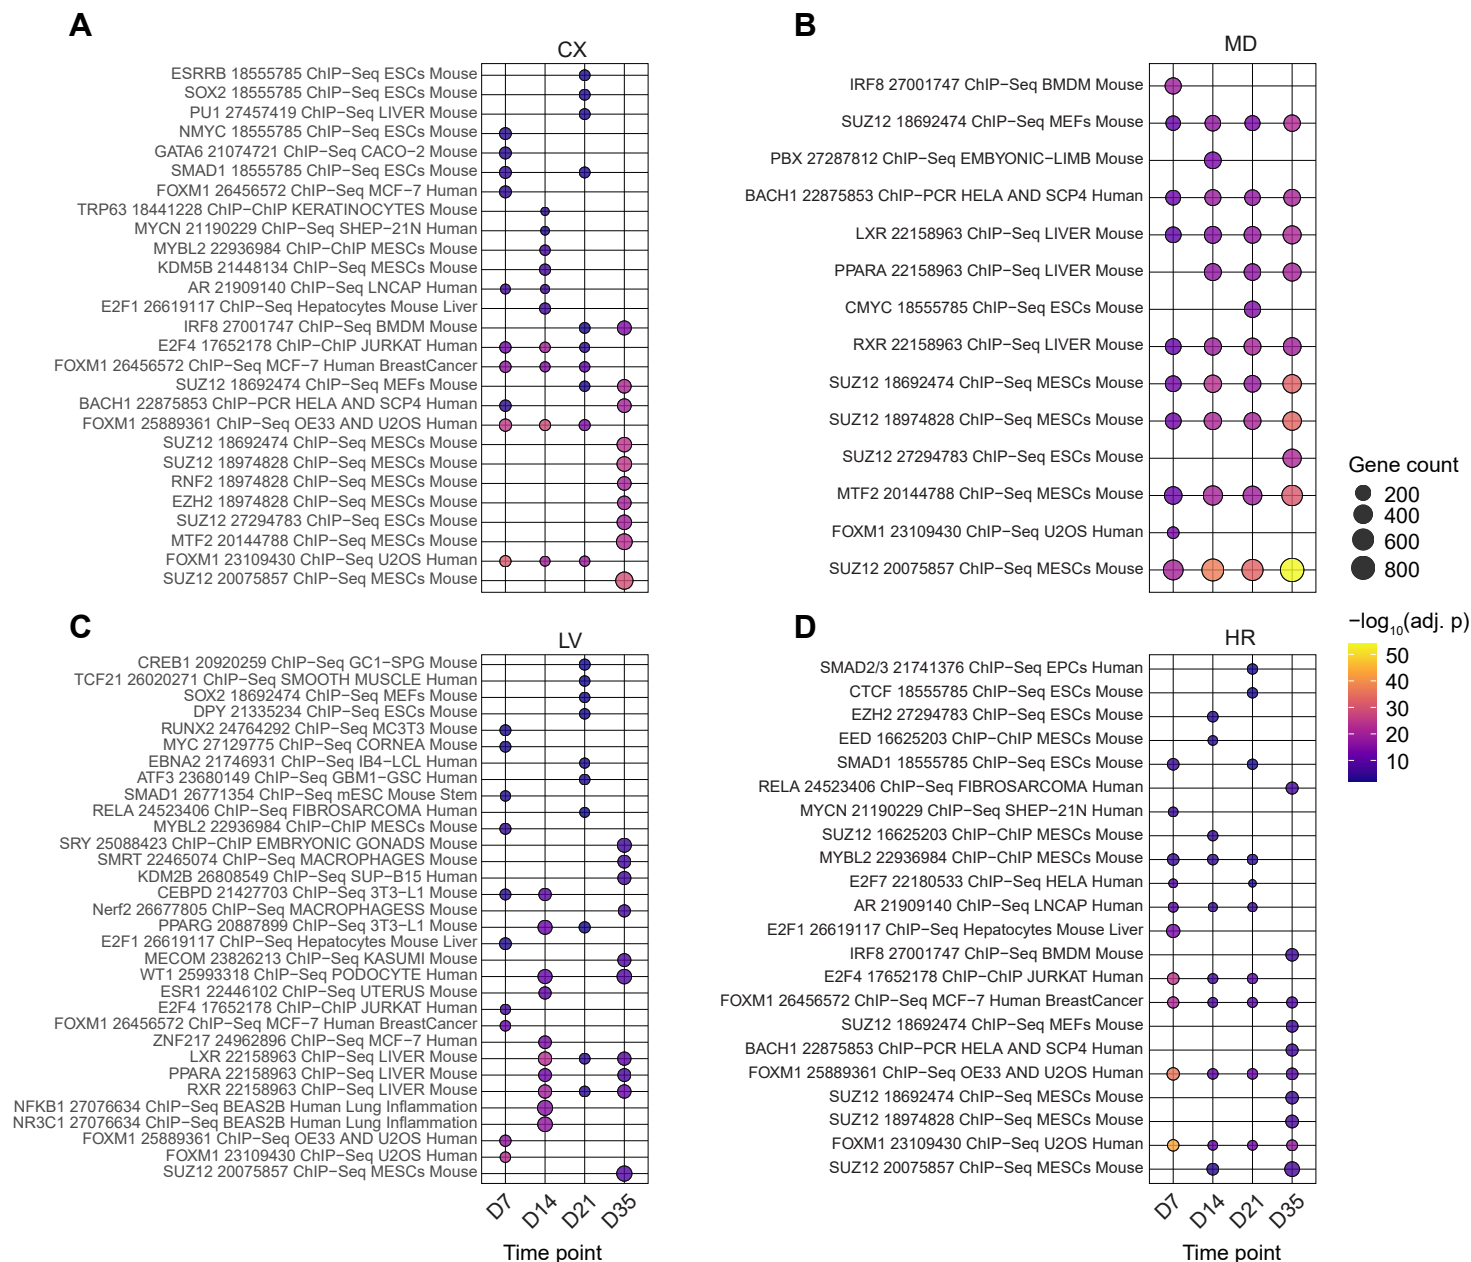

A

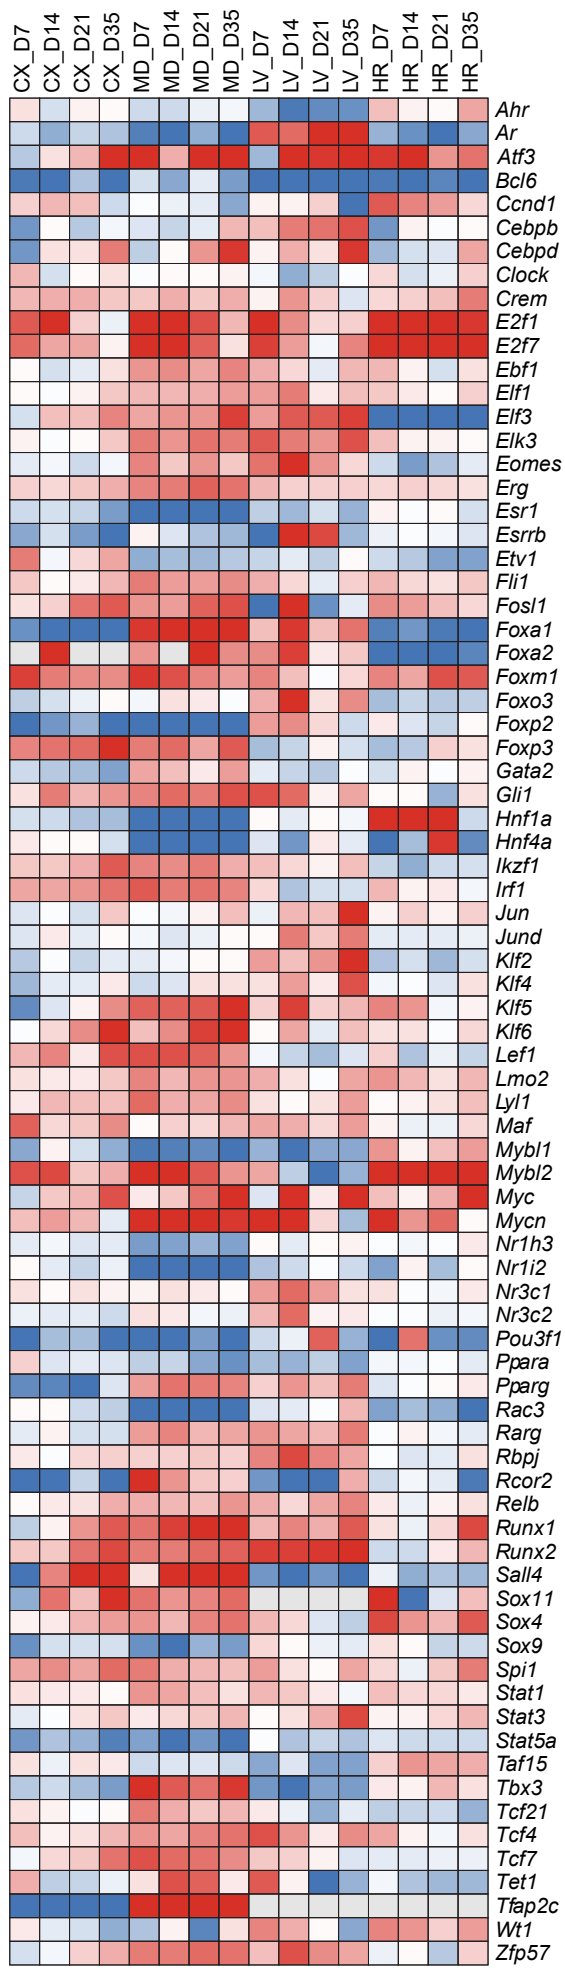

B

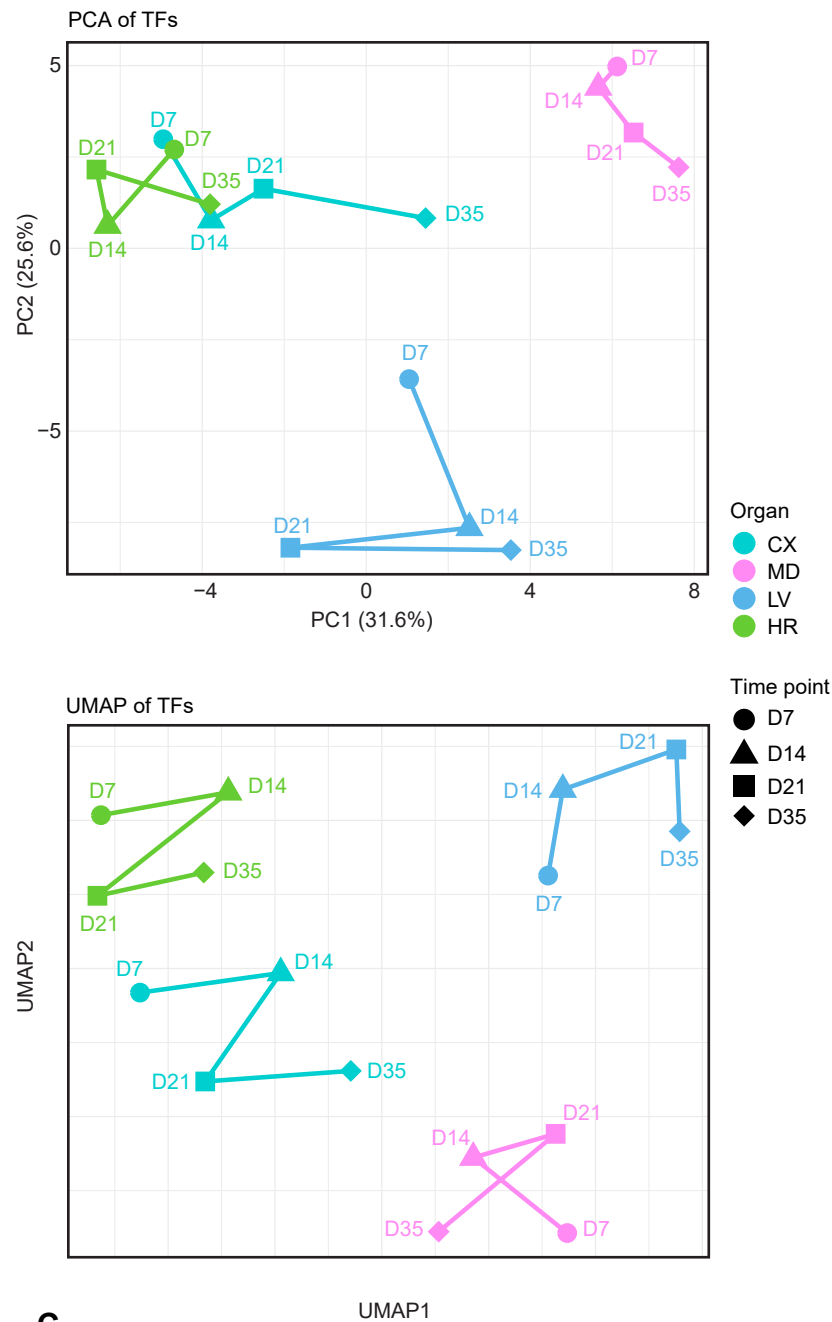

C

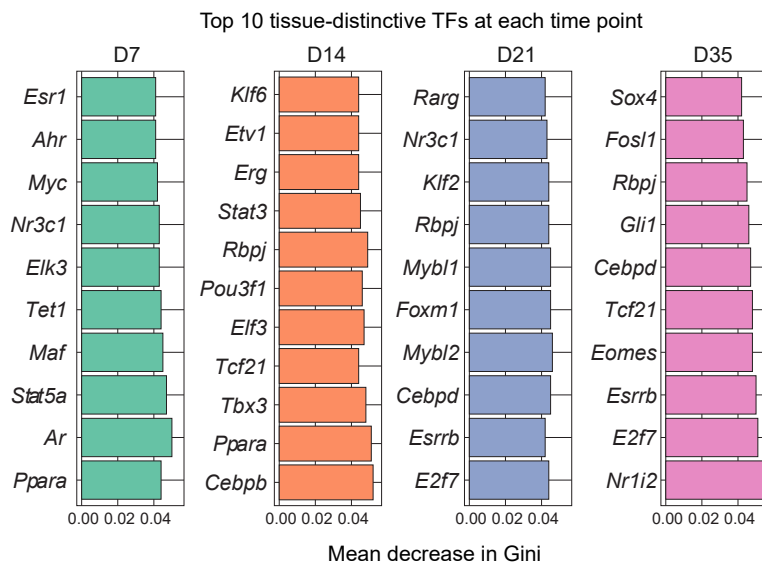

Figure S11

Figure S12

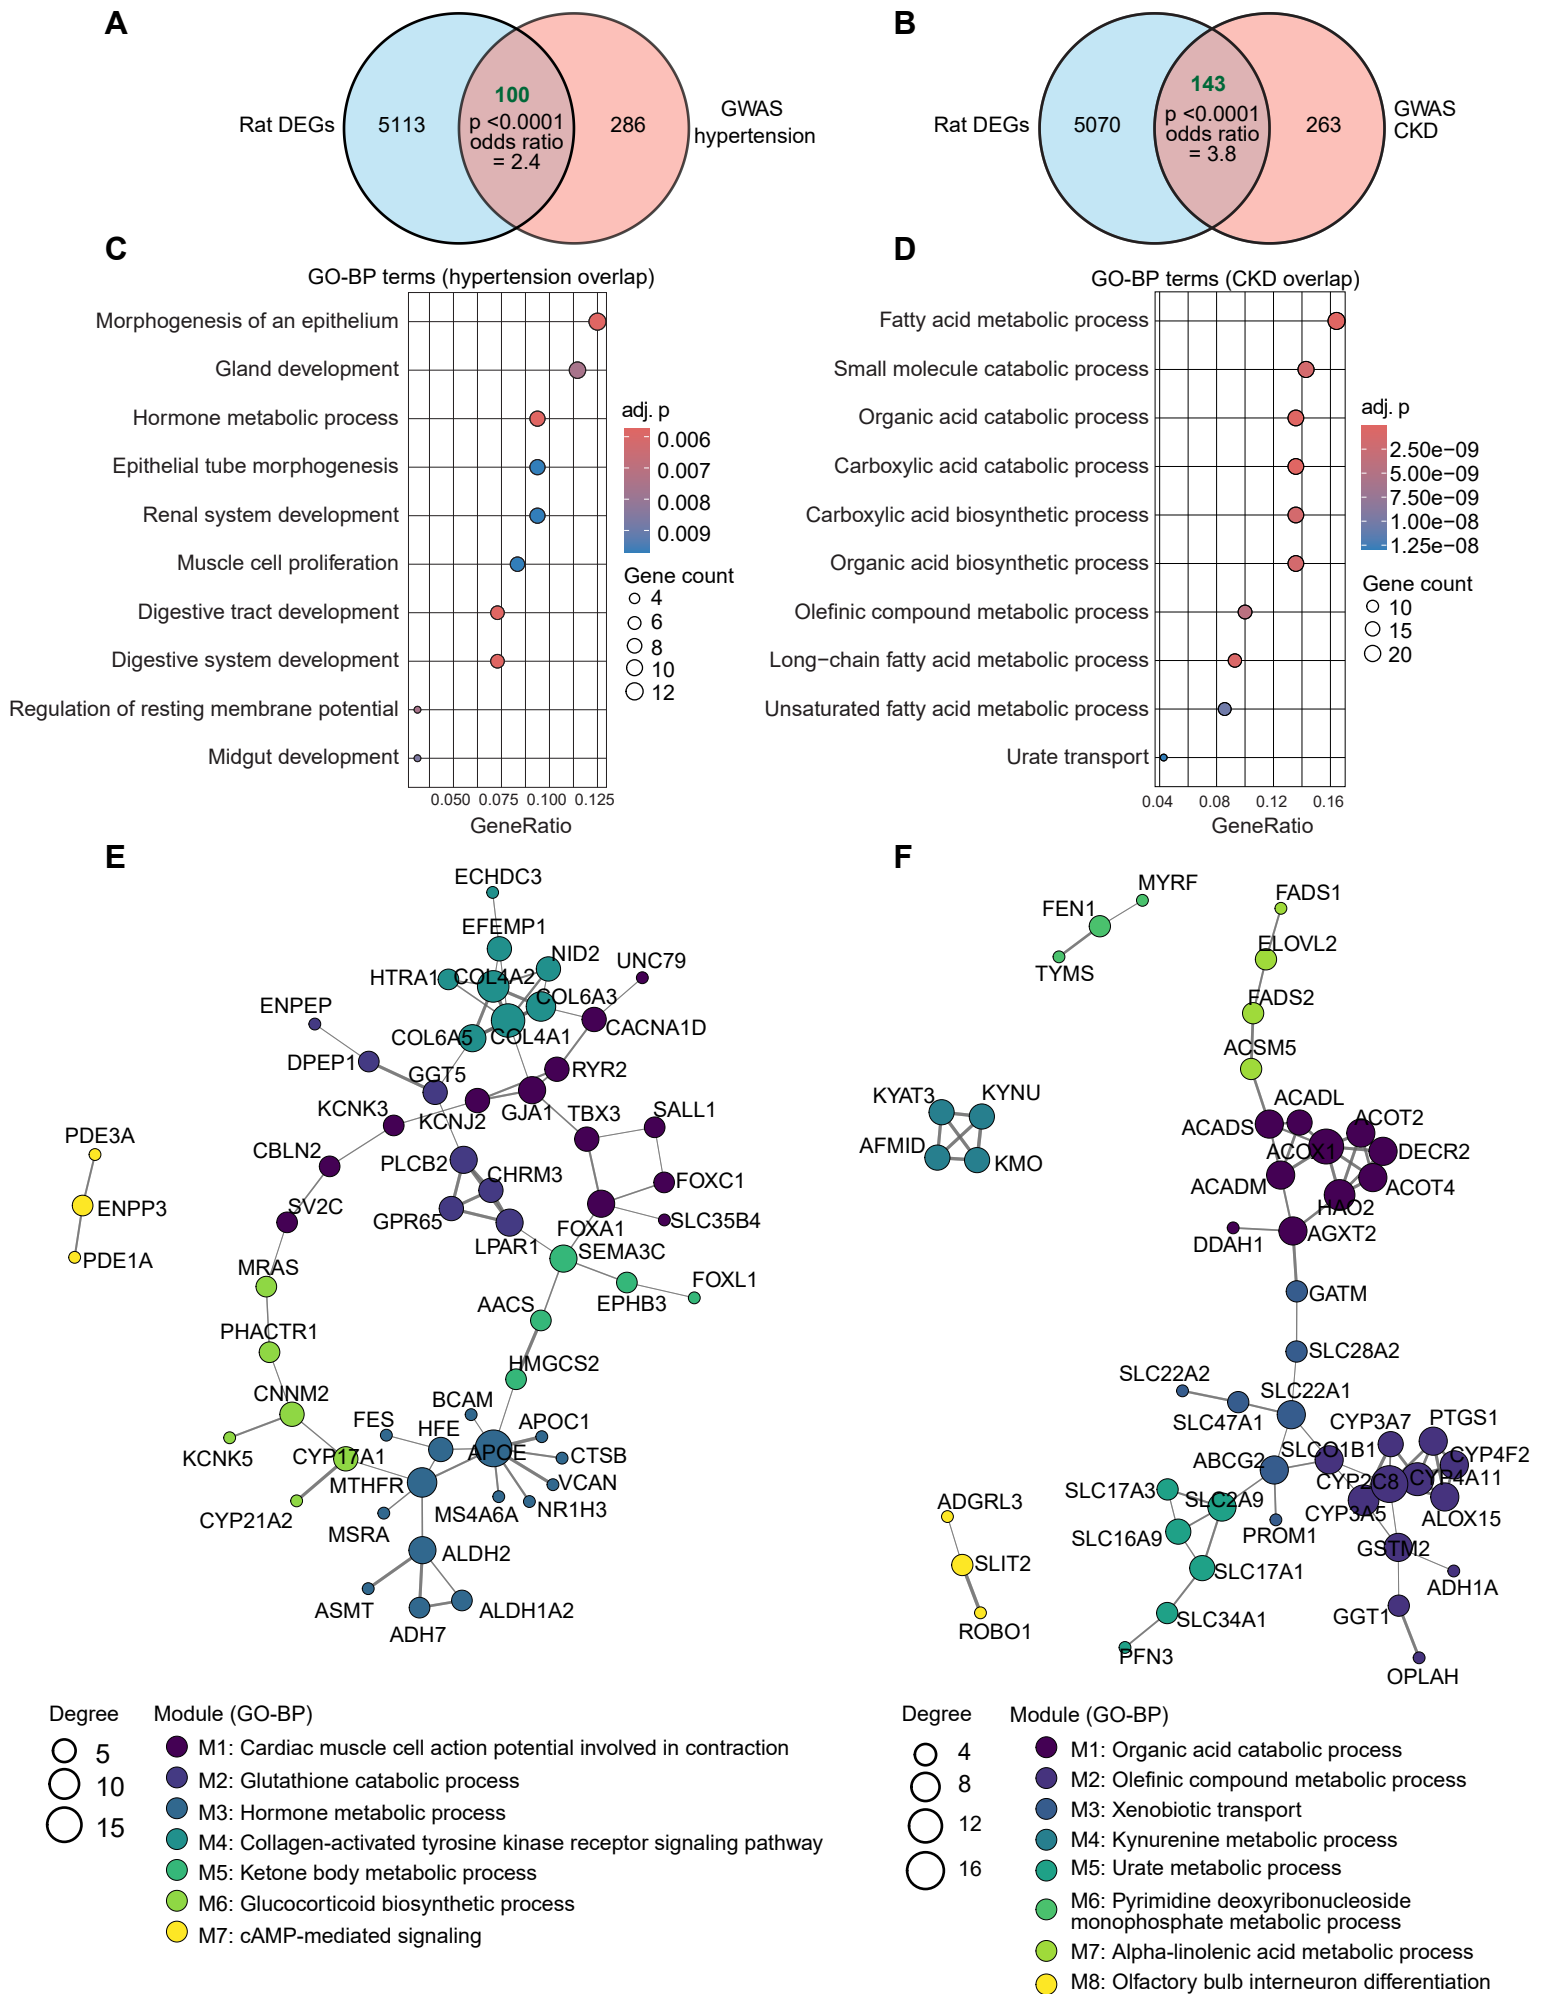

Figure S13

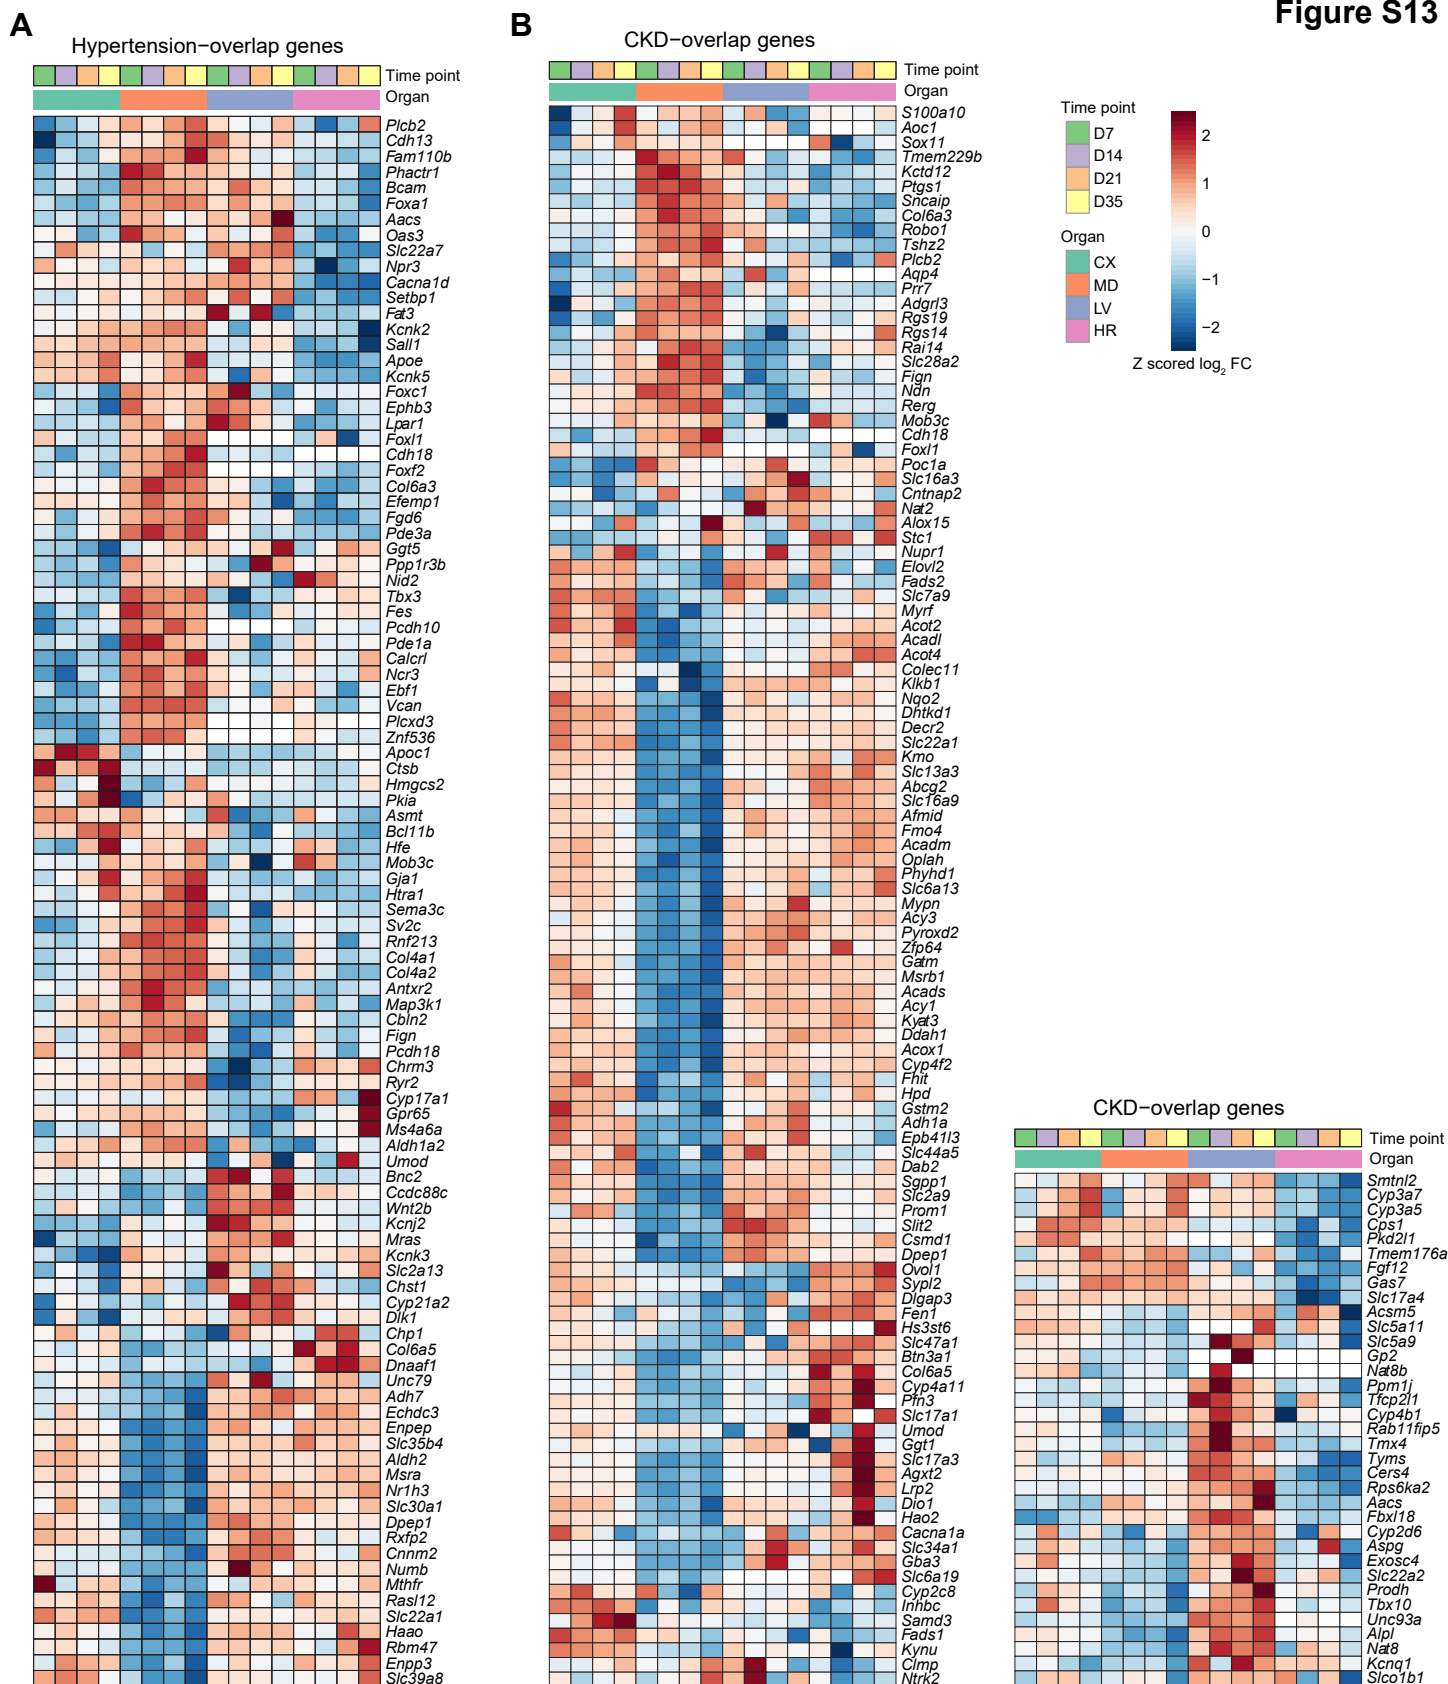

Figure S14

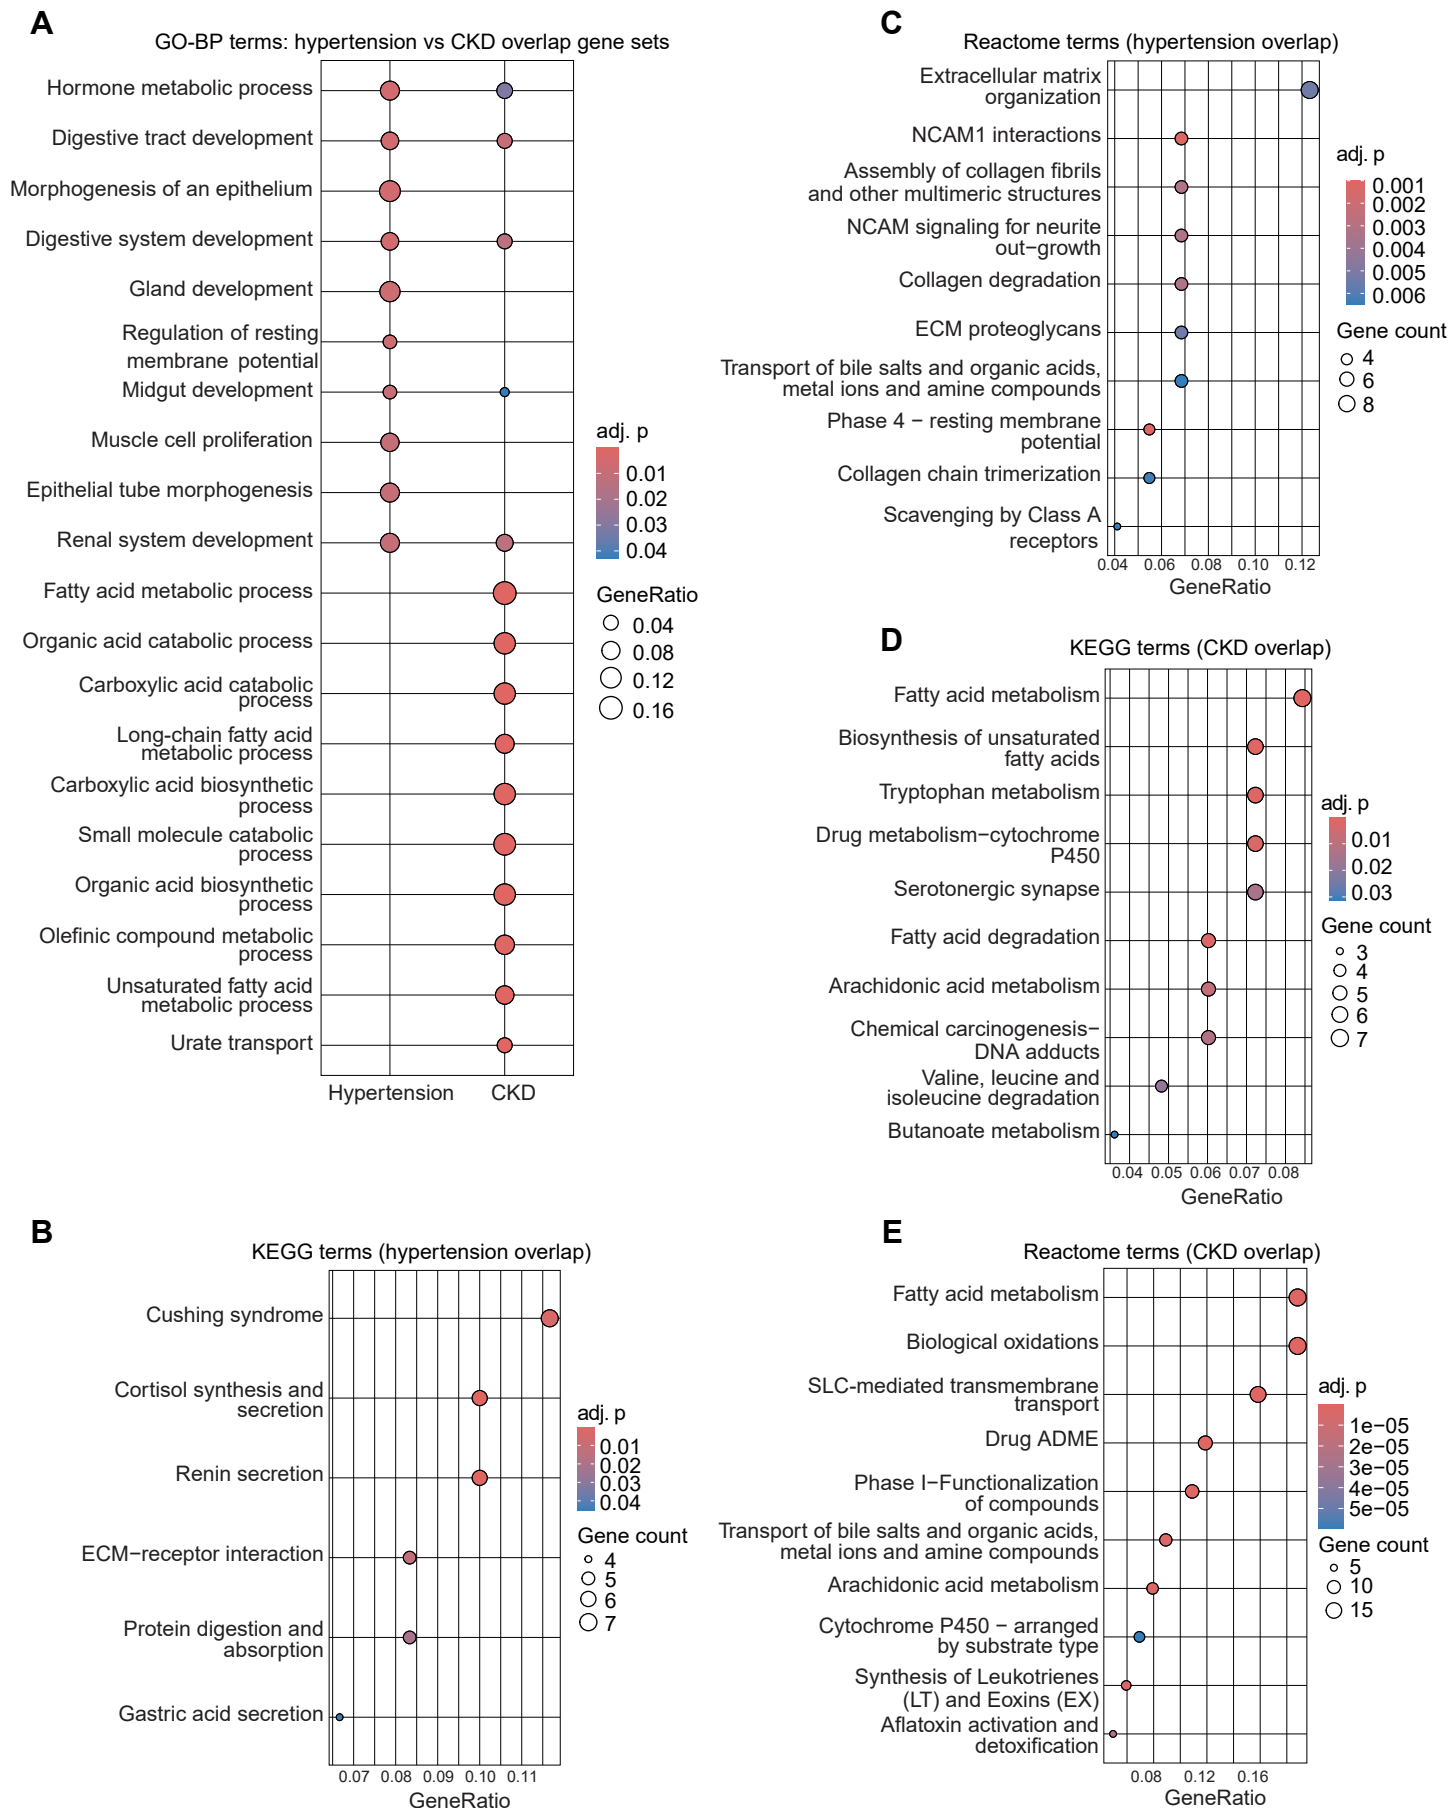

Figure S15

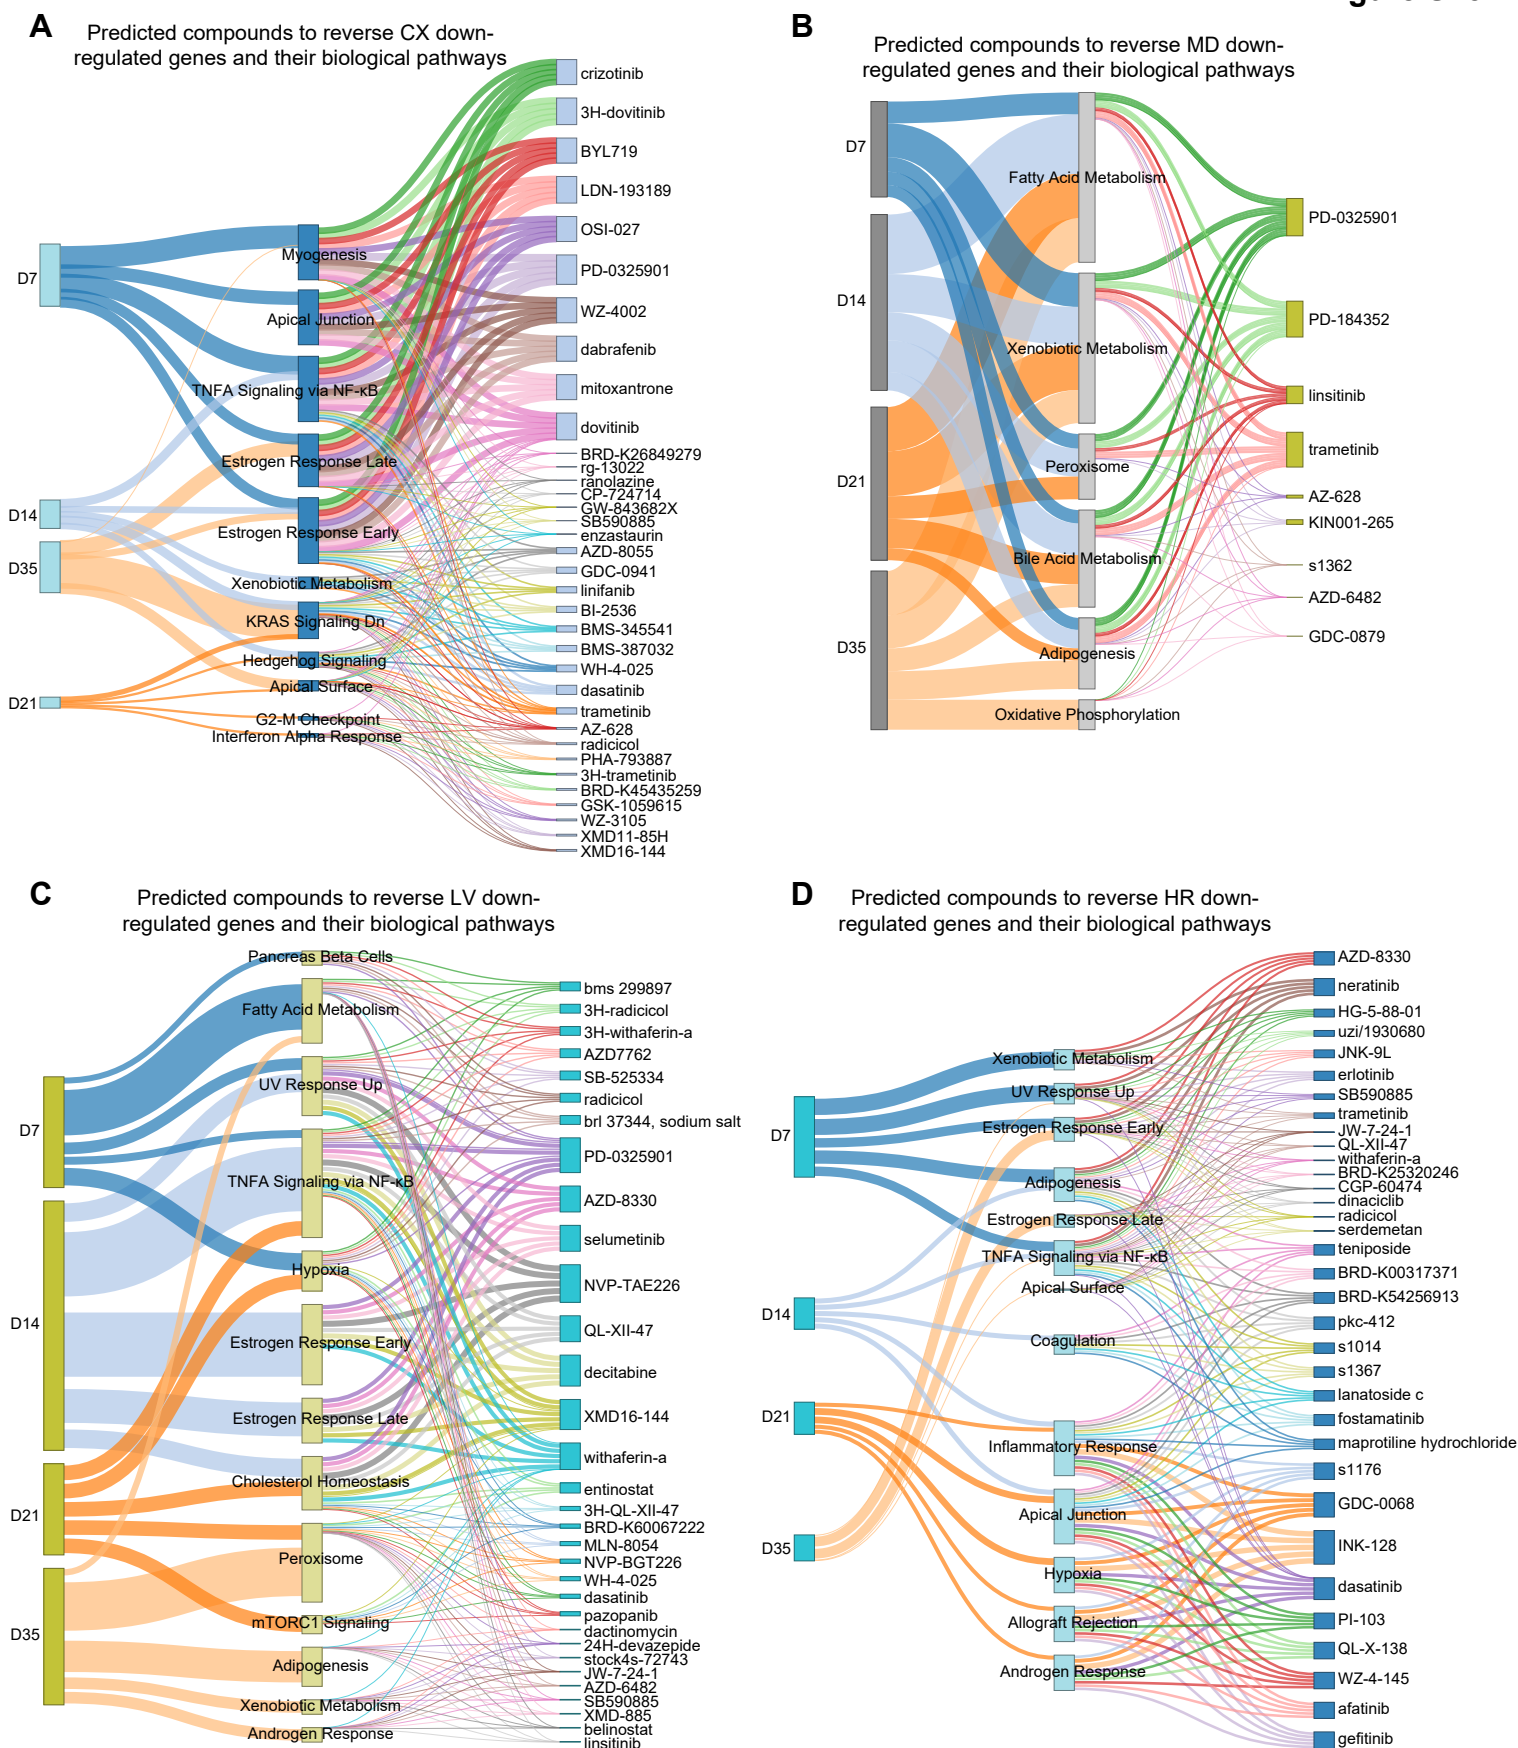

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

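RNA from kidney cortex, kidney medulla, liver and heart of salt-sensitive Dahl rats was measured by sequencing of polyadenylated RNA, with 6 rats on the NS diet and 6 on each of days 7, 14, 21 and 35 of the HS diet. The values are gene counts in whole numbers, which the authors made before deposit: according to the paper's methods they aligned read pairs with HISAT2 to the rat assembly Rnor_6.0 and counted them per gene with featureCounts. The counts were not normalized or pooled by the authors. The paper names neither the versions of these tools nor a strand setting, and the gene numbers and chromosome names are those of NCBI. The table lists 38525 genes. Where a symbol stands for more than 1 gene number, the gene with the most counts was taken for named genes and list tests. Counts of called and shared genes are over gene numbers, so a symbol can enter them more than once. The library numbers in the labels were not used to pair samples, except in 1 alternative.

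Each tissue was analysed over its 30 libraries in R 4.3.3 with edgeR 4.0.16. Genes with low counts were left out with filterByExpr, libraries were scaled by TMM, and a quasi-likelihood model with 1 mean per group was fitted. The 4 HS days were each compared with NS and days 14, 21 and 35 with day 7. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, over the genes tested in that comparison, and a log2 fold change of at least 0.585 in size. Standard errors of a log2 fold change are its size divided by the square root of the F value of its test. Levels are counts per 1e6 counts of a library (CPM), with the mean and SD of the 6 libraries of a group. Differences between tissues were tested as interactions over all 120 libraries, for 6 pairs of tissues and 4 days, which makes 24 comparisons. Rats that gave more than 1 tissue were treated as independent, since the paper does not say which libraries share a rat.

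Genes were read in 54 textbook lists of pathways and cell types and in 4 lists taken from the paper, which were chosen on these samples. Each list with at least 5 tested members was tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, with adjustment over all lists and the 16 comparisons with NS. Beside it stand the p of camera with an estimated correlation between genes and the number of members called. The marker levels of cell types were compared by exact permutation tests of 6 against 6 libraries, two-sided. Correlations between tissues were taken over list means and over genes tested in both, and tissue separation over log2 CPM of genes kept by filterByExpr over the 20 groups. Named genes are those that the paper names, for each comparison the 6 higher and 6 lower genes with the largest fold changes among calls whose 6 HS libraries all lie beyond the 6 NS libraries, with a mean of at least 1 CPM in the higher group, up to 4 called members with the largest changes of each list that is described, and the 5 genes each way with the largest differences between medulla and cortex. Genes named outside this rule are said to be chosen after their values were seen, and some genes inside it are not reported here.

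The alternatives tried were DESeq2 1.42.0 with its own size factors and filter, DESeq2 size factors in edgeR, no filter on low counts, a fit of only the 12 libraries compared, the replicate number of the labels as a block, camera in place of fry, medians in place of means of lists, Spearman in place of Pearson correlations, a variance-stabilizing transformation, no threshold on the fold change, and NS libraries split between days. Those added after the data had been seen were DESeq2 on only the 12 libraries, the podocyte, proximal tubule and hepatocyte levels as covariates, fits without day 35 replicate 5 or without NS cortex replicates 3 and 5, and tissue correlations over all genes with a count. Other splits of the libraries were drawn 50 times for comparisons within a tissue and 25 times between tissues, with a fixed seed. The steps were tested on simulated data, drawn with the mean and spread of each gene in these tissues and with known changes. On them edgeR recovered 67.2 to 85.1% of genes changed 2-fold on day 35 in the 4 tissues and 26.9 to 31.3% of genes changed 1.5-fold, with 1 to 6 calls of unchanged genes, so changes near 1.5-fold, which lie at the threshold itself, are mostly missed. Each gene was drawn independently, so the simulated libraries lacked differences in makeup that many genes share. Their calls of unchanged genes do not measure false calls in the real libraries. The human loci, drug signatures, blood pressure and histology of the paper were not analysed here. Tables and calculations were made with Python 3.11.15 and pandas 2.3.3 as well.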

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

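The explanations weighed here were tested after the results had been seen, and so were the splits of libraries between tissues. The counts of genes whose change differed between tissues come from interaction tests set in advance.

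The response to HS differed between tissues in every pair by the interaction test of edgeR. For days 7, 14, 21 and 35, the change differed in 1433, 1196, 431 and 771 genes between medulla and cortex, 594, 385, 284 and 1044 between liver and cortex, 135, 21, 69 and 493 between heart and cortex, 792, 1656, 1518 and 2513 between liver and medulla, 809, 1656, 1557 and 1974 between heart and medulla, and 401, 638, 460 and 1307 between heart and liver. In fits of the 24 libraries of 2 tissues on 1 day, the counts on the 4 days were 1145, 1242, 543 and 19 for medulla and cortex (at most 0, 2, 0 and 0), 364, 330, 242 and 694 for liver and cortex (at most 5, 3, 41 and 209), 198, 7, 80 and 422 for heart and cortex (at most 2, 42, 1 and 1), 150, 1616, 1483 and 1873 for liver and medulla (at most 14, 3, 2 and 10), 454, 1717, 1698 and 1719 for heart and medulla (at most 1, 1, 3 and 464) and 165, 548, 193 and 909 for heart and liver (at most 55, 13, 4 and 9), with the highest count among the 24 other splits of the same libraries in parentheses. In 23 of the 24 comparisons the real count was above that of every other split. This is 1 of 25, the smallest share that these splits can give, and over 24 comparisons it is weak ground for excluding chance in any single one. For heart and cortex on day 14, 3 of the 25 did, so chance cannot be excluded. Medulla and cortex differed in 19 genes on day 35 in the fit of 24 libraries and in 771 in that of all 120.

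In 75 tests of a measure over a group of 6 libraries for a library far from the others, 2 were found, and chance gives about 1 in 20. On day 21 cortex replicate 1 had 22301 genes detected against 22019 to 22100 in the other 5 (gap over range 0.713). Cortex replicate 5 of day 35 had 23045 genes detected against 22104 to 22416 (gap over range 0.668), and without it 982 genes were called in cortex on day 35 in place of 1366.

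Transcripts of the cortex were lower in medulla on HS, a signal outside the genes the paper discusses: 132 genes at least 2 log2 units higher in NS cortex than in NS medulla had median log2 fold changes in medulla of -1.75, -1.14, -1.72 and -1.40 on days 7, 14, 21 and 35, and 97.0%, 94.7%, 93.2% and 88.6% of them were below 0. Loss of podocyte transcripts in the whole kidney by day 7 is argued against by the cortex, where the log2 fold change of Nphs1 was 0.018 on day 7. With podocyte level as a covariate the mean of matrix genes on day 35 was 0.87 in place of 1.03. This argues against a smaller share of cortex as the whole reason for their rise only as far as that level measures the share. A level measured with noise takes the share out in part. A shift between zones of the medulla was not tested. Slc14a2 and Aqp2 of the inner medulla went from 133 ± 94.3 and 790 ± 433 CPM on NS to 320 ± 227 and 901 ± 369 CPM on day 7 (SD, n = 6). For amino acid catabolism the same covariate took the mean on day 35 from -1.16 to -0.57, and since the proximal tubule lies in cortex and outer medulla, a smaller share of cortex and lower expression per cell cannot be told apart. Within groups, the podocyte and proximal tubule levels of the 30 medulla libraries were correlated (r 0.790, permutation p = 1e-05, the smallest that the permutations can give, rho 0.722, p = 0.00016, and r 0.742 without the 2 farthest libraries), so a share of cortex that differed between dissected samples is a candidate explanation that stays open, beside an effect of HS, which was not tested apart from it.

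Hepatocyte transcripts varied between heart libraries in all 5 groups. In the highest, day 7 replicate 3, Alb was at 348 CPM, Serpina1 at 44.4 CPM and Hp at 26.4 CPM, against medians of 10.1, 1.87 and 2.23 CPM over the 30 heart libraries, and the 23 hepatocyte genes, 9 of which have a heart median of at least 1 CPM, stood at 0.153 to 1.01% (median 0.320%) of their liver level. Over 300 liver genes the excess in this library followed the liver level (Spearman rho 0.844), while the median over the heart libraries was 0.137 and the lowest -0.193. The highest rho of a group was 0.814 on NS and 0.844, 0.651, 0.721 and 0.610 on days 7, 14, 21 and 35, and the value in this library is consistent with a small amount of liver material in that sample. An effect of HS is not excluded, since no difference between groups was detected (permutation p = 0.797), which does not show that there was none. No cell sorting that would remove hepatocytes was part of the study, and with the hepatocyte level as a covariate 326, 91, 198 and 716 genes were called in heart on the 4 days.

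Mitotic genes were higher on HS than on NS in all 4 tissues on day 7, and lower on day 35 than on day 7 in 3 of them. The mean of the 30 genes on day 35 minus day 7 was -0.56 in cortex (adjusted p of fry = 0.00543, and 0.272 with an estimated correlation), -0.61 in medulla (3.55e-04 and 0.0723) and -1.31 in liver (4.26e-05 and 0.0357). In heart it was -0.34 and did not pass (adjusted p = 0.177, and 0.499 with an estimated correlation). The rats of day 35 may differ from those of day 7 in age as well as in days of HS, and the single NS group has no day of its own, so age and salt cannot be told apart from these values. No table argues against either. In liver on day 35 the mean against NS was 0.14 (adjusted p of fry = 0.766), and edgeR and DESeq2 called 0 and 0 of the 30 genes higher, with 1 higher and 1 lower at an unadjusted p under 0.05.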

How the results depend on the processing

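Counts were judged as stable when they stayed within 1.5 times. Against NS, all 16 counts of called genes did so with DESeq2 size factors, without the filter on low counts and with the replicate number as a block, 12 of 16 with DESeq2 and 10 of 16 with only the 12 libraries compared. Of the values given for named genes, the direction and the side of the threshold held for 426 of 431 with DESeq2, 432 of 433 with DESeq2 size factors, 415 of 433 without the filter, 419 of 433 with a block, 368 of 425 with only the 12 libraries, 409 of 429 with DESeq2 on these, 83 of 84 with hepatocyte level as a covariate in heart, 67 of 100 without NS cortex replicates 3 and 5 and 158 of 176 without day 35 replicate 5. In medulla a call was lost for 52 of 155 with podocyte level and 49 of 155 with proximal tubule level as a covariate. None of these genes and no list reversed. Of 287 list tests that the text gives, 284 held with DESeq2 size factors, 283 with a block, 287 with medians, 249 with camera at a preset correlation and 123 with an estimated one. The 8 tissue separation values held with a variance-stabilizing transformation, the 12 correlations of list means between medulla and another tissue held with Spearman (18 of all 24), and leaving out lists that share members removed none. Over genes called in at least 1 of the tissues, 24 of the 24 correlations across genes were higher than over all genes, and 0 changed sign. Of 356 comparisons of cell type marker levels, 81 passed, and 80 with DESeq2 size factors. Covariates, DESeq2 on only 12 libraries and fits without named libraries were chosen after seeing the data.

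With only the 12 libraries compared, which leaves fewer libraries to estimate the spread, the counts in cortex were 290, 11, 173 and 797 on days 7, 14, 21 and 35 (597, 158, 260 and 1366 over 30 libraries), 110 in liver on day 7 (277) and 102 in heart on day 21 (201). Without NS cortex replicates 3 and 5 they were 122, 67, 66 and 827 in cortex, with fewer NS libraries. The list tests were not repeated without these libraries. DESeq2 gave 256 in cortex on day 14 (158), 423 and 269 in liver on days 7 and 21 (277 and 165) and 170 in heart on day 14 (92). DESeq2 on only the 12 libraries gave 2965 in medulla on day 21 (1976), 324 in liver on day 21 (165) and 241 in heart on day 14 (92), and the other 13 counts stayed within 1.5 times. In medulla, where edgeR called 1976, 2501, 1976 and 3672 genes, the podocyte level as a covariate gave 415, 691, 632 and 1102 and the proximal tubule level 565, 873, 917 and 1067. These covariates take out what moves with them, the effect of HS included. The covariate of hepatocyte level held all 4 counts of heart, and leaving out day 35 replicate 5 all 4 counts of that day (982 in cortex, 2963 in medulla, 838 in liver and 722 in heart).

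Between HS days, DESeq2 changed 7 of 12 counts against day 7: 247 in cortex on day 21 (162), 21 and 91 in medulla on days 14 and 21 (1 and 17), 205 and 82 in liver (124 and 8) and 61 and 133 in heart (14 and 83). Between tissues it changed 6 of 24: 599 and 487 for liver and cortex on days 14 and 21 (385 and 284), 257, 90 and 222 for heart and cortex on days 7, 14 and 21 (135, 21 and 69) and 630 for heart and liver on day 7 (401). The cause of the differences between edgeR and DESeq2 was not tested.

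The replicate numbers do not pair the libraries: after group means were taken out, libraries of the same number had mean correlations of -0.0008, 0.0075, 0.0177 and 0.0044 in cortex, medulla, liver and heart, and the best match of a library had its number in 3, 6, 9 and 3 of 30. As a block they left the counts against NS and between tissues within 1.5 times, and gave 8 for day 21 against day 7 in medulla (17), 19 in liver (8) and 34 for day 14 against day 7 in heart (14). The cause was not tested. With the library number as a block all 24 counts between tissues stayed within 1.5 times.

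Of the lists, fry passed 11, 10, 17 and 27 in cortex, 29, 31, 30 and 41 in medulla, 17, 13, 7 and 19 in liver and 16, 9, 9 and 20 in heart on the 4 days. Camera with an estimated correlation passed 0 in each of the 16 comparisons (5, 4, 7 and 11 in cortex, 9, 9, 14 and 15 in medulla, 7, 6, 2 and 8 in liver and 8, 6, 4 and 8 in heart lists at an unadjusted p under 0.05). It compares a list with all other genes, which fry does not, and widens the test by the correlation between genes. At the preset correlation camera passed 19 and 23 in cortex on days 7 and 14 and 14 in heart on day 21, with the other 13 within 1.5 times. The cause was not tested. Over all genes with a count, tissue means correlated at 0.871 for cortex and liver, 0.882 for cortex and heart, 0.860 for medulla and liver, 0.891 for medulla and heart and 0.839 for liver and heart (0.781, 0.784, 0.764, 0.803 and 0.729 over genes above the filter), a choice that adds genes near 0 in both tissues.

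Genes shared by all 4 tissues numbered 7 on day 14 with DESeq2 and 4 without a threshold on the fold change (2 in edgeR with it), 97 on day 35 without the threshold (28), and 7 and 5 on days 14 and 21 with DESeq2 on only 12 libraries (2 and 2). Without the threshold, 927 genes were called in cortex alone (543) and 745 in heart alone (367), and 13, 817 and 23 on all 4 days in cortex, medulla and liver alone (6, 448 and 10). With the NS libraries split, so that days 7 and 14 took 3 of them and days 21 and 35 the other 3, the genes called on all 4 days in cortex alone were 0 and 0, in medulla 133 and 187, in liver 1 and 1 and in heart 0 and 0 (6, 448, 10 and 8), and those called in liver alone 540 with replicates 1 to 3 for the first days (819). A lower threshold calls more genes, and the cause of the other changes was not tested.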

Differences from the paper's values

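Counts are given at the thresholds of the paper, an adjusted p under 0.05 and a 1.5-fold change, which the paper applies with DESeq2. In medulla on day 21 the paper's count of changed genes is 2977, and edgeR called 1976. Of the alternatives set before the data were examined, DESeq2 over the 30 libraries (2300) and a fit of only the 12 libraries compared (2458) come within 1.5 times, and DESeq2 size factors (1981), no filter (1883) and a replicate block (1967) do not. In liver on day 21 the paper shows about 320 in Fig. 1E, read by eye, and edgeR called 165. DESeq2 (269) comes within 1.5 times, and DESeq2 size factors (165), no filter (120), the block (176) and only 12 libraries (188) do not. In heart on day 14 the paper shows about 250 in Fig. 1E, read by eye, and edgeR called 92. DESeq2 (170) comes within 1.5 times, and DESeq2 size factors (92), no filter (77), the block (91) and only 12 libraries (104) do not. With DESeq2 on only the 12 libraries compared, which was chosen after seeing the values, the counts were 2965 in medulla on day 21, 324 in liver on day 21 and 241 in heart on day 14. How many of the paper's called genes this setting drops was not counted, since the paper's lists of them were not used here.

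The paper shows about 7 genes shared by the 4 organs on day 14 and about 5 on day 21 in Fig. 3, read by eye, and here 2 were called in all 4 tissues in one direction on each of these days. On day 14 DESeq2 (7) comes within 1.5 times and no threshold on the fold change (4) does not, and on day 21 neither does (3 and 2). DESeq2 on only the 12 libraries, chosen after seeing the values, gave 7 and 5 and drops 0 of the paper's genes on both days. On days 7 and 35 it called 44 and 29 of the paper's 44 and 33 genes in all 4 tissues in one direction and drops 0 and 4, against 29 and 22 called in this way by edgeR over the 30 libraries. On day 35 edgeR called 25 in all 4 tissues, 3 of them lower in liver and higher in the others.

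For day 35 the paper gives a squared correlation of 0.37 between medulla and liver and of 0.62 between medulla and heart over Hallmark pathway scores. Over the list means used here, which are not the Hallmark sets, the values were 0.192 and 0.411. With Spearman correlations medulla and liver still differ (0.131), and medulla and heart (0.489) do not. In a supplementary data set the paper's correlations of tissue means are 0.985 for cortex and medulla, 0.903 for cortex and heart, 0.893 for cortex and liver, 0.910 for medulla and heart, 0.883 for medulla and liver and 0.867 for liver and heart. Here they were 0.965, 0.784, 0.781, 0.803, 0.764 and 0.729 in this order, and 0.965, 0.786, 0.783, 0.805, 0.765 and 0.727 with a variance-stabilizing transformation, which leaves all 6 different. Over all genes with a count, chosen after seeing the values, they were 0.982, 0.882, 0.871, 0.891, 0.860 and 0.839, and the first then comes within the spread between libraries.

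In heatmaps of injury genes (Supplemental Figures 3H and 4L) the paper marks genes at an adjusted p under 0.05, and all but 3 of its marks were met here. In liver, Vcam1 on day 14 had a log2 fold change of 0.40 (adjusted p = 0.0599), and 0.0411 with DESeq2, 0.0454 with only the 12 libraries, 0.0321 with a block and 0.0194 with DESeq2 on only the 12 libraries, and 0.0615 to 0.0840 with DESeq2 size factors and without the filter. Icam1 on day 21 in liver was at 0.30 (adjusted p = 0.166, and 0.0450 with DESeq2 on only the 12 libraries), and Col3a1 in heart on day 14 at 0.25 (adjusted p = 0.237, and 0.0389 with DESeq2 on only the 12 libraries). That setting was chosen after seeing the values. In the others, the adjusted p was 0.0969 to 0.209 for Icam1 and 0.125 to 0.290 for Col3a1. The paper places the transcription factor genes Bcl6 and Runx1 alone as changed in all 4 organs. Here Bcl6, Runx1 and Myc were called in all 4, since Myc was at 1.08 in liver on day 35 (adjusted p = 0.0325), which it was not with only the 12 libraries (adjusted p = 0.0767) or with DESeq2 on them (0.0803), where 2 factors were called in all 4 tissues.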

Other observations

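The genes and lists of this part were chosen for description after their values were seen, and so were the tests on splits of the libraries and on library numbers.

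Genes induced by glucocorticoids shifted downward as a list on day 7 of HS in cortex and heart and upward on day 35 in liver. In heart, by DESeq2, and in liver single members were called in both directions. Their list of 19 genes had means of -0.47 in cortex and -0.34 in heart on day 7, with 3 and 3 lower (5 and 4 adjusted over the list alone), and of 0.36 in liver on day 35, with 3 higher and 2 lower (3 and 2 adjusted over the list alone). On day 7 DESeq2 called 0 higher and 4 lower in cortex and 1 higher and 3 lower in heart. Fry gave adjusted p of 0.00621, 0.0350 and 0.0275, and with an estimated correlation the adjusted p was 0.280, 0.407 and 0.434. Zbtb16, a transcription factor that glucocorticoids induce, fell on day 7 in cortex (-1.56 ± 0.38), liver (-1.74 ± 0.40) and heart (-1.38 ± 0.36, log2 fold change ± standard error, n = 6 per group), and Ddit4, an inhibitor of mTOR signaling, in cortex (-0.73 ± 0.21). The metallothionein genes Mt2A and Mt1, which bind zinc, rose in heart on day 35 (2.84 ± 0.39 and 1.80 ± 0.22), and Mt2A in liver (1.49 ± 0.52). Cyp1a1, a target of the aryl hydrocarbon receptor, fell in liver on days 7 and 14 (-2.09 ± 0.38 and -1.91 ± 0.38) and in heart on days 7 and 35 (-2.26 ± 0.56 and -2.38 ± 0.56). In liver, Xbp1, a factor of the unfolded protein response, rose on days 14, 21 and 35 (1.46 ± 0.21, 0.73 ± 0.21 and 1.09 ± 0.21), and Atf4 and Trib3 of the same response on days 21 and 35 (0.61 ± 0.17 and 0.69 ± 0.17 for Atf4, 1.04 ± 0.26 and 0.91 ± 0.26 for Trib3), while the list of 20 genes had an adjusted p of 0.0744 from fry on day 35. With NS cortex replicates 3 and 5 left out, Ddit4 was at -0.63 (adjusted p = 0.133) and Zbtb16 was at -1.48 (adjusted p = 0.0659) on day 7.

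In cortex on day 35, genes of the collecting duct and the distal convoluted tubule were lower. Of 16 principal cell genes, 4 were lower and none was higher (4 lower adjusted over the list alone), with a mean of -0.47. The water channel genes Aqp2 and Aqp4 fell (-0.94 ± 0.22 and -1.05 ± 0.28), as did Scnn1a, a subunit of the epithelial sodium channel (-0.62 ± 0.16), and Fxyd4, a regulator of the sodium pump (-0.91 ± 0.20). Of 13 genes of the distal convoluted tubule, 2 were lower (2 adjusted over the list alone), Calb1 (-0.98 ± 0.24) and the potassium channel gene Kcnj10 (-0.67 ± 0.14), with a mean of -0.38. Both lists passed fry (adjusted p = 0.00366 and 0.00751, and 0.330 and 0.401 with an estimated correlation). In medulla, Scnn1a fell on day 35 as well (-0.72 ± 0.12), while Aqp2 was at 0.16 there (adjusted p = 0.773). Of 17 genes of vascular smooth muscle and pericytes in medulla, 2, 3, 3 and 11 were higher on days 7, 14, 21 and 35 (2, 5, 3 and 12 adjusted over the list alone) and 1, 1, 1 and 0 lower. Tagln, an actin-binding protein of smooth muscle, rose on day 35 (1.18 ± 0.19), and so did Rgs5 (1.11 ± 0.13) and Abcc9 (0.75 ± 0.13), markers of pericytes. The list passed on each day (adjusted p = 4.72e-07 to 0.00471, and 0.221 to 0.427 with an estimated correlation), in libraries in which transcripts of the cortex were lower. In the clock, Dbp, an output factor of the circadian cycle, fell on day 35 in cortex (-0.62 ± 0.17), medulla (-0.78 ± 0.18) and heart (-0.64 ± 0.12), and was at -0.19 in liver (adjusted p = 0.642). The hour at which rats were killed was not used here. At an unadjusted p under 0.05 the counts of 0 from edgeR become 0, and DESeq2 called 0 genes there. In a fit that left out heart day 35 replicate 5, Dbp was at -0.55 (adjusted p = 0.00160). Without NS cortex replicates 3 and 5, Aqp4 was at -0.60 (adjusted p = 0.100) on day 35. When cortex day 35 replicate 5 was left out, Dbp was at -0.50 (adjusted p = 0.0254).

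Other splits of the same 12 libraries into groups of 6 were drawn to ask whether random groups give as many calls. Against NS on days 7, 14, 21 and 35 the real counts were 597, 158, 260 and 1366 in cortex (at most 383, 16, 1 and 904), 1976, 2501, 1976 and 3672 in medulla (at most 8, 1993, 840 and 2937), 277, 552, 165 and 911 in liver (at most 2, 1, 2 and 76) and 315, 92, 201 and 698 in heart (at most 113, 9, 238 and 295), with the highest of the 49 other splits in parentheses. In 15 of the 16 comparisons the real count was above that of every other split. This is 1 of 50, the smallest share that these splits can give, and over 16 comparisons it is weak ground for excluding chance in any single one. In heart on day 21, where another split called 238 genes against 201, the ground is weaker still. For days 14, 21 and 35 against day 7 the counts were 264, 162 and 960 in cortex (at most 28, 0 and 4), 1, 17 and 462 in medulla (at most 897, 0 and 1451), 124, 8 and 431 in liver (at most 4, 95 and 84) and 14, 83 and 247 in heart (at most 0, 2 and 19). The ground is as weak over these 12 comparisons where 1 of 50 splits reached the real count. Chance cannot be excluded for medulla on day 14 and liver on day 21, where 3 did, and for medulla on day 35, where 2 did, the share is under 0.05 but another split called more genes. Splits that call several times the real count, such as 897 genes against 1 and 1451 against 462 in medulla and 95 against 8 in liver, point to a structure of the samples other than the day.

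Labels give the libraries of the 4 tissues a shared set of numbers, and the paper does not say whether a number is 1 rat. After group means were taken out, libraries of cortex and medulla with the same number had a mean correlation over genes of 0.081, above 0 in 26 of 30 pairs. It was 0.028 for cortex and liver (25 of 30), 0.033 for medulla and liver (29 of 30) and 0.019 for liver and heart (21 of 30). In permutations of the numbers within groups the p was 1e-04 for the first 3, the smallest that the permutations can give, and 5e-04 for the last (adjusted over the 6 pairs of tissues, 2e-04, 2e-04, 2e-04 and 7.50e-04). For cortex and heart and for medulla and heart the correlations were 0.009 and 0.013 (p = 0.115 and 0.0696, adjusted 0.115 and 0.0835).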
